# Class 3 PI3K coactivates the circadian clock to promote rhythmic de novo purine synthesis

**DOI:** 10.1038/s41556-023-01171-3

**Published:** 2023-07-06

**Authors:** Chantal Alkhoury, Nathaniel F. Henneman, Volodymyr Petrenko, Yui Shibayama, Arianna Segaloni, Alexis Gadault, Ivan Nemazanyy, Edouard Le Guillou, Amare Desalegn Wolide, Konstantina Antoniadou, Xin Tong, Teruya Tamaru, Takeaki Ozawa, Muriel Girard, Karim Hnia, Dominik Lutter, Charna Dibner, Ganna Panasyuk

**Keywords:** Circadian rhythms, Metabolomics, Macroautophagy, Phosphoinositol signalling

## Abstract

Metabolic demands fluctuate rhythmically and rely on coordination between the circadian clock and nutrient-sensing signalling pathways, yet mechanisms of their interaction remain not fully understood. Surprisingly, we find that class 3 phosphatidylinositol-3-kinase (PI3K), known best for its essential role as a lipid kinase in endocytosis and lysosomal degradation by autophagy, has an overlooked nuclear function in gene transcription as a coactivator of the heterodimeric transcription factor and circadian driver Bmal1–Clock. Canonical pro-catabolic functions of class 3 PI3K in trafficking rely on the indispensable complex between the lipid kinase Vps34 and regulatory subunit Vps15. We demonstrate that although both subunits of class 3 PI3K interact with RNA polymerase II and co-localize with active transcription sites, exclusive loss of Vps15 in cells blunts the transcriptional activity of Bmal1–Clock. Thus, we establish non-redundancy between nuclear Vps34 and Vps15, reflected by the persistent nuclear pool of Vps15 in Vps34-depleted cells and the ability of Vps15 to coactivate Bmal1–Clock independently of its complex with Vps34. In physiology we find that Vps15 is required for metabolic rhythmicity in liver and, unexpectedly, it promotes pro-anabolic de novo purine nucleotide synthesis. We show that Vps15 activates the transcription of *Ppat*, a key enzyme for the production of inosine monophosphate, a central metabolic intermediate for purine synthesis. Finally, we demonstrate that in fasting, which represses clock transcriptional activity, Vps15 levels are decreased on the promoters of Bmal1 targets, *Nr1d1* and *Ppat*. Our findings open avenues for establishing the complexity for nuclear class 3 PI3K signalling for temporal regulation of energy homeostasis.

## Abstract (web summary)

Alkhoury et al. show that the class 3 phosphatidylinositol-3-kinase Vps15 subunit coactivates the circadian clock transcription factor Bmal1–Clock for metabolic rhythmicity in the liver and promotes pro-anabolic de novo purine synthesis.

## Main

Metabolic stress from nutrient fluctuations is anticipated and resolved through coordinated activity of the circadian-clock and nutrient-sensing signalling pathways^1^. The circadian clock functions as a transcriptional–translational molecular pacemaker, generating metabolic oscillations of approximately 24 h. In mammals the central clock in the suprachiasmatic nuclei of the hypothalamus synchronizes peripheral clocks in virtually all organs through neural and humoral signals^2^. In a coordinated manner, peripheral clocks, like in liver, are sensitive to entrainment by nutrients to generate cycling metabolic outputs^3,4^. The molecular clock is driven by a heterodimer of two transcription factors, Bmal1 and Clock, that bind E-box motifs on gene promoters to initiate expression of its own repressors, period and cryptochrome (Per1–3, Cry1 and Cry2) as well as Rev-Erb (Rev-Erbα and Rev-Erbβ)^5^. Feeding-activated nutrient-sensing signalling pathways regulate the clock at a post-translational level. Numerous phosphorylation events driven by pro-anabolic mTOR–class 1 phosphatidylinositol-3 kinase (PI3K) signalling inhibit Bmal1–Clock by promoting complex destabilization, nuclear exclusion and non-transcriptional functions^6–8^. They also affect the localization and stability of other clock components^9,10^. Conversely, pro-catabolic AMPK protein kinase potentiates the transcriptional activity of Bmal1 by promoting proteasomal degradation of Cry1 and Per2 (refs. ^11,12^). Furthermore, lysosomal degradation by autophagy of Cry1 and chaperone-mediated autophagy of clock components was reported^13,14^. However, none of these aforementioned signalling components act on chromatin to modify the activity of the Bmal1–Clock transcriptional complex. Moreover, although the clock drives metabolic rhythmicity especially in liver^1^, the mechanisms of how specific metabolic pathways are regulated are still poorly understood. A substantial portion of these nutrient-sensitive metabolic cascades are driven by the lipid second messengers phosphoinositides. They orchestrate cellular trafficking through different cellular compartments to ensure nutrient uptake and metabolism^15^. However, the mechanistic links between clock-driven metabolic rhythmicity and phosphoinositide signalling remain poorly explored. Notably, class 3 PI3K is an essential component of nutrient-sensing networks acting both downstream and upstream of mTOR–class 1 PI3K and AMPK signalling as well as activating lysosomal degradation by autophagy^16–22^. It functions as a complex of lipid kinase Vps34 and its indispensable regulatory subunit Vps15, which is required for Vps34 stability, localization and lipid kinase activity^23–25^. This is highlighted by the Vps34 loss-of-function phenotypes of Vps15 mutants from yeast to mammals and the cryo-electron microscopy-determined structure of the complex^23–26^. Class 3 PI3K is the major source of PI3P, a lipid-membrane second messenger in multiple steps of endocytosis and autophagy^16,27^. Reports of circadian lysosomal activity and autophagy, two processes downstream of class 3 PI3K, drove us to explore the functional interaction of class 3 PI3K and the molecular clock^28,29^.

## Results

### Class 3 PI3K controls the liver clock

To test whether class 3 PI3K impacts the circadian clock, we focused on the liver as Bmal1–Clock activity is highly sensitive to nutrients^3,30^. We used class 3 PI3K-mutant mice bearing a liver-specific chronic deletion of *Vps15* (*AlbCre*^+^;*Vps15*^f/f^ mice are hereafter referred to as Vps15LKO)^31,32^. In line with the essential function of Vps15 in the class 3 PI3K complex, its deletion leads to depletion of Vps34 and subsequent autophagy block, as witnessed by p62 protein accumulation (Extended Data Fig. 1a)^32^. Around-the-clock transcript and protein expression analyses showed profound deregulation of the entire clock machinery in the Vps15LKO mice (Fig. 1a,b and Extended Data Fig. 1b,c). The transcript levels as well as circadian amplitudes of two bona fide Bmal1 targets, *Nr1d1* (gene coding for Rev-Erbα) and *Dbp*, were decreased (Fig. 1a, Extended Data Fig. 1b and Supplementary Table 1)^33,34^. These were mirrored at the protein level, demonstrating hardly detectable Rev-Erbα expression, whereas in the dark phase Bmal1 and Clock were decreased in the livers of Vps15LKO mice (Fig. 1b and Extended Data Fig. 1c). To comprehend the breadth of potential transcriptional dysfunction of the circadian clock, we performed Bmal1 chromatin immunoprecipitation with sequencing (ChIP–Seq) in Vps15LKO livers collected at Zeitgeber time 6 (ZT6), a zenith of Bmal1 transcriptional activity^35^. We coupled this with ChIP–Seq of acetylated K27 of histone H3 (H3K27Ac), a mark of transcriptionally active chromatin^36^. The Bmal1 ChIP–Seq revealed a global decrease of its enrichment at transcription start sites (TSS) in the livers of Vps15LKO mice (Fig. 1c,d), which was validated by its lower occupancy on E-box regions in the promoters of *Nr1d1* and *Dbp* (Fig. 1e and Extended Data Fig. 1d). The H3K27Ac ChIP–Seq demonstrated that among 7,256 differentially enriched peaks in the livers of Vps15LKO mice, the vast majority (7,228) were significantly decreased (Fig. 1d). Moreover, reduced enrichment of both Bmal1 and H3K27Ac was observed in 54% (539 of 999) of the peaks identified in samples of Vps15LKO mouse livers (Fig. 1f). Gene ontology (GO)-pathway analyses of biological processes for genes in which enrichment of Bmal1 and H3K27Ac was reduced in Vps15LKO mice revealed circadian rhythm and metabolic responses (catabolic processes, lipid metabolism, purine and nucleotide metabolism) potentially downstream of class 3 PI3K (Fig. 1f and Supplementary Table 2). In line with this inhibition of Bmal1 transcription in the livers of Vps15 mutants, the levels of soluble nuclear as well as cytosolic Bmal1, and subsequently its nuclear Bmal1–Clock complex, were reduced both at its peak (ZT0) and trough (ZT12; Extended Data Fig. 1e,f). Consistent with the biochemical findings, immunohistological analyses of fixed liver tissue collected at ZT0 showed lower nuclear levels of Bmal1 in the Vps15LKO mice (Extended Data Fig. 1g,h). Notably, differences in detection of cytosolic Bmal1 in fractionation and histological analyses are likely to be due to detergent-free extraction and crosslinking, respectively. Together, these findings show marked clock dysfunction following chronic Vps15 inactivation.

**Fig. 1:**
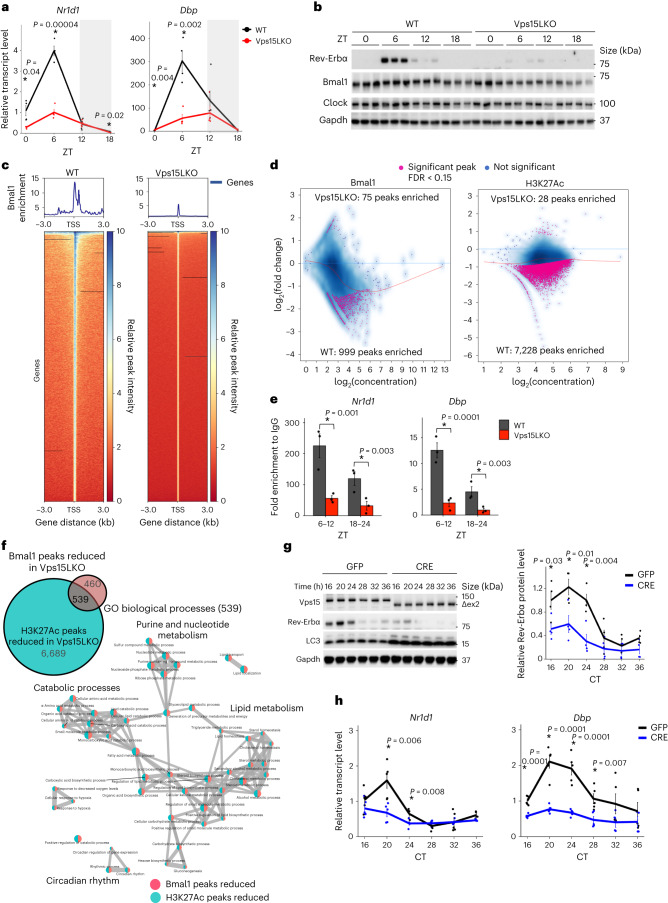
Bmal1 transcriptional activity is inhibited following Vps15 inactivation. **a**, Relative transcript levels of the indicated genes in the livers of 5-week-old Vps15LKO and control male mice collected at the indicated ZT times. The mice were fed ad libitum and kept under a 12-h light–dark regimen (grey shading). Data are the mean ± s.e.m. fold increase compared with the WT (*n* = 3 Vps15LKO_ZT0,ZT18_, *n* = 4 WT_ZT0,ZT6,ZT18_ and Vps15LKO_ZT6,ZT12_, and *n* = 5 WT_ZT12_ animals). *P < 0.05; two-tailed unpaired Student’s *t*-test. **b**, Immunoblot analysis of total protein extracts from the livers of the mice in **a**. **c**, Bmal1-binding peak profile (top) and heatmap (bottom) of the livers of male WT (*n* = 2) and Vps15LKO (*n* = 2) mice collected at ZT6. Peaks are ordered by their signal strength. Each row shows the region from −3 kb to +3 kb from the TSS. **d**, The log intensity ratio versus mean log intensity (MA) plot showing differential binding of Bmal1 and histone H3K27Ac in the livers of the WT and Vps15LKO mice in **c** (false detection rate (FDR) < 0.15). Concentration represents the normalized read counts within peaks; fold change was calculated relative to the WT. Blue line, log_2_(fold change) = 0; pink line, nonlinear LOESS fit curve of the coverage levels and fold changes. **e**, Bmal1 recruitment to the indicated gene promoters, determined by chromatin immunoprecipitation with quantitative PCR (ChIP–qPCR), in the livers (collected at ZT6–ZT12 and ZT18–ZT24) of mice (*n* = 3) treated as in **a**. Data are the mean ± s.e.m. *P < 0.05; one-way analysis of variance (ANOVA) with Benjamini–Hochberg correction. **f**, Number of overlapping and non-overlapping Bmal1 and H3K27Ac peaks reduced in Vps15LKO mice (top). The GO biological process analysis of the genes corresponding to 539 overlapping peaks is presented (bottom). **g**,**h**, Immunoblot analysis of total protein extracts (*n* = 4; **g**) and relative transcript levels of the indicated genes (independent repeats, *n* = 4 for CRE_CT32,CT36_ and *n* = 5 for all other groups; **h**) in dexamethasone-synchronized control (green fluorescent protein, GFP) and Vps15-depleted (CRE) MEFs. Densitometric analyses of Rev-Erbα levels normalized to Gapdh. Data are the mean ± s.e.m. fold change compared with GFP-treated cells. Δex2, deletion of exon2 in Vps15 locus. *P < 0.05; two-tailed unpaired Student’s *t*-test. **a**,**g**,**h**, Rhythmicity was determined using JTK_CYCLE (Supplementary Table 1). Source data and unprocessed blots are provided. Source data

### Class 3 PI3K drives the clock in a cell-autonomous manner

As class 3 PI3K is ubiquitously expressed, to test its cell-autonomous role in clock control, we used immortalized mouse embryonic fibroblasts (MEFs) from *Vps15*^f/f^ mice, which were efficiently synchronized by a dexamethasone pulse (rhythmic expression of Rev-Erbα; Extended Data Fig. 2a). To acutely delete Vps15, *Vps15*^f/f^ MEFs were transduced with adenoviral vectors expressing Cre recombinase, resulting in depletion of Vps15 protein accompanied by Vps34 degradation and decreased PI3P levels (Fig. 1g and Extended Data Fig. 2b,c)^24^. Notably, recombination of the *PIK3R4* locus results in expression of truncated Vps15 protein, which does not interact with Vps34 as we reported^37^. In agreement with this, Vps15 depletion manifested in autophagy defects, evidenced by the accumulation of LC3 and p62 proteins—which are required for autophagosome formation and cargo delivery, respectively—as well as findings of defective autophagy flux using a mRFP–EGFP-LC3 reporter (Fig. 1g and Extended Data Fig. 2b,d,e). Importantly, Vps15 depletion in dexamethasone-synchronized MEFs resulted in decreased rhythmic expression of *Nr1d1* transcripts and reduced Rev-Erbα protein levels (Fig. 1g,h and Supplementary Table 1). Bmal1 inhibition in Vps15-depleted MEFs was further supported by findings of decreased expression of *Dbp* and *Per2* accompanied by a significant reduction of rhythmic cycle amplitude, whereas only *Cry1* lost its rhythmicity (Fig. 1h, Extended Data Fig. 2f and Supplementary Table 1). Unlike chronic Vps15 deletion in liver, the nuclear levels of Bmal1 protein were unmodified in Vps15-depleted MEFs (Extended Data Fig. 2g,h). This was further backed by a similar half-life of nuclear Bmal1 in control and Vps15-depleted MEFs (Extended Data Fig. 2i). Thus, unlike following acute Vps15 deletion, prolonged dysfunction of class 3 PI3K accompanied by chronic inhibition of endocytosis and autophagy might impact the expression and/or turnover of Bmal1 protein. Together, acute inactivation of class 3 PI3K in cells manifests as inhibition of Bmal1 activity without impacting its protein turnover.

### Kinase-independent role of class 3 PI3K in clock control

To address the possible connection between the lipid kinase activity of class 3 PI3K and Bmal1-driven transcriptional rhythmicity, we used two selective and structurally distinct inhibitors^38,39^. As expected, both SAR405 and PIK-III efficiently inhibited Vps34, as witnessed by p62 accumulation due to autophagy block, without affecting the levels of Vps34 or Vps15 protein (Fig. 2a and Extended Data Fig. 3a). In contrast to the findings in Vps15LKO mice and Vps15-depleted MEFs, neither inhibitor reduced the levels of Rev-Erbα protein despite having a minor effect on its transcript levels (Fig. 2a,b). However, treatment with the Vps34 inhibitors resulted in inconsistencies, such as decreased levels of *Dbp* transcripts at all time points in response to SAR405 but only a minor effect in response to PIK-III (decrease at circadian time 20 (CT20); Extended Data Fig. 3b). Similarly, *Cry1* expression was unmodified by PIK-III but SAR405 treatment resulted in increased transcript levels at CT20 and CT28 (Extended Data Fig. 3b). However, both compounds decreased *Per2* transcripts at all time points (Extended Data Fig. 3b). Notably, SAR405 treatment did not modify Bmal1 chromatin enrichment on the *Nr1d1* and *Dbp* promoters (Fig. 2c). In light of these different effects with two inhibitors, we treated Vps15-depleted MEFs with a third compound, the highly potent Vps34-IN1 (ref. ^40^), which decreased the levels of PI3P and resulted in autophagy block (Extended Data Fig. 3c,d). Consistent with other inhibitors, Vps34-IN1 treatment did not modify the Rev-Erbα levels. Surprisingly, it resulted in increased *Nr1d1* and *Cry1* transcript levels, and no difference in the *Dbp* levels (Extended Data Fig. 3d,e). Finally, treatment with the three inhibitors at two different doses that led to Vps34 inhibition, witnessed by autophagy block, did not show any major effect on the rhythmic activity of the *Nr1d1*-luciferase (*Nr1d1*-*Luc*) reporter (Extended Data Fig. 3f,g). These non-overlapping effects with different Vps34 inhibitors probably stem from their off-targets for which functional links with the clock were reported, including CDK2a, GSKb, ABL1, MAPK1 and SMG1 (refs. ^41–45^). In summary, the three efficient Vps34 inhibitors did not result in consistent repression of circadian *Nr1d1* transcription and, thus, did not phenocopy Vps15-null models.

**Fig. 2:**
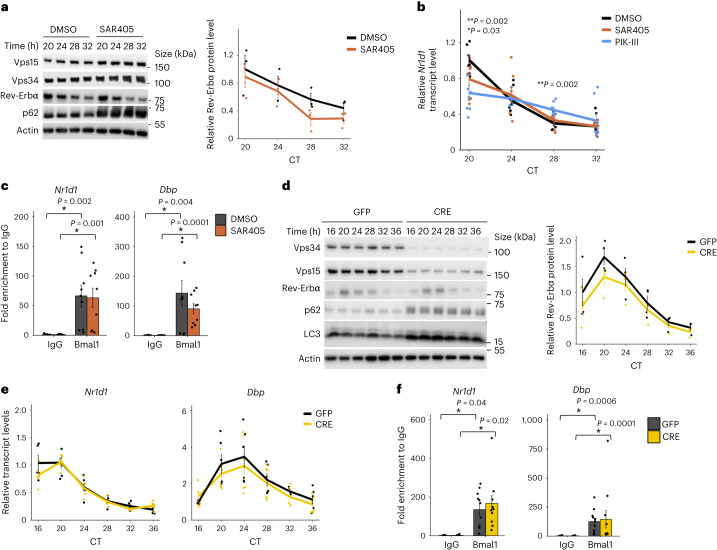
The lipid kinase activity of Vps34 is dispensable for Rev-Erbα protein expression. **a**,**b**, Immunoblot analysis (*n* = 3) of dexamethasone-synchronized MEFs treated with dimethyl sulfoxide (DMSO, control) or Vps34 inhibitor (SAR405). Densitometry analyses of Rev-Erbα protein levels, normalized to Actin, presented as the fold change over DMSO-treated MEF cells (right). **b**, Relative transcript levels (*n* = 8; **b**) of dexamethasone-synchronized MEFs treated with DMSO (control) or Vps34 inhibitors (SAR405 and PIK-III). *P < 0.05 for SAR405 versus DMSO and **P < 0.05 for PIK-III versus DMSO; two-way ANOVA with Benjamini–Hochberg correction. **a**,**b**, Data are the mean ± s.e.m. from three independent experiments. **c**, ChIP–qPCR of Bmal1 recruitment to the *Nr1d1* and *Dbp* promoters in MEFs treated with SAR405 or DMSO as in **a** collected at 24 h post synchronization. Data are the mean ± s.e.m. fold enrichment from three independent experiments (*n* = 9). *P < 0.05; two-way ANOVA with Benjamini–Hochberg correction. **d**, Immunoblot analysis of total protein extracts (*n* = 4). Densitometric analyses of Rev-Erbα levels normalized to Actin (right). **e**, Relative transcript levels of the indicated genes in dexamethasone-synchronized control (GFP) and Vps34-depleted (CRE) Vps34^f/f^ MEFs. **d**,**e**, Data are the mean ± s.e.m. fold change compared with GFP-treated MEFs from three independent experiments (*n* = 5 for GFP_CT16_ and *n* = 6 for all other groups). Rhythmicity was determined using JTK_CYCLE (Supplementary Table 1). **f**, ChIP–qPCR of Bmal1 recruitment to the *Nr1d1* and *Dbp* promoters in GFP and CRE MEFs collected at 24 h post synchronization. Data are the mean ± s.e.m. from three independent experiments (*n* = 10 for GFP ChIP-IgG and *n* = 11 for all other groups). *P < 0.05; two-way ANOVA with Benjamini–Hochberg correction. Source data and unprocessed blots are provided. Source data

### Vps34 protein is not required for Bmal1 function

Our findings suggested that Vps15 or Vps34 proteins might directly modulate Bmal1 activity. To test the implication of Vps34, we established immortalized *Vps34*^f/f^ MEFs. Similar to *Vps15*^f/f^ MEFs, the genetic deletion of *Vps34* resulted in instability of both subunits and manifested in autophagy block (Fig. 2d and Extended Data Fig. 4a,b). Mirroring pharmacological inhibition of Vps34 lipid kinase, the transcript levels of *Per2* were decreased in Vps34-depleted MEFs without impacting its rhythmicity (Extended Data Fig. 4c and Supplementary Table 1). However, neither the transcript rhythmicity of *Dbp*, *Cry1* and *Nr1d1* nor the rhythmicity of Rev-Erbα protein were modified in dexamethasone-synchronized Vps34-null MEFs (Fig. 2d,e, Extended Data Fig. 4c and Supplementary Table 1). Moreover, as in Vps15-null MEFs, the levels of cytosolic and nuclear Bmal1 protein were unchanged following Vps34 depletion (Extended Data Fig. 4d). Finally, in line with its unmodified protein levels, Bmal1 chromatin recruitment to the promoters of its target genes was similar between Vps34-null and control cells (Fig. 2f). Thus, these findings favour a Vps34-idependent role of Vps15 upstream of the circadian clock.

### Class 3 PI3K is present in the nucleus

So far, class 3 PI3K functions in animal cells were limited to its role in cytosol as a lipid kinase in vesicular trafficking. Given that lipid kinase inhibition of Vps34 did not change the transcriptional activity of Bmal1, we investigated whether Vps15 and Vps34 proteins have a role in nuclear transcription. Biochemical fractionation showed that both Vps15 and Vps34 were detected in the nucleus of mouse and human cells as well as in mouse liver (Fig. 3a and Extended Data Fig. 5a–c). In liver Vps15 had modest diurnal rhythmicity in the soluble nuclear fraction and euchromatin, similar to its transcript (Extended Data Fig. 5b–e and Supplementary Table 1). However, only the Vps34 euchromatin protein levels exhibited rhythmicity (Extended Data Fig. 5b–e and Supplementary Table 1). In the nuclear fractions the levels of Vps15 and Vps34 protein were lower during the dark phase compared with the light phase, coinciding with transcriptionally active Bmal1 (Extended Data Fig. 5d). Next, we tested their nuclear localization using immunofluorescence microscopy. Although we could not validate commercially available antibodies to Vps34, endogenous Vps15 showed cytosolic–nuclear staining (Fig. 3b). Moreover, nuclear staining of Vps15 was unmasked by treatment with high-sucrose buffer (CSK), which removes cytosolic proteins before fixation (Fig. 3b). Furthermore, treatment of MEFs with ivermectin, an inhibitor of importin α and β, decreased the nuclear levels Vps15 and Vps34, suggesting their active nuclear transport (Extended Data Fig. 5f). This was further supported by findings that endogenous importin α co-immunoprecipitated with Vps15 and to a lesser extent with Vps34 (Extended Data Fig. 5g). Finally, using a proximity ligation assay (PLA), we found that the Vps15–Vps34 complex is also present in the nucleus (Extended Data Fig. 5h). Together, these findings favour the presence of an actively transported nuclear pool of class 3 PI3K.

**Fig. 3:**
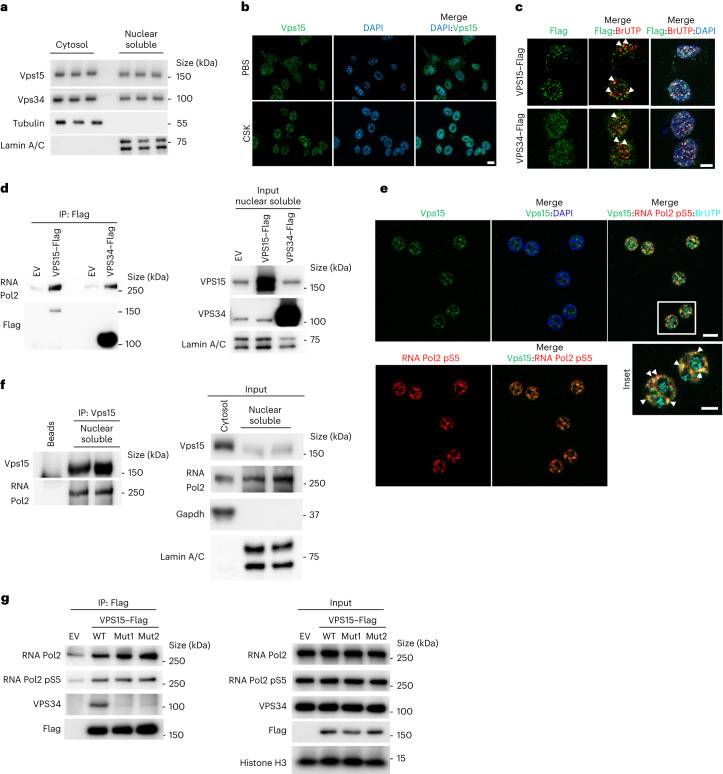
Nuclear class 3 PI3K interacts with RNA Pol2. **a**, Immunoblot analysis of soluble nuclear and cytosolic fractions from MEFs using antibodies to the indicated proteins. Tubulin and lamin A/C serve as controls for loading and fraction cross-contamination. The experiment was performed seven times. **b**, Immunofluorescence microscopy analyses of Vps15 in MEF cells treated with CSK buffer for 2 min. Nuclei were stained with 4,6-diamidino-2-phenylindole (DAPI). Scale bar, 10 µm. **c**, Transcription assay with ectopically expressed VPS15–Flag and VPS34–Flag in MEFs. To label de novo transcription sites, MEFs were incubated with BrUTP 24 h post transfection. For co-localization, immunofluorescence microscopy was performed with anti-Flag and anti-BrUTP. Scale bar, 5 µm. **d**, Immunoblot analyses, using antibodies to the indicated proteins, of the Flag-containing immunoprecipitates from the soluble nuclear fraction of HEK293T cells transfected with empty vector (EV), or VPS15–Flag- or VPS34–Flag-expressing vectors. **e**, Immunofluorescence microscopy analyses of the co-localization of endogenous RNA Pol2 phospho-S5 (pS5), Vps15 and de novo transcription sites labelled with BrUTP in primary mouse hepatocytes. Scale bars, 10 µm and 5 µm (inset). **c**,**e**, The white triangles point to co-localization. **f**, Immunoblot analyses, using anti-RNA Pol2, of Vps15-containing immunoprecipitates from the soluble nuclear fractions of MEF cells. **b**–**f**, The experiments were performed three times. **g**, Immunoblot analyses of VPS15-containing complexes immunoprecipitated from HEK293T cells transiently transfected with Flag-conjugated WT or mutant VPS15 ((VPS15Mut1 (Mut1) and VPS15Mut2 (Mut2)). The cells were collected 48 h post transfection and VPS15 was immunoprecipitated using anti-Flag. The experiment was performed five times. Representative blots (**a**,**d**,**f**,**g**) or microscopy fields of view (**b**,**c**,**e**) are shown. IP, immunoprecipitation. Unprocessed blots are provided. Source data

### Nuclear class 3 PI3K interacts with RNA Pol2

Next, we tested whether nuclear Vps15 and Vps34 are involved in transcription. To label the de novo transcription sites, cells ectopically expressing Vps15 and Vps34 were pulsed with bromouridine-triphosphate (BrUTP). Strikingly, both Vps15 and Vps34 were readily co-localized with BrUTP sites (Fig. 3c). Moreover, both Flag-tagged VPS15 and VPS34 were co-immunoprecipitated with RNA polymerase II (RNA Pol2; Fig. 3d). Furthermore, in primary hepatocytes, endogenous Vps15 co-localized in BrUTP-positive sites with transcription elongation active RNA Pol2 phosphorylated on S5 (Fig. 3e). Consistent with these data, Vps15 and RNA Pol2 were co-immunoprecipitated from the nuclear fraction (Fig. 3f). Finally, we used two distinct Vps15 mutants reported in yeast, in which the E200R (referred to as VPS15Mut1) or D165R (referred to as VPS15Mut2) amino-acid substitutions were shown to prevent its binding with Vps34 (ref. ^24^). Similar to findings in yeast, these amino-acid substitutions in human VPS15 (E200R or D165R) abolished complex formation between VPS15 and endogenous VPS34 (Fig. 3g). However, both the VPS15 mutants co-immunoprecipitated with RNA Pol2 (Fig. 3g). In summary, these findings suggest that both Vps15 and Vps15–Vps34 might be implicated in nuclear transcription. Importantly, the interaction of Vps15 with RNA Pol2 does not rely on Vps34, without excluding additional roles of nuclear Vps34 or the Vps15–Vps34 complex.

### Vps15 interacts with Bmal1

To explore the mechanisms of Bmal1 dysfunction in the absence of Vps15, we investigated whether Vps15 impacts the Bmal1–Clock interaction and chromatin recruitment. Co-immunoprecipitation in control and Vps15-depleted MEFs showed no differences in the amount of endogenous Clock in complex with Bmal1 (Fig. 4a). Vps15 depletion in MEFs also did not change the recruitment of Bmal1 to the promoters of its target genes (Fig. 4b). Furthermore, VPS15 overexpression neither impacted BMAL1–CLOCK complex formation nor Bmal1 or RNA Pol2 loading on chromatin (Fig. 4c and Extended Data Fig. 6a). Surprisingly, in immunoblots using anti-VPS15, VPS15 was detected in increasing amounts in BMAL1 immunoprecipitates, correlating with its overexpression (Fig. 4c). This finding was validated by pulling down endogenous BMAL1 with ectopically expressed Flag-conjugated wild-type (WT) VPS15 (VPS15WT–Flag; Fig. 4d). It was further supported by the detection of ectopically expressed BMAL1 in proximity to endogenous VPS15 in the nucleus (Fig. 4e). In line with these results, interaction of endogenous Vps15 and Bmal1 proteins was detected predominantly in nuclear extracts of MEF cells and liver tissue (Fig. 4f and Extended Data Fig. 6b). This was concordant with the detection of proximity puncta between endogenous VPS15 and BMAL1, and their partial co-localization in MEF cells (Extended Data Fig. 6c,d). Nuclear Vps15–Vps34 complex was also found in MEFs and liver extracts, albeit to a lesser extent compared with its cytosolic interaction (Fig. 4f and Extended Data Fig. 6b,c). Furthermore, the interaction between endogenous Vps15 and Bmal1 was detected in liver tissue around the peak of Bmal1 nuclear localization (Extended Data Fig. 6e). To test whether the Vps15–Vps34 complex is required for the Vps15–Bmal1 interaction, we used a VPS15 point mutant, which we showed does not interact with Vps34 and cannot restore the autophagy when expressed in Vps15-null MEFs (Fig. 4g,h). Similar to VPS15WT, the VPS15Mut1 protein co-precipitated with endogenous BMAL1 (Fig. 4g). Moreover, expression of VPS15Mut1 in Vps15-null MEFs partially restored the levels of Rev-Erbα (Fig. 4h). Finally, to investigate the interaction region of Bmal1 mediating binding with VPS15, we employed a panel of truncated Bmal1 mutants that span its identified domains (Fig. 4i; Protein Data Bank, 4F3L)^46,47^. Note that although the exact boundaries of the PAS-A and PAS-B domains essential for heterodimerization of the Bmal1–Clock vary somewhat in different sources (Protein Data Bank, 4F3L^47,48^), consistent with the published observations^47^, Clock binding was abrupted even by partial deletion of the PAS-A (Bmal1 domain (Bd) 2) or PAS-B (Bd4) domains in Bmal1 (Fig. 4i). Curiously, we found that CLOCK and Vps15 co-immunoprecipitated via different regions of Bmal1. To this end, deletion of the carboxy (C)-terminal transactivation domain (TAD) region of Bmal1 was detrimental for its interaction with VPS15 without affecting CLOCK binding (Fig. 4i). Thus, the TAD domain of Bmal1, a binding region for Cry1 and CBP^49–51^, also mediates its interaction with VPS15. Reciprocally, to investigate the region of VPS15 necessary for its interaction with Bmal1, we generated a panel of truncated VPS15 proteins by deleting its domains^26^ (Extended Data Fig. 6f). Co-immunoprecipitation showed that all fragments of VPS15 interact with Bmal1 (Extended Data Fig. 6f). These findings point to the HEAT domain of Vps15 mediating direct or indirect interaction with Bmal1, without ruling out multiple binding sites.

**Fig. 4:**
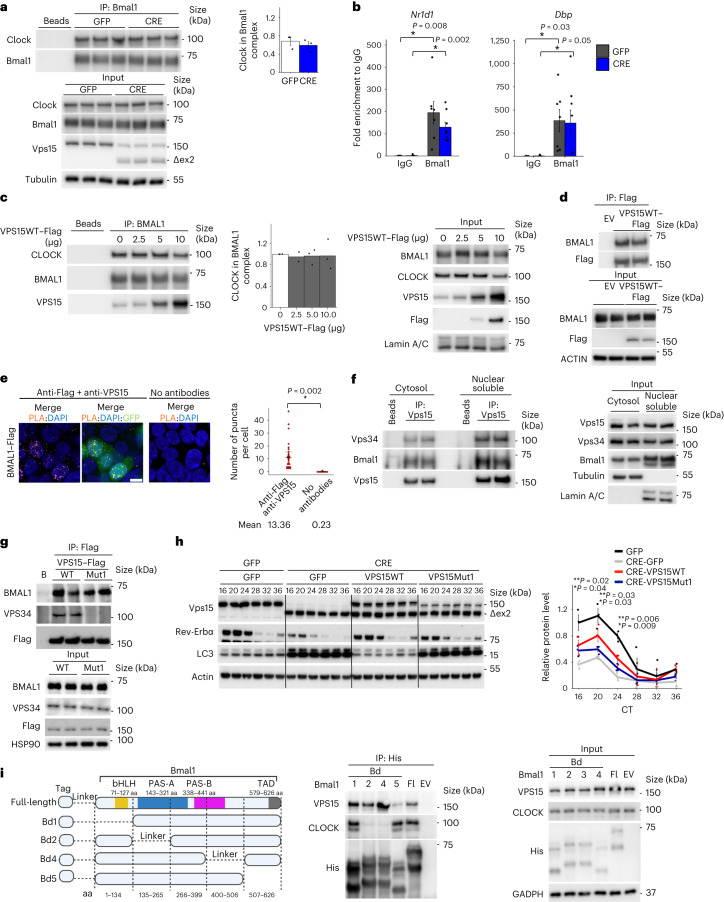
Vps15 interacts with Bmal1. **a**, Immunoblots of Bmal1-containing immunoprecipitates from total extracts of MEFs. Right: clock levels normalized to Bmal1 in immunoprecipitates presented as the mean ± s.e.m. (independent repeats, *n* = 3). **b**, ChIP–qPCR analysis of Bmal1 recruitment to the indicated gene promoters in GFP and CRE MEFs 24 h post dexamethasone synchronization. Data are the mean ± s.e.m. fold enrichment from three independent experiments (*n* = 6 for GFP-IgG, *n* = 7 for GFP-Bmal1 and *n* = 8 for all other groups). **c**, Left: immunoblot of BMAL1 immunoprecipitates from the total extracts of HEK293T cells transfected with increasing amounts of VPS15WT. Right: CLOCK levels normalized to BMAL1 in BMAL1 immunoprecipitates are presented as the fold difference to the cells transfected with empty vector. Data are the mean (independent repeats, *n* = 2 for VPS15WT–Flag 2.5 μg and *n* = 3 for all other groups). **d**, Immunoblot of VPS15–Flag-containing complexes immunoprecipitated from HEK293T cells transfected with the indicated constructs. **e**, Proximity ligation assay of endogenous VPS15 and Flag–BMAL1 in HEK293T cells (co-transfected with GFP). The ‘no antibodies’ condition served as the negative control. Scale bar, 10 µm. Right: data are the mean ± s.e.m. number of proximity puncta per cell (*n* = 8 no antibody and *n* = 25 anti-Flag + anti-VPS15 fields) from three independent experiments (>500 cells per condition). **b**,**e**, *P < 0.05; two-tailed unpaired Student’s *t*-test. **f**, Immunoblot, using the indicated antibodies, of Vps15 immunoprecipitates from the soluble nuclear fractions of liver tissue of WT 5-week-old male mice (ZT6; fed ad libitum). **g**, Immunoblot analyses of VPS15WT- and VPS15Mut1-interacting proteins from HEK293T cells immunoprecipitated with anti-Flag. **h**, Left: immunoblot of the total extracts of GFP and CRE MEFs transduced with adenoviral vectors expressing GFP, VPS15WT or VPS15Mut1 and synchronized by dexamethasone. Right: densitometric analyses of Rev-Erbα normalized to Actin presented as the fold change compared with the GFP-GFP condition. Data are the mean ± s.e.m. from three independent repeats. *P < 0.05 for GFP versus CRE-GFP and **P < 0.05 for CRE-VPS15WT/Mut1 versus GFP-CRE; two-tailed unpaired Student’s *t*-test. **i**, Left: domain organization of mouse full-length Bmal1 protein (Protein Data Bank, 4F3L). Right: mapping of its truncated constructs. Middle: Immunoblot of Bmal1 immunoprecipitates from total extracts of HEK293T cells. The experiment was performed three times. Representative blots are shown. aa, amino acids. Source data and unprocessed blots are provided. Source data

### Vps15 coactivates Bmal1 independently of Vps34

Bmal1–Clock inhibition in Vps15-null models and the interaction of Vps15 with Bmal1 prompted us to investigate whether Vps15 could act as a transcriptional coactivator of Bmal1. For this, we employed a luciferase assay in HEK293T cells following ectopic expression of BMAL1 and CLOCK in the presence of the E-box-LUC reporter. Notably, VPS15WT and VPS15Mut1 overexpression coactivated BMAL1–CLOCK, comparable to its known coactivators p300 and CBP (Fig. 5a). Next, given the interaction between Vps15 and the TAD region of Bmal1, we queried whether ectopic expression of VPS15 interferes with the repressive action of Cry1. As expected, co-expression of Cry1 repressed the transcriptional activity of BMAL1–CLOCK (Fig. 5b). Importantly, co-expression of VPS15WT or VPS15Mut1 together with Cry1 could partially restore BMAL1–CLOCK activity (Fig. 5b).

**Fig. 5:**
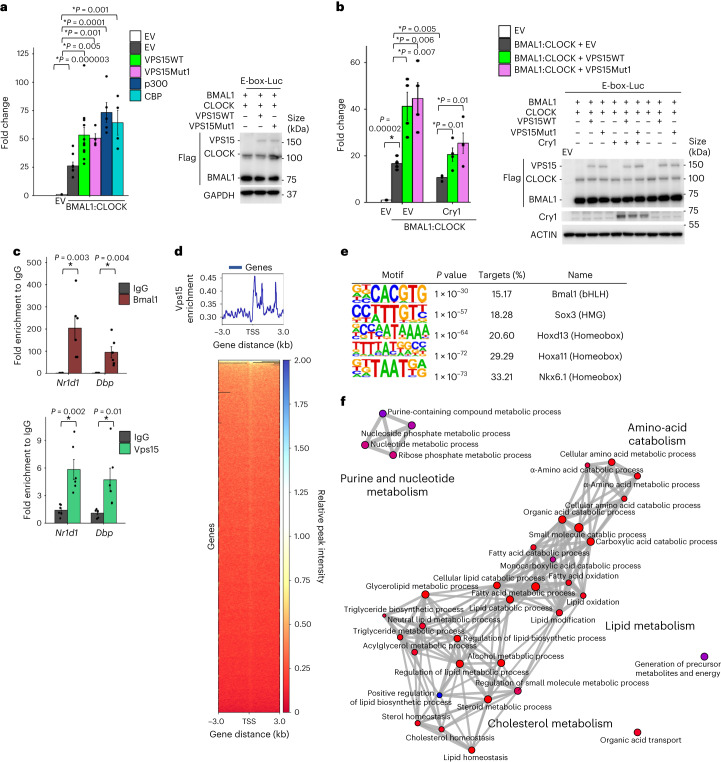
Vps15 transcriptionally coactivates Bmal1. **a**, Left: luciferase assay in HEK293T cells co-transfected with the E-box-Luc reporter and EV or BMAL1–CLOCK with or without VPS15WT, VPS15Mut1, CBP or p300. Relative luminescence presented as fold difference compared with cells transfected with E-box-Luc + EV. Data are the mean ± s.e.m. (independent experiments, *n* = 4 for BMAL1–CLOCK + VPS15Mut1/CBP, *n* = 5 for BMAL1–CLOCK + p300, *n* = 8 for BMAL1–CLOCK + EV and *n* = 12 for BMAL1–CLOCK + VPS15WT). Right: representative immunoblot with anti-Flag showing the expression levels of BMAL1, CLOCK, VPS15 and GAPDH as the loading control (right). **b**, Left: luciferase assay in HEK293T cells co-transfected with E-box-Luc reporter construct and EV or plasmids expressing BMAL1 and CLOCK with or without Cry1, VPS15WT or VPS15Mut1. Relative luminescence is presented as the fold difference compared with E-box-Luc-transfected cells. Data are the mean ± s.e.m. (*n* = 4 independent experiments). Right: representative immunoblot showing the expression levels of Cry1, BMAL1, CLOCK, VPS15 and GAPDH as the loading control. **c**, ChIP–qPCR analyses of Bmal1 and Vps15 enrichment at the promoters of the indicated genes in the liver tissue of 5-week-old male mice (ZT6). Data are the mean ± s.e.m. fold enrichment (*n* = 6 mice). **a**–**c**, *P < 0.05; two-tailed unpaired Student’s *t*-test. **d**, Vps15 binding peak profile and heatmap for the livers (*n* = 2 mice) of WT male mice (ZT6; 5 weeks old). Peaks are ordered by their signal strength and each row shows the promoter region from −3 kb to +3 kb from the TSS. **e**, HOMER motif analysis of Vps15 peaks. Identified consensus motifs are shown with their respective significance calculated with HOMER and the percentage of target coverage in all ChIP peaks. **f**, Analysis of GO Biological process using enrichGO showing significantly enriched genes for which chromatin binding of Vps15 was detected in WT liver and for which Bmal1 chromatin enrichment and transcript levels were downregulated in the livers of Vps15LKO mice. Source data and unprocessed blots are provided. Source data

The findings that (1) VPS15Mut1 does not interact with Vps34 but coactivates BMAL1–CLOCK and (2) the presence of a functional clock in Vps34-null MEFs are in favour of Vps15 being a coactivator of Bmal1–Clock independently of Vps34. On the other hand, Vps34 is present in the nucleus, co-localizes with de novo transcription sites, interacts with RNA Pol2 and its deletion leads to decreased *Per2* transcript levels. Thus, we further investigated the capacity of ectopically expressed VPS34 to interact with and coactivate BMAL1–CLOCK. First, proximity puncta were observed between overexpressed VPS34 and endogenous BMAL1 (Extended Data Fig. 7a). Second, when increasing amounts of VPS15 or VPS34 were co-expressed with BMAL1–CLOCK in luciferase assays, we observed that although moderate VPS15 overexpression (2.4-fold, dose 2) led to BMAL1–CLOCK coactivation, only high levels of VPS34 overexpression (tenfold, dose 3) coactivated the E-box-Luc reporter (Extended Data Fig. 7b). Moreover, given the finding that VPS15 overexpression interfered with the repressive effect of Cry1 on BMAL1–CLOCK (Fig. 5b), we tested whether a high level of VPS34 overexpression would produce a similar effect. Remarkably, although VPS34 co-expression activated BMAL1–CLOCK, it did not interfere with the repressor action of Cry1 (Extended Data Fig. 7c).

Finally, the findings of a functional clock in Vps34-null MEFs prompted us to investigate the nuclear Vps15 levels in Vps34-depleted models. Within current state-of-the-art, Vps15 and Vps34 form a constitutive complex and are indispensable for their reciprocal stability. In support of a potential Vps34-independent role of Vps15 for clock control, the levels of Vps15 in Vps34-null cells were decreased by 70% in total protein fractions and only by 40% in nuclear extracts (Extended Data Fig. 7d). This was further corroborated by expression analyses in Vps15- and Vps34-depleted MEFs; the levels of Vps15 protein in the nuclear extracts of Vps34-depleted MEFs were twofold higher than those of Vps15-null cells (Extended Data Fig. 7e). Collectively, these findings advocate a coactivator function of Vps15 on Bmal1 that probably does not rely on its interaction with Vps34.

### Vps15 and Bmal1 co-regulate metabolic gene networks

Our finding that Vps15 coactivates BMAL1–CLOCK prompted us to investigate whether Vps15 resides on chromatin in regions bound by Bmal1. We found enrichment of Vps15 at Bmal1-bound E-box regions in the promoters of circadian clock-related genes (*Nr1d1* and *Dbp*) in the livers of mice collected at the peak of Bmal1 chromatin binding as well as in synchronized MEFs (Fig. 5c and Extended Data Fig. 7f). Notably, Vps15 enrichment was considerably lower compared with Bmal1. Although it might be due to differences in antibody affinity, it is also consistent with a coactivator role of Vps15 as it does not contain a DNA-binding domain and is likely to be localized further away from chromatin (more labile and presents constraints for fixation). Moreover, consistent with the findings of transcriptionally active Bmal1 in Vps34-null MEFs, chromatin enrichment of Vps15 in the E-box region of the *Nr1d1* and *Dbp* promoters bound by Bmal1 did not differ between control and Vps34-null MEFs (Extended Data Fig. 7g).

To provide a broader view of gene networks co-regulated by Vps15 and Bmal1, we performed ChIP–Seq of Vps15. Vps15 ChIP–Seq of the livers of mice collected at ZT6, the peak of Bmal1 transcriptional activity, showed that Vps15 binding is enriched at the TSS, with a Bmal1-binding motif present among the precipitated chromatin regions (Fig. 5d,e and Supplementary Table 3). 

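RNA from the livers of 3 WT and 3 Vps15LKO male mice, 5 weeks old, fed ad libitum and collected at ZT6, was sequenced with 1 library per liver. Vps15LKO mice carry a liver-specific deletion of Vps15, the regulatory subunit of class 3 PI3K, driven by Cre under the albumin promoter. The authors filtered the reads, mapped them to GRCm38 with HISAT2, counted them per gene with featureCounts and divided the counts of each library by 1 DESeq2 size factor. The deposited normalized counts cover 56305 Ensembl genes. In each library 100% of the values were whole multiples of 1 step, so the whole reads behind them were recovered. The reads counted on genes were 17794573, 18110223 and 16137093 in WT replicates 1 to 3, and 17937021, 18088708 and 18045932 in Vps15LKO replicates 1 to 3. Although the libraries held similar numbers of reads, the size factors lay between 0.742 and 0.801 in WT and between 1.23 and 1.41 in Vps15LKO livers. One read was therefore worth 1.25 to 1.35 normalized counts in WT and 0.707 to 0.810 in Vps15LKO libraries, and a gene with the same share of the reads is reported lower in Vps15LKO liver. The 10 genes with most reads held 19.1% to 19.5% of the reads in WT and 13.4% to 15.7% in Vps15LKO libraries. Genes with a normalized count of at least 20 in at least 3 of the 6 livers were compared with limma, with a mean-variance trend, on log2(normalized count + 1). Fold changes are on this scale, which understates changes of genes with low counts. Genes were called at an adjusted p under 0.05 and a fold of at least 1.2. For single genes, 3 livers against 3 allow no exact permutation p under 0.1.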

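Pik3r4, which encodes Vps15 and lies on chromosome 9 of GRCm38 from 105642978 to 105687657, had 508, 573 and 460 normalized counts in the WT livers and 341, 362 and 355 in the Vps15LKO livers. Its log2 fold change was −0.54 (standard error 0.11, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment). With every library scaled to the same total of reads, a setting chosen after the data were seen, the log2 fold change of Pik3r4 was 0.19, and the deleted part of the gene was not counted apart from the rest. Of 15430 genes tested, 10262 were called, 5099 lower and 5163 higher in Vps15LKO liver, so that 49.7% of the called genes were lower (95% interval from 48.7% to 50.7%). This interval treats the genes as independent, and leaves out the spread between mice and the choice of setting. The percent ran from 14.3% to 56.5% over the other settings tried. DESeq2 size factors hold the typical gene constant, so a near-even balance is largely set by the scaling. The median log2 fold change was −0.82 among the lower and 1.38 among the higher genes. Among all tested genes, 11301 (73.2%) had no overlap between the 3 WT and the 3 Vps15LKO values, where chance gives 10%. In the highest of 5 equal classes of mean expression, 1780 genes were lower and 604 higher, while under total-read scaling 862 were lower and 1542 higher and with quantile normalization 1198 were lower and 1042 higher. In the lowest class, 480 genes were lower and 1471 higher, while with quantile normalization 1134 were lower and 914 higher. Total-read scaling moved the direction most. It raised the median log2 fold change of all tested genes by 0.72, where upper-quartile scaling raised it by 0.12. With it, 1712 genes were lower and 10299 higher, and of the 5099 lower genes, 1712 stayed lower, 2626 were not called and 761 were called higher, while all 5163 higher genes stayed higher. Nr1d1, at whose promoter Vps15 was detected (Fig. 5c), lies on chromosome 11 from 98767932 to 98775333 and had 6016 ± 940.4 normalized counts in WT and 2341 ± 239 in Vps15LKO liver (SD, n = 3 mice each). Its log2 fold change was −1.35 (standard error 0.14, adjusted p = 5.1e-05 from limma with Benjamini-Hochberg adjustment), and −1.48 to −1.25 with each mouse left out in turn. Dbp, on chromosome 7 from 45705088 to 45710203, had 2905 ± 289 normalized counts in WT and 1190.2 ± 177 in Vps15LKO liver (SD, n = 3), a log2 fold change of −1.29 (adjusted p = 4.9e-05 from the same limma test). Nr1d1 shares part of its sequence with Thra and Dbp with Sphk2, both on the other strand, and the strand setting of the counting is not stated. With total-read scaling, the log2 fold changes were −0.63 for Nr1d1 and −0.57 for Dbp.

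**Figure D1:**
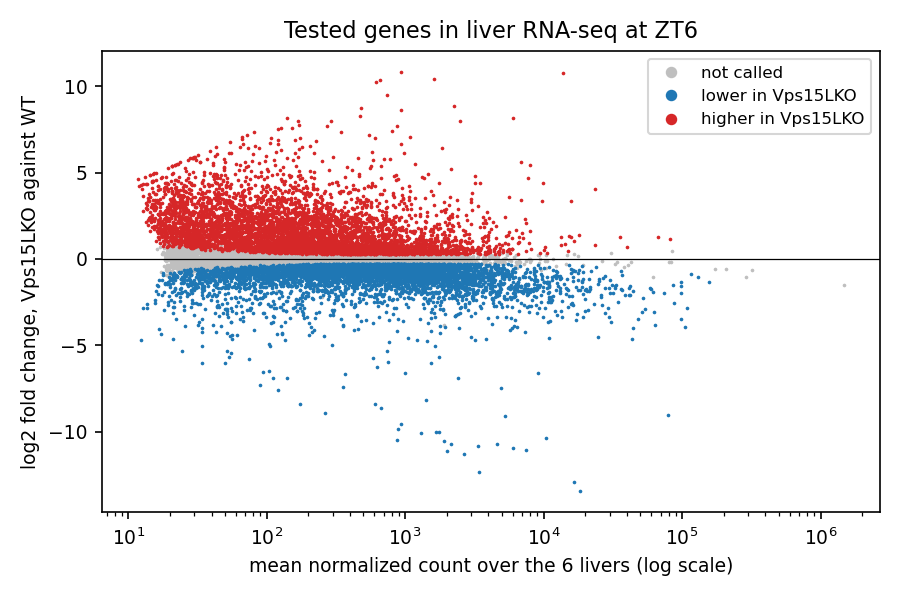
Log2 fold change of Vps15LKO against WT liver (vertical axis) by the mean normalized count over the 6 livers (horizontal axis, log scale) for the 15430 tested genes. Each point is 1 gene. Blue points are the 5099 genes called lower, red points the 5163 called higher and grey points the genes not called. In the class with the highest means more genes were lower (1780) than higher (604). Total-read scaling, which raises all genes, gave 862 lower and 1542 higher. This class had the lowest median log2 fold change in both settings (−0.44 and 0.28). With quantile normalization it did not (−0.057, against −0.17 in the class with the lowest means).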

To identify the biological processes that are potentially transcriptionally co-regulated by Vps15 and Bmal1, we selected the genes for which Vps15 was bound in the promoters (ChIP–Seq) as well as for which both transcript levels (RNA sequencing (RNA-Seq); Supplementary Table 4) and Bmal1 enrichment (ChIP–Seq; Fig. 1c) were decreased in the livers of Vps15LKO mice. 

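Gene lists for lipid, amino-acid and nucleotide metabolism and for the clock were written by hand from canonical enzymes and targets and tested with limma's camera (inter-gene correlation 0.01) against all other tested genes. The 54 genes of amino acid catabolism had a median log2 fold change of −1.88, with 52 genes called lower and 1 higher (adjusted p = 1.37e-14, camera in limma with Benjamini-Hochberg adjustment). The gene called higher, Asns (log2 fold change 1.30), encodes asparagine synthetase, an enzyme of synthesis that was listed here although it is not catabolic. The 30 genes of fatty acid oxidation had a median of −1.21, with 29 lower and 0 higher (adjusted p = 2.08e-08, limma camera). The 20 genes of cholesterol synthesis had a median of −0.82, with 17 lower (adjusted p = 6.69e-05, limma camera), and 18 when p was adjusted over this list alone. The median of this list lay at the 5.49 percentile of 10000 random lists matched on mean expression. Its fall therefore cannot be told apart from that of other genes with the same expression level. The 15 genes of triglyceride synthesis did not shift as a list, with 7 lower and 5 higher (median −0.46, adjusted p = 0.386, limma camera). The 12 E-box targets of Bmal1–Clock had a median of −1.25, with 10 lower and 0 higher (adjusted p = 0.00054, limma camera). These p-values depend on the correlation assumed between genes. With a correlation estimated for each list, none of these 4 lists passed in limma camera, with an adjusted p of 0.422 for amino acid catabolism and the E-box targets and 0.478 for fatty acid oxidation and cholesterol synthesis. Over the alternatives tried, the adjusted p in limma ran from 7.52e-36 to 0.422 for amino acid catabolism, from 2.58e-16 to 0.478 for fatty acid oxidation, from 2.88e-08 to 0.478 for cholesterol synthesis and from 1.64e-06 to 0.422 for the E-box targets. Under total-read scaling, the median was −1.15 for amino acid catabolism (46 lower and 3 higher), −0.48 for fatty acid oxidation (20 lower and 2 higher), −0.52 for the E-box targets (7 lower and 1 higher) and −0.09 for cholesterol synthesis (9 lower). With quantile normalization, 12 genes of cholesterol synthesis were lower and 1 higher. A list of 37 hepatocyte markers also fell, with a median of −1.78 and 33 genes lower (−0.54 with quantile normalization). A smaller share of hepatocyte RNA is therefore not excluded as a source of the falls of the metabolic and E-box lists. In nucleotide metabolism, the 8 genes of de novo purine synthesis did not shift as a list (median −0.12, 4 lower and 1 higher, adjusted p = 0.321, limma camera), nor did the 23 genes of purine interconversion and breakdown (median −0.21, 10 lower and 8 higher, adjusted p = 0.585, limma camera). With fry in place of camera in limma, the de novo purine list passed (adjusted p = 0.00099), and its adjusted p ran from 0.00099 to 0.638 over the alternatives. With total-read scaling, 2 genes of this list were lower and 5 higher, and the medians of the de novo purine, purine interconversion and triglyceride lists were 0.60, 0.52 and 0.27. Relative to the median of all tested genes, they were −0.10, −0.18 and −0.44 under that scaling and −0.10, −0.19 and −0.44 without it. The counts adjusted over each list alone were the same for the amino acid, fatty acid oxidation, E-box and de novo purine lists, and rose to 8 lower for triglyceride synthesis and 11 lower for purine interconversion. The other splits of the 6 livers into 3 and 3 each keep 2 livers of one genotype together, so part of the genotype difference remains in them, and they brought 11 to 13 of the 20 lists tested past the threshold in camera. The mean size of the list medians was 1.53 in the real split and at most 0.702 in these. Single enzymes of de novo purine synthesis moved in different directions. Ppat, which encodes its first enzyme and lies on chromosome 5 from 76913249 to 76951578, had 532 ± 59.8 normalized counts in WT and 245 ± 3.32 in Vps15LKO liver (SD, n = 3 mice each), a log2 fold change of −1.11 (standard error 0.11, adjusted p = 4.1e-05 from limma with Benjamini-Hochberg adjustment). With each mouse left out in turn, the log2 fold change of Ppat stayed between −1.21 and −1.05, and with total-read scaling it was −0.39. Paics, on the other strand from 76951307 to 76967509, shares 272 bp with Ppat, and the antisense gene 2310040G07Rik shares 19391 bp with it, so reads there cannot be assigned without strand. It had 4482 ± 319 normalized counts in WT and 1782 ± 113 in Vps15LKO liver (SD, n = 3), a log2 fold change of −1.33 (adjusted p = 9.6e-06 from the same limma test). Prps1 and Gart were called lower by smaller amounts, with log2 fold changes of −0.52 and −0.29, and both rose under total-read scaling, to 0.21 and 0.43. Gart lay near the fold threshold and kept its direction but lost its call in 7 of 20 alternatives, among them upper-quartile scaling (−0.17). Prps2, Pfas and Adsl were not called, with log2 fold changes of 0.06, 0.05 and 0.16, but all of them were called higher under total-read scaling (0.78, 0.77 and 0.89), and Adsl also under upper-quartile scaling (0.28). Atic, which catalyses the last steps, was higher, with 567 ± 50.1 normalized counts in WT and 806 ± 46.4 in Vps15LKO liver (SD, n = 3) and a log2 fold change of 0.51 (adjusted p = 0.0019 from the same limma test). The paper uses lower transcript levels as 1 of 3 criteria, beside Vps15 binding at the promoter and lower Bmal1 enrichment, and from the genes that meet all 3 it proposes which processes Vps15 and Bmal1 co-regulate. The ChIP–Seq peaks were not analysed here, so these lists bear on the transcript criterion alone.

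**Figure D2:**
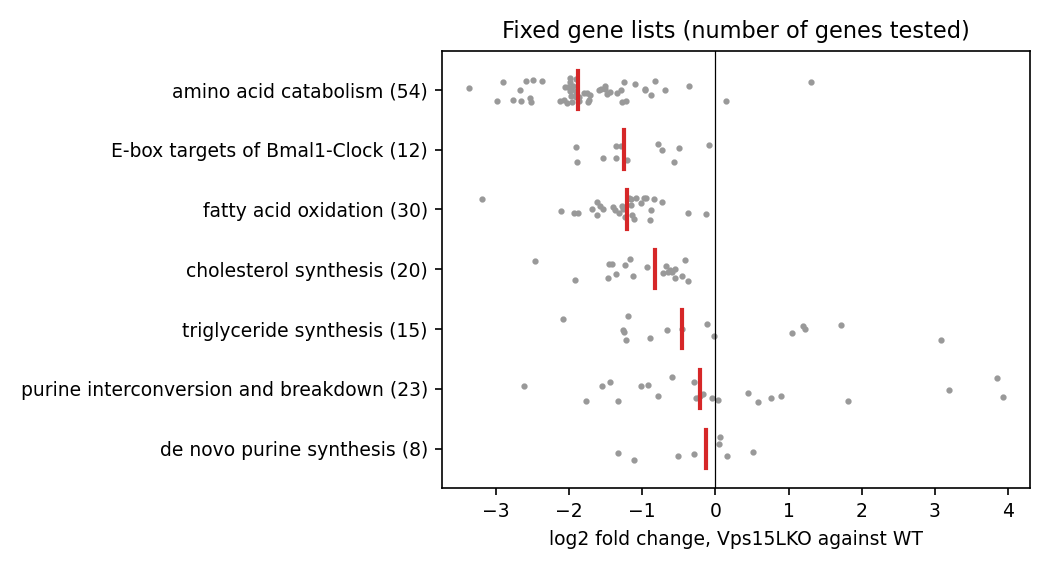
Log2 fold change of Vps15LKO against WT liver (horizontal axis) for the genes of the 7 lists (vertical axis, number of genes tested in brackets). Each grey point is 1 gene and each red bar the median of a list. The medians run from −1.88 for amino acid catabolism to −0.12 for de novo purine synthesis; those of the de novo purine, purine interconversion and triglyceride lists are above 0 under total-read scaling.

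**Figure D3:**
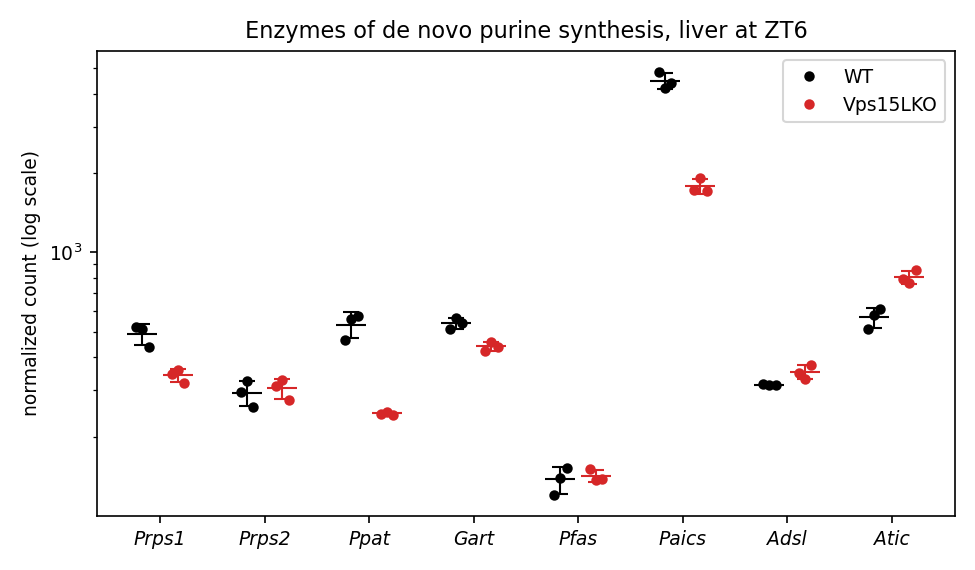
Normalized counts (vertical axis, log scale) of the 8 enzymes of de novo purine synthesis (horizontal axis) in liver at ZT6. Each point is 1 mouse, black for WT and red for Vps15LKO, and the bars are the mean ± SD of 3 mice. The Vps15LKO points of Ppat and Paics all lie below the WT points and those of Atic all lie above them.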

Gene ontology pathway analyses of the 371 shared genes pointed to metabolic processes under potential transcriptional co-control of Vps15 and Bmal1 including lipid, amino-acid and nucleotide metabolism (Fig. 5f and Supplementary Table 5).

### Vps15 controls metabolic rhythmicity in liver

To investigate the input of Vps15–Bmal1 on metabolic homeostasis, we performed targeted metabolomics analyses of the liver tissue of WT and Vps15LKO mice collected every 6 h over a period of 24 h. We reasoned that collection at physiologically relevant low-feeding activity (ZT0 and ZT6) and active-feeding (ZT12 and ZT18) states would be stringent enough to detect the metabolic processes that were most impacted. The metabolomics analyses yielded a total of 144 annotated metabolites with nearly half (63 of 144) showing circadian rhythmicity in the WT mouse liver (Fig. 6a, Extended Data Fig. 8a,b and Supplementary Tables 1,6). In line with previous reports, the detected rhythmic metabolites belonged to diverse chemical classes (Extended Data Fig. 8b)^52,53^. Only 38 metabolites were rhythmic in the Vps15LKO livers (Fig. 6a, Extended Data Fig. 8a and Supplementary Tables 1,6), including 17 metabolites that gained rhythmicity, in coherence with reports of Bmal1-independent rhythms^54,55^. Among oscillating metabolites in the liver of WT mice, 42 (66.7% of all rhythmic metabolites) were detected as arrhythmic in Vps15LKO livers (Fig. 6a). These metabolites belong to classes of amino acids (50%), nucleotides (23.8%), lipids (11.9%), carbohydrates (11.9%) and ketone bodies (2.4%; Extended Data Fig. 8b). Pathway analyses pointed to purine metabolism being the most affected, followed by glutamate, arginine and fatty-acid metabolism (Fig. 6b). These same pathways were suggested to be under transcriptional control by Vps15 and Bmal1 in ChIP–Seq analyses (Figs. 1f and 5f). The circadian clock was proposed to act upstream of de novo purine synthesis in liver but the mechanisms were not elucidated^56^. The requirement of Vps15 for purine metabolism was evidenced by dysregulated levels and rhythmicity of metabolites with three types of responses (Extended Data Fig. 8c). The first were metabolites that lost rhythmicity in Vps15LKO livers (increased or decreased levels in Vps15LKO—that is, inosine monophosphate (IMP), inosine, hypoxanthine, xanthine, guanosine and guanine). The second group were metabolites that were not rhythmic in WT livers but whose levels were affected by Vps15 deletion (phosphoribosyl pyrophosphate (PRPP), GDP, AMP and ADP). Third were metabolites that did not differ between two genotypes (adenine and adenosine; Extended Data Fig. 8c). In de novo purine synthesis, IMP represents a central metabolite production, which relies on PRPP, glutamine, aspartate, glycine and ATP (Fig. 6c and Extended Data Fig. 8c)^57^. In addition to IMP, glutamine and aspartic acid lost rhythmicity in the livers of Vps15LKO mice, whereas the levels of PRPP differed significantly from the WT (Extended Data Fig. 8c). The decreased ratio of IMP/PRPP further supported the defect in IMP synthesis in the livers of Vps15LKO mice (Fig. 6d). This was backed by a lower incorporation of two labelled ^15^N-glutamine tracer atoms in IMP (mass (*M*) + 2) in the livers of Vps15LKO mice compared with controls (Fig. 6e). In line with the in vivo findings, shRNA knockdown of Vps15 or Bmal1 in AML12 cells resulted in significant inhibition of ^15^N-glutamine tracer incorporation into IMP (*M* + 2), AMP (*M* + 2) and ADP (*M* + 2) compared with control cells (Fig. 6f). Thus, rhythmic de novo purine synthesis in liver cells depends on Vps15 expression.

**Fig. 6:**
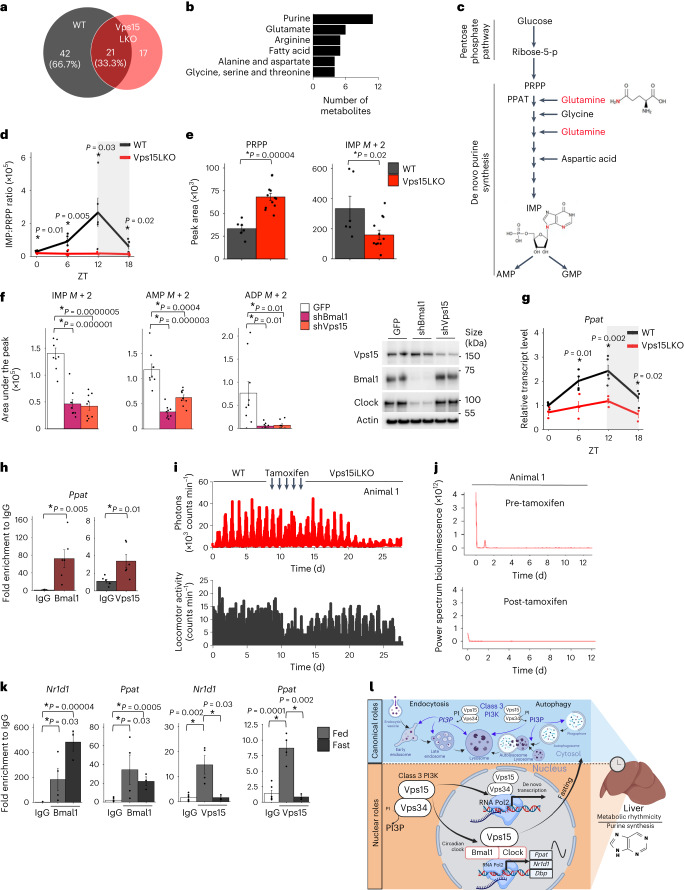
Vps15 controls de novo purine synthesis in the liver. **a**, Number of cycling liver metabolites in 5-week-old Vps15LKO and WT male mice (*n* = 5). The percentage of metabolites oscillating in the WT are indicated. **b**, Top six oscillating metabolic pathways in WT liver. All metabolites are listed in Supplementary Table 6. **c**, Representation of de novo purine synthesis. ^15^N-glutamine-amide entry is shown. **d**, Ratio of liver IMP to PRPP in the samples in **a** (*n* = 4 for Vps15LKO_ZT12_ and *n* = 5 for all other groups). The mice were fed ad libitum and kept under a 12-h light–dark regimen (grey shading). **e**, ^15^N-glutamine-amide incorporation in IMP at ZT12 in the livers of 5-week-old WT and Vps15LKO male mice (*n* = 6 for WT and *n* = 12 for Vps15LKO). **f**, Left: ^15^N-glutamine-amide incorporation in AML12 cells expressing GFP, small hairpin RNA (shRNA) targeting *Bmal1* (shBmal1) or *Vps15* (shVps15; *n* = 9 independent repeats). Right: depletion controlled in representative immunoblot. **g**, Relative liver *Ppat* expression (*n* = 3 for Vps15LKO_ZT0_, *n* = 5 for WT_ZT12_ and *n* = 4 for all other groups). The mice were fed ad libitum and kept under a 12-h light–dark regimen (grey shading). **h**, ChIP–qPCR of Bmal1 and Vps15 enrichment on the *Ppat* promoter in the liver of 5-week-old WT male mice (ZT6; *n* = 6). **i**, Top: bioluminescence recordings of *Nr1d1-Luc* in the liver of a representative four-month-old male *TtrCre*^+^;*Vps15*^f/f^ mouse kept in constant darkness (pre-tamoxifen, WT) for 9 days, treated with tamoxifen for 5 days and monitored for 14 days following tamoxifen-induced Vps15iLKO (post-tamoxifen; top). Bottom: locomotor activity is shown (bottom). **j**, Periodograms (FFT analysis) of the data in **i**. **k**, ChIP–qPCR of Bmal1 and Vps15 promoter enrichment in the liver of 5-week-old male mice (ZT6) that were fed ad libitum or fasted for 24 h (*n* = 3 for fast, *n* = 4 for fed and *n* = 6 for IgG). **d**–**h**,**k**, Data are the mean ± s.e.m. *P < 0.05; two-tailed unpaired Student’s *t*-test. **l**, Functions of class 3 PI3K in vesicular trafficking to lysosomes and as coactivator of the circadian clock for de novo purine synthesis (created with BioRender.com). **a**,**g**, Rhythmicity was determined using JTK_CYCLE (Supplementary Table 1). Source data and unprocessed blots are provided. Source data

### Vps15 coactivates Bmal1 for *Ppat* transcription

Ppat is a key enzyme in de novo purine synthesis that drives the production of IMP. It was suggested, but not formally demonstrated, to be a Bmal1 gene target^56^. Consistent with the metabolomics findings and Bmal1 inhibition, the levels of *Ppat* transcripts were decreased and lost rhythmicity in the livers of Vps15LKO mice (Fig. 6g and Supplementary Table 1). In line with the coactivating role of Vps15 on Bmal1, overexpression of either VPS15WT or VPS15Mut1 protein in primary mouse hepatocytes resulted in the upregulation of *Ppat* transcripts, comparable to Bmal1 overexpression (Extended Data Fig. 8d). Inversely, acute deletion of Vps15 in primary mouse hepatocytes resulted in decreased levels of *Ppat* transcripts (Extended Data Fig. 8e). Providing support for Bmal1–Vps15 acting upstream of *Ppat* transcription, an enrichment of Bmal1 and Vps15 was detected on the *Ppat* promoter in the liver of WT mice (Fig. 6h). Moreover, consistent with decreased nuclear levels of Bmal1 in the livers of Vps15LKO mice, its enrichment on the *Ppat* promoter was abrogated (Extended Data Fig. 8f). Together, these findings in liver and primary hepatocytes suggest that Vps15 and Bmal1 cooperate for the transcriptional control of de novo purine synthesis.

### Acute Vps15 depletion in liver inhibits Bmal1

To demonstrate the in vivo impact of acute Vps15 deletion on Bmal1 activity, we developed hepatocyte-specific tamoxifen-inducible Vps15-mutant mice (*TtrCre*^+^;*Vps15*^f/f^mice; hereafter referred as Vps15iLKO). Acute deletion of Vps15 in the hepatocytes of these mice resulted in decreased levels of Vps15 and Vps34 and manifested in autophagy block, seen as p62 and LC3 accumulation (Extended Data Fig. 9a). Immunoblot analyses in total liver extracts of Vps15iLKO mice showed that the Bmal1 and Rev-Erbα proteins were still rhythmic, albeit with decreased amplitude (Extended Data Fig. 9b). Moreover, similar to findings in MEFs, the nuclear levels of Bmal1 and Clock proteins were largely unmodified in Vps15iLKO mouse livers (Extended Data Fig. 9c,d). The expression pattern of Rev-Erbα in nuclear and total extracts was similar and showed decreased levels in the livers of Vps15iLKO mice (Extended Data Fig. 9c). Consistent with these data, in vivo bioluminescence analyses in freely moving mice one week after tamoxifen injection showed loss of *Nr1d1-Luc* rhythmicity in the livers of Vps15iLKO mice without changes in their locomotor activity (Fig. 6i, Extended Data Fig. 9e and Supplementary Table 7). Fast Fourier transform (FFT) analysis of bioluminescence profiles showed a 24 h FFT peak in the control pre-tamoxifen animals, which was abrogated following Vps15 deletion (Fig. 6j and Extended Data Fig. 9f). This transcriptional arrhythmicity in Vps15iLKO mice was accompanied by decreased expression of the Bmal1 targets, most of which lost rhythmicity (Extended Data Fig. 9g and Supplementary Table 1). Moreover, similar to MEFs, acute hepatic depletion of Vps15 did not modify the enrichment of Bmal1 on the promoters of circadian clock-related genes (*Nr1d1* and *Dbp*) or *Ppat* (Extended Data Fig. 9h).

### Fasting inhibits Vps15 recruitment to Bmal1-bound regions

Given that the zenith of IMP levels (ZT12) corresponds to the onset of feeding, we hypothesized that feeding-fasting might regulate *Ppat* expression via the Bmal1–Vps15 axis. Consistent with previous findings that fasting repressed Bmal1 activity^58^, the transcript levels of its targets were decreased in the livers of fasted control mice (Extended Data Fig. 10a). Notably, they were lower and not responsive to fasting in Vps15LKO mice (Extended Data Fig. 10a). However, neither the levels of nuclear Bmal1 protein nor its chromatin recruitment to the promoters of *Nr1d1* and *Ppat* genes were modified by fasting (Fig. 6k and Extended Data Fig. 10b). At the same time the nuclear levels of Vps15 were decreased in the livers of fasted mice and its recruitment to promoters of Bmal1 target genes (*Nr1d1* and *Ppat*) was abrogated with fasting (Fig. 6k and Extended Data Fig. 10b). Together with the transcriptional and metabolomic findings, these data back the role of Vps15 as a transcriptional coactivator of Bmal1 for the expression of circadian clock genes and the key enzyme in de novo purine synthesis (Fig. 6l).

## Discussion

Our results establish a model in which the essential subunit of class 3 PI3K, Vps15, functionally interacts with the circadian clock in transcriptional control of metabolic rhythmicity in liver and specifically for de novo purine synthesis (Fig. 6l). These findings suggest that class 3 PI3K acts upstream of the clock at multiple levels. First, as recently reported, class 3 PI3K might be engaged in the selective autophagy of Cry repressors of the Bmal1–Clock complex^13^. Second, our findings in Vps34-mutant cells and use of Vps34-lipid-kinase inhibitors point to a potential role of PI3P metabolism in the control of *Per2* and *Dbp* transcription. A previous report suggested nuclear metabolism of different phosphoinositides, including PI3P^59^. Yet the role of PI3P in transcription remains largely unexplored. Finally, we report that Vps15 interacts and coactivates Bmal1 on its early target genes (*Nr1d1* and *Dbp*) and drives diurnal transcription of a key metabolic enzyme in de novo purine synthesis, Ppat. Thus, our study proposes a paradigm that, in addition to its cytosolic roles in vesicular trafficking and autophagy, class 3 PI3K may directly couple cellular energy status with metabolic anticipation through transcriptional coactivation of the circadian clock. Beyond this, our surprising findings of class 3 PI3K interaction with RNA Pol2 and its co-localization with de novo transcription sites opens to future work on mechanisms of its active nuclear transport and chromatin recruitment, its nuclear interactome and its specific gene targets under different physiological and disease conditions. Furthermore, in addition to liver, recent circadian metabolomics analyses of brown adipose tissue and skeletal muscle have suggested that a high caloric diet and Bmal1 deletion impact purine metabolism^53,60^. Thus, given that class 3 PI3K is ubiquitously expressed, its functional interaction with Bmal1 for purine metabolism might expand beyond the liver into other organs and could be relevant in metabolic diseases. Finally, recent findings in a liver-specific reconstitution model of Bmal1 in whole-body *Bmal1*-mutant mice challenged the liver clock autonomy upstream of de novo purine synthesis. This suggests that purine metabolism is controlled by other clocks in the body (central or peripheral clocks in other organs)^54^. Given that defects of purine rhythmicity in mice bearing liver-specific *Vps15* deletion resembled the phenotype of whole-body *Bmal1* mutants, a plausible scenario is that hepatic class 3 PI3K might act upstream of systemic cues for clock communication between different organs to achieve whole-body metabolic synchrony.

## Methods

The conducted research complies with all relevant ethical regulations; all animal studies were performed by authorized users in compliance with ethical regulations for animal testing and research. The study was approved by the ethical committee of the Université Paris Cité.

### Reagents

The following primary antibodies were used: anti-Vps15 (1:1,000 (Abnova, H00030849-M02) and 1:200 for the proximity ligation assay (Genetex, GTX108953)), anti-p62 (1:1,000; Abnova, H00008878-MO1), anti-β-actin (1:5,000; Sigma, A5316), anti-tubulin (1:1,000; Sigma, T9026), anti-β-catenin (1:500; BD Biosciences, 610153), anti-lamin A/C (1:1,000; Cell Signaling Technology, 2032), anti-LC3 (1:1,000; NanoTools, 0231-100/LC3-3-5-5F10), anti-GAPDH (1:1,000; Santa Cruz Biotechnology, sc-25778), anti-Rev-Erbα (1:1,000; Cell Signaling Technology, 13418S), anti-Bmal1 (1:250 for immunohistochemistry and 4 µg per immunoprecipitation for ChIP (Abcam, ab3350); 1:1,000 for western blots and 1:200 for immunofluorescence imaging (Cell Signaling Technology, 14020S)), anti-Clock (1:1,000; Cell Signaling Technology, 5157), anti-HIS-Tag (1:1,000; Proteintech, 66005-12-Ig), anti-IPOA5 (1:1,000; Proteintech, 18137-1-AP), anti-Cry1 (1:500; Origene, TA342728), anti-RNA Pol2 total (1:1,000; Active Motif, 39097), anti-RNA Pol2 phospho-S5 (1:1,000; Chromotek, 3E8-1), anti-Vps34 (1:1,000; Cell Signaling Technology, 4263), anti-histone H3 (1:3,000; Cell Signaling Technology, 4499), anti-Flag (1:1,000; Sigma, F1804), anti-Hsp90 (1:1,000; Proteintech, 13171-1-AP), normal IgG rabbit isotype control (4 µg per immunoprecippitation for ChIP, Cell Signaling Technology, 3900), normal IgG mouse (1:5,000; Santa Cruz Biotechnology, sc-2025), anti-mouse-IgG horseradish peroxidase (HRP)-linked antibody (1:5,000; Cell Signaling Technology, 7076) and anti-rabbit-IgG HRP-linked antibody (1:5,000; Cell Signaling Technology, 7074). Plasmids expressing VPS15WT–Flag, VPS15-D165R and VPS15-E200R-Flag were purchased from MRC PPU Reagents and Services. The pG4-E6s-luc (E-box-Luc) plasmid was a gift from S. Brown (Addgene, plasmid 46324)^61^. Flag–mCry1ER-pBABEpuro was a gift from A. Sancar (Addgene, plasmid 61429)^62^. The adenoviral vectors expressing GFP, GFP-Cre, VPS15WT-6HIS-V5 and shRNAVps15 were described previously^32^^,^^37^. The adenoviral vector expressing VPS15-E200R–Flag was custom-made by Vector Biolabs. The following Vps34 inhibitors were used: SAR405 (Selleckchem, S7682), Vps34-IN1 (Selleckchem, S7980) and PIK-III (Cayman, 17002). The adenoviral vectors expressing shRNA targeting *Bmal1* and *Bmal1* were described previously^63^. The plasmids expressing HIS-tagged Bmal1 fragments were described previously^46^. The plasmids expressing 3×Flag–VPS15 full-length and VPS15 domains were custom-made by Vectorbuilder. The constructs were designed corresponding to the domains in the VPS15 protein defined in^26^, namely the kinase domain spanning amino acids 20–275, the HEAT domain spanning amino acids 300–797 and the WD40 domain spanning 975–1358. A 3×Flag (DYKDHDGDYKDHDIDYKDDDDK) tag was added at the amino-terminal region of each deletion construct.

### Animals

The mouse line *AlbCre*^+^;*Vps15*^f/f^ with liver-specific *Vps15* knockout was obtained by crossing *Vps15*^f/f^ mice (strain 022624, Jackson Laboratory) with *AlbCre*^+^ mice as reported^32^. Male mice (5 weeks old) were used for the experiments. For the generation of inducible hepatocyte-specific Vps15 knockout mice, *Vps15*^f/f^ mice were crossed with the mouse line expressing Cre recombinase under the transthyretin promoter^64^. The resulting *TtrCre*^+^;*VPS15*^f/f^ (named Vps15iLKO, for inducible liver knockout) and *TtrCre*^−^;*Vps15*^f/f^ (named WT) mice were used in this study. To knockout the *Vps15* gene, 12–16-week-old male and female mice were administered an intraperitoneal tamoxifen injection (1.5 mg per mouse) over five consecutive days. Efficient deletion of *Vps15* in hepatocytes was observed 10 d post injection. The mice were randomly allocated to experimental groups and at least three animals were used for each condition. All animals used in the study were fed standard chow diet (Teklad Global 2918, 18% protein, irradiated) ad libitum and kept under a 12 h–12 h (8:00–20:00) light on–off cycle under ambient temperature (21–22 °C) and humidity of 50–60%. Animals were euthanized at the ZT time indicated in each experiment. The study was approved by the ethical committee of Université Paris Cité (authorization numbers APAFIS#32312 and APAFIS#14968).

### Cell culture

Mouse embryonic fibroblast cells were immortalized by passaging^65^. *Vps15*^f/f^ MEFs obtained from a pool of embryos from two different females were passaged every 3 d before spontaneous transformation^37^. The *Vps34*^f/f^ MEFs were prepared following the same protocol. All cell cultures were tested bi-weekly and validated as mycoplasma-free. To obtain the *Vps15*^−/−^ and *Vps34*^−/−^ MEFs, cells were plated (10 × 10^3^ cells cm^−2^) in High-glucose DMEM medium (Gibco) containing 100 units (U) ml^−1^ penicillin, 100 mg ml^−1^ streptomycin, 10% fetal bovine serum (FBS; Dutscher, S-1810) and transduced 12 h later with CRE-GFP or GFP (as a control) adenovirus at a multiplicity of infection of 500. The cells were incubated for 3 d before plating for the synchronization or rescue experiments. For the rescue experiments, Vps15-depleted MEFs were transduced with VPS15WT-6HIS-V5- or VPS15-E200R–1×Flag-expressing adenoviral vectors and synchronized 48 h after transduction. The MEFs were treated with the inhibitors SAR405, PIK-III and Vps34-IN1 at a dose of 5 µM after synchronization; the cells were exposed to the inhibitor until collection. When indicated, fully confluent cells were synchronized by treatment with 100 nM dexamethasone (Sigma) in serum-free medium for 1 h. The dexamethasone was removed after synchronization and the cells were kept in serum-free medium for the indicated times before collection. Primary hepatocytes from male WT mice (6–8 weeks old) were isolated by liver perfusion^32^. The hepatocytes were plated (12 × 10^4^ cells cm^−2^) in Williams medium (Life Technologies) supplemented with 20% FBS (Dutscher, S-1810-500), penicillin (100 U ml^−1^), streptomycin (100 μg ml^−1^) and amphotericin B (Fungizone; 250 ng ml^−1^). The cells were transduced with adenoviral vectors 12 h after plating and samples were collected for analyses 36 h post infection. AML12 cells were purchased from the ATCC (CRL-2254) and cultured in DMEM:F12 (Gibco) medium supplemented with 100 U ml^−1^ penicillin, 100 mg ml^−1^ streptomycin, 10% FBS, 10 µg ml^−1^ insulin, 5.5 µg ml^−1^ transferrin, 5 ng ml^−1^ selenium and 40 ng ml^−1^ dexamethasone. HEK293T cells were purchased from the ATCC (CRL-3216) and cultured in High-glucose DMEM supplemented with 100 U ml^−1^ penicillin, 100 mg ml^−1^ streptomycin and 10% FBS.

### Subcellular fractionation

Cytosolic and soluble nuclear fractions were prepared from 50 mg frozen tissue^66^. Briefly, tissue powder was homogenized in 1 ml hypotonic buffer (10 mM HEPES pH 7.9 and 0.5 mM dithiothreitol) and incubated on ice for 30 min with vortexing for 10 s every 5 min. NP-40 was added to the samples to a final concentration of 0.4% and the samples were incubated on ice for 2 min, followed by vortexing for 10 s. Nuclei were pelleted by centrifugation at 800*g* for 1 min at 4 °C. The supernatant was collected as the cytosolic fraction. Before nuclei extraction, the pellet was washed as follows: three times with 1 ml hypotonic buffer, once with 1 ml hypotonic buffer complemented with 14% NP-40 and three times with 1 ml hypotonic buffer. The nuclear pellet was resuspended in 300 µl hypertonic buffer (20 mM HEPES pH 7.9, 0.5 mM dithiothreitol, 0.42 M NaCl, 25% glycerol and 0.2 mM EDTA pH 8) and incubated on ice for 40 min with vortexing for 10 s every 10 min. The soluble nuclear fraction was recovered by centrifugation at 10,000*g* for 1 min at 4 °C. For euchromatin extraction, nuclei were extracted with isotonic buffer (10 mM Tris–HCl pH 8.0, 15 mM NaCl, 60 mM KCl and 1.5 mM EDTA) before euchromatin extraction (10 mM Tris–HCl pH 8.0, 250 mM NaCl and 1 mM EDTA)^67^.

### Metabolic flux and targeted metabolomics analysis

For metabolite tracing, mice were intraperitoneally injected with 0.75 mg g^−1^ body weight of ^15^N-glutamine-amide (Cambridge Isotope Laboratories, NLM-557-1) at ZT12 and their livers were harvested 24 h later. For metabolite tracing in AML12 cells, the cells were transduced with adenoviral vectors expressing GFP, or shRNA to *Bmal1* or *Vps15* for 48 h before labelling. Labelling was performed by washing cells once with warm D-PBS, followed by the addition of DMEM-F12 no-glutamine medium (Gibco) complemented with 10% FBS (Dutscher, S-1810-500). Either l-glutamine or ^15^N-glutamine (584 mg l^−1^) was added to the respective experimental conditions and the cells were incubated for 30 min before being flash frozen in liquid nitrogen for analysis through liquid chromatography with mass spectrometry. Targeted metabolomics analyses were performed following a previously published protocol^68^ using the extracts prepared with 50% methanol, 30% acetonitrile and 20% water. The volume of extraction solution added was calculated taking into account the weight of powdered tissue (60 mg ml^−1^). After the addition of the extraction solution, the samples were vortexed for 5 min at 4 °C and then centrifuged at 16,000*g* for 15 min at 4 °C. The supernatants were collected and analysed by liquid chromatography with mass spectrometry using a SeQuant ZIC-pHilic column (Merck) for the liquid-chromatography separation. Mobile phase A consisted of 20 mM ammonium carbonate plus 0.1% ammonia hydroxide in water. Mobile phase B consisted of acetonitrile. The flow rate was kept at 100 ml min^−1^ and the gradient was: 0 min, 80% phase B; 30 min, 20% of phase B; 31 min, 80% of phase B and 45 min, 80% of phase B. The mass spectrometer (QExactive Orbitrap, Thermo Fisher Scientific) was operated in a polarity switching mode and metabolites were identified using TraceFinder Software (Thermo Fisher Scientific). For the analyses, the metabolomics data were normalized using the median normalization method. The MetaboAnalyst 3.0 software was used to conduct statistical analyses and generate heatmaps, and an unpaired two-sample Student’s *t*-test was chosen to perform the comparisons. The algorithm for heatmap clustering was based on the Pearson distance measure for similarity and the Ward linkage method for biotype clustering.

### ChIP

Chromatin immunoprecipitation was performed with the following antibodies: anti-BMAL1 (Abcam, ab3350), anti-Vps15 (Abnova, H00030849-M02), rabbit IgG (Santa Cruz Biotechnology, sc-3888), anti-RNA Pol2 CTD phospho-S5 (Abcam, ab5408) and mouse IgG (Santa Cruz Biotechnology, sc-2025). Chromatin immunoprecipitation from liver was performed as reported^54^. Briefly, liver tissue was powdered and fixed in 1% formaldehyde (Sigma) for 15 min, after which it was quenched in glycine (125 mM). The chromatin was sonicated to achieve fragments of 200–500 bp. Antibodies were added to the chromatin, followed by overnight incubation at 4 °C, after which Dynabeads protein A (Thermo Fisher Scientific, 10001D) were added to the immune complexes for 4 h and then washed once with Low Salt RIPA buffer (150 mM NaCl, 50 mM Tris–HCl pH 8.0, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% SDS and 0.1% sodium deoxycholate (NaDOC)), once with High Salt RIPA buffer (500 mM NaCl, 50 mM Tris–HCl pH 8.0, 1 mM EDTA pH 8.0, 1% Triton X-100, 0.1% SDS and 0.1% NaDOC), once with liver-LiCl Wash Buffer (250 mM LiCl, 10 mM Tris–HCl pH 8.0, 1 mM EDTA, 0.5% NP-40 and 0.5% NaDOC) and twice with TE Buffer (10 mM Tris–HCl pH 8.0 and 1 mM EDTA pH 8.0). The immune complexes were eluted with Elution Buffer (10 mM Tris–HCl pH 8.0, 300 mM NaCl, 5 mM EDTA pH 8.0 and 0.5% SDS) and de-crosslinked overnight at 65 °C. Following RNase and Proteinase K treatment, the DNA fragments were purified using phenol chloroform:isoamyl alcohol (Thermo Fisher Scientific, 15593049) extraction and Phase lock gels (VWR 10847-802). For cells, fixation was done with 1% formaldehyde (Sigma) for 10 min and then quenched in glycine (125 mM). The chromatin sonication and immune-complex pulldown using Dynabeads protein A (Thermo Fisher Scientific, 10001D) steps were performed as for liver. The immune complexes were washed once with Isotonic Buffer (10 mM Tris–HCl pH 8.0, 150 mM NaCl, 1% Triton X-100 and 0.1% NaDOC), once with Isotonic Buffer KCl (10 mM Tris–HCl pH 8.0, 150 mM KCl, 1% NP-40 and 1% NaDOC), once with High Salt Buffer (10 mM Tris–HCl pH 8.0, 500 mM NaCl, 0.5% Triton X-100 and 0.1% NaDOC), once with cells-LiCl Wash Buffer (20 mM Tris–HCl pH 8.0, 250 mM LiCl, 1 mM EDTA pH 8.0, 0.5% NP-40 and 0.5% NaDOC), once with NaCl Wash Buffer (20 mM Tris–HCl pH 8.0, 150 mM NaCl, 1 mM EDTA pH 8.0 and 0.1% NP-40) and twice with TE Buffer, after which the immune complexes were eluted with Elution Buffer (100 mM NaCl, 100 mM NaHCO_3_ and 1% SDS) and de-crosslinked overnight at 65 °C (ref. ^69^). Subsequent steps for DNA purification were the same as for the liver ChIP. The relative immunoprecipitated DNA was determined by quantitative PCR with reverse transcription using the $$2^{-\Delta\Delta C_{\mathrm T}}$$ method, with IgG samples as the enrichment controls. The primer sequences are listed in Supplementary Table 8.

### ChIP DNA library preparation and sequencing

Sample testing included concentration, sample integrity and purity. Concentration was determined using a fluorometer (Qubit Fluorometer, Invitrogen). Sample integrity and purity were determined using an Agilent Technologies 2100 Bioanalyzer. ChIP DNA was subjected to end-repair and then 3′ adenylation. Adaptors were ligated to the ends of the 3′-adenylated fragments. The PCR products were purified and selected using a Agencourt AMPure XP-medium kit. Double-stranded PCR products were heat denatured and circularized by the splint oligonucleotide sequence. The single-stranded circle DNA was formatted as the final library. The library was quantified using a Qubit ssDNA kit. The library was amplified to make DNA nanoballs. The DNA nanoballs were loaded into the patterned nanoarray and single-end base reads were generated by sequenced combinatorial Probe-Anchor Synthesis. Sequencing was performed with the DNBSEQ-400 sequencer (Beijing Genomics Institute).

### ChIP–seq data analysis

Data filtering was performed with SOAPnuke to remove adaptor sequences and low-quality reads. The data filtering parameter was: SOAPnuke filter -l 5 -q 0.5 -n 0.1 -Q 2 -c 40. Clean reads were aligned to the mm10 mouse genome using Bowtie2 version 2.4.4 and SAMtools version 1.13 was used to index and sort binary alignment map (BAM) files^70,71^. Heatmaps were generated using the deepTools2 plotHeatmap function^72^. Peak calling was performed for all samples using MACS2 version 2.2.7.1 (ref. ^73^) for ChIP-BMAL1 with the following parameter: callpeak -t -c -f BAM -g mm -p 0.01; H3K27Ac peak calling was performed using: callpeak -t -c -f BAM -g mm –broad and ChIP-Vps15 was performed using: callpeak -t -c -f BAM -g mm -p 0.001–broad –nomodel. Differential peak calling analysis was performed using DiffBind 3.10.0, an R package^74^. Differentially bound peaks were annotated and pathway analysis performed using ChIPseeker and clusterProfiler^75,76^. Motif analysis and *P* value ranked motif list was performed using HOMER with the following parameter: findMotifsGenome.pl -mask -size 200 (ref. ^77^; Supplementary Table 3).

### RNA-seq and analysis

Total RNA extracted from the livers of 5-week-old Vps15LKO and control male mice (fed ad libitum) collected at ZT6 was sequenced using the DNBSEQ-400 system. To obtain clean reads, the raw reads were filtered following sequencing using the SOAPnuke parameters: -n 0.03 -I 20 -q 0.4 -A 0.28. Roughly 41 million clean reads were obtained per sample (Beijing Genomics Institute, China). FASTQ files were mapped to the ENSEMBL (mouse GRCm38/mm10) reference using HISAT2 and counted using featureCounts from the Subread R package. Read-count normalizations and group comparisons were performed by three independent and complementary statistical methods: Deseq2, edgeR and LimmaVoom. 

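On the recovered reads of the 3 WT and 3 Vps15LKO livers, with the same genes and thresholds, edgeR's quasi-likelihood test called 10205 genes (4822 lower and 5383 higher in Vps15LKO liver), DESeq2 called 9951 (4829 lower and 5122 higher) and limma voom called 10185 (4823 lower and 5362 higher). Of the genes called lower by limma on the normalized counts, 4801 were also lower with edgeR, 4791 with DESeq2 and 4817 with limma voom, and none of the 3 tests called such a gene higher. These 3 tests scale the libraries much as the deposited counts do, so they hardly test the direction. Of the same genes, 761 were called higher under total-read scaling and 30 with quantile normalization.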

Flags were computed from counts normalized to the mean coverage. All normalized counts <20 were considered as background (flag 0) and ≥20 as signal (flag = 1). P50 lists used for the statistical analysis regroup the genes showing flag = 1 for at least half of the compared samples. 

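Without a filter beyond a value above 0 in at least 1 liver, limma called 12142 genes, and with at least 20 normalized counts in every liver it called 8398. The stricter filter removed more genes that were higher than genes that were lower in Vps15LKO liver, leaving 3650 higher and 4748 lower. More genes had a value above 0 in Vps15LKO livers (24264 to 25096) than in WT livers (21588 to 21974).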

Direct comparisons were made between WT and Vps15LKO animals to generate lists of differentially expressed genes (Supplementary Table 4). 

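The first 1492 genes of that list by Ensembl identifier could be compared, and their normalized counts were equal to the deposited ones in all 6 livers. Among the 1489 of them with a finite ratio, 1426 (95.8%) were called here in the same direction by limma and 0 in the other direction. Conversely, 1428 (99.2%) of the 1439 genes called here over the same range of identifiers were in the list. The p-values of the list lay at a median distance of 0.00041 on the log10 scale from the unadjusted p of DESeq2 over all genes, and 0.635 from the adjusted p. The falls of largest size among called genes with a mean of at least 100 normalized counts were those of the major urinary protein genes Mup11, Mup7, Mup12, Mup13 and Mup19 on chromosome 4. Mup12 had 6787 ± 3599 normalized counts in WT livers (SD, n = 3) and at most 1 read in a Vps15LKO liver, which makes it at least 2975-fold lower. These genes are near-identical copies among which reads can be split, so the value of each copy is uncertain. The 5 rises of largest size were those of Slc7a11, H19, Mir675, Tekt5 and Gm27786. H19, on chromosome 7 from 142575529 to 142578143, had 15.8 ± 7.48 normalized counts in WT and 27634 ± 4721 in Vps15LKO livers (SD, n = 3). Mir675 and Gm27786 lie within H19, the latter on the other strand, so their reads may not be independent of it. Slc7a11 had 0 reads in each WT library and 1857 ± 392 normalized counts in Vps15LKO livers (SD, n = 3), at least 473-fold higher.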

Pathway enrichment was performed using Gene Set Enrichment Analysis version 4.2.2 (refs. ^78,79^). Deep-sequencing (ChIP–seq and RNA-seq) data have been deposited in the Gene Expression Omnibus under accession code GSE229551.

### Quantitative PCR with reverse transcription

Total RNA was isolated from liver tissue using an RNAeasy lipid tissue mini kit (Qiagen) and from cells using an RNeasy mini kit (Qiagen). Single-strand complementary DNA was synthesized from 1 μg total RNA using 125 ng random hexamer primers and SuperScript II (Life Technologies). Quantitative PCR with reverse transcription was performed on a QuantStudio 1 instrument (Thermo Fisher Scientific) using iTaq Universal SYBR Green Supermix (BioRad). The relative amounts of the messenger RNAs studied were determined by means of the $$2^{-\Delta\Delta C_{\mathrm T}}$$ method, with *meEf1a1*, *Gapdh*, *Pinin* and *18S* as reference genes (geometric mean) and the control treatment or control genotype as the invariant control. The primer sequences are listed in Supplementary Table 8.

### Protein extraction, immunoblotting and immunoprecipitation

To prepare protein extracts for immunoblot analysis, cells were washed twice with cold PBS, scraped from the dishes in lysis buffer containing 20 mM Tris–HCl pH 8.0, 5% glycerol, 138 mM NaCl, 2.7 mM KCl, 1% NP-40, 20 mM NaF, 5 mM EDTA, 1×protease inhibitors (Roche) and 1×PhosphoStop inhibitors (Roche). The same buffer was used to prepare protein extracts from liver tissue. Homogenates were centrifuged at 12,000*g* and 4 °C for 10 min. For immunoprecipitation, 500 µg of cleared protein extract was incubated with 2 μg antibody for 3 h at +4 °C. The immune complexes were then pulled down using Protein G Sepharose beads (GE) for 2 h, followed by four washes with the extraction buffer. The protein complexes were eluted by boiling the beads in 1×SDS sample buffer for 10 min. The protein extracts or immunoprecipitated eluates were resolved by SDS–PAGE before transfer onto polyvinylidene fluoride membrane, followed by incubation with primary antibodies and HRP-linked secondary antibodies. TGX stain-free gels were used following the recommendations of the manufacturer (BioRad, 1610182). Immobilon western chemiluminescent HRP substrate (Millipore) was used for the detection. The images were acquired on a ChemiDocTM imager (BioRad).

### Immunohistochemistry and immunofluorescence microscopy of liver tissue

For immunohistochemical analysis or immunofluorescence microscopy, liver tissue was fixed overnight in phosphate-buffered 10% formalin and embedded in paraffin. Sections (4 μm) of the fixed tissue were cut and after citrate retrieval of the antigen processed for immunohistochemical analyses with anti-BMAL1 (Abcam). Permeabilization was achieved with 0.1% Triton X-100 for 20 min, followed by blocking with a 3% solution of goat pre-immune serum in Emerald solution. Slides were treated with anti-BMAL1 (Abcam) overnight and the secondary antibodies used were anti-rabbit IgG Alexa Fluor 568 (Life Technologies) or biotinylated anti-rabbit IgG (Vector), followed by VECTASTAIN Elite ABC-kit peroxidase (Vector). The sections were counterstained with haematoxylin for immunohistochemical analyses and the slides were digitalized with the NanoZoomer S210 (Hamatsu) and visualized using the NDP.view2 software. Fluorescence microscopy was performed using an inverted microscope (Zeiss Apotome 2) with a ×40 oil-immersion objective.

### Immunofluorescence microscopy

For the fluorescence microscopy analyses, MEF cells were cultured on four-well Millipore EZ glass slides. After 24 h the cells were washed once with PBS and fixed with 4% paraformaldehyde for 10 min. Permeabilization was achieved with 0.1% Triton X-100. For the CSK treatment^80^, the cells were washed twice with PBS before incubation in CSK buffer (10 mM PIPES pH 7.0, 100 mM NaCl, 300 mM sucrose, 3 mM MgCl_2_ and 0.7% Triton X-100) for 2 min at room temperature. The cells were then washed twice with PBS and fixed with 4% formol for 15 min. The control cells were permeabilized with 0.7% Triton X-100 in PBS following fixation. Blocking was done with a 3% solution of the appropriate pre-immune serum. The slides were treated with primary antibodies overnight and the secondary antibodies used were: donkey anti-rabbit IgG (H + L) highly cross-absorbed secondary antibody, Alexa Fluor Plus 488 (1:200; Thermo Fisher Scientific. A32790); donkey anti-mouse IgG (H + L) highly cross-absorbed secondary antibody, Alexa Fluor Plus 488 (1:200; Thermo Fisher Scientific, A32766); donkey anti-rabbit IgG (H + L) highly cross-absorbed secondary antibody, Alexa Fluor Plus 568 (1:200; Thermo Fisher Scientific, A10042); donkey anti-mouse IgG (H + L) highly cross-absorbed secondary antibody, Alexa Fluor Plus 568 (1:200; Thermo Fisher Scientific, A10037) and goat anti-rat IgG (H + L) highly cross-absorbed secondary antibody, Alexa Fluor Plus 647 (1:200; Thermo Fisher Scientific, A-21247). Fluorescence microscopy was performed using an inverted microscope (Zeiss Apotome 2 or Zeiss Axio Observer Z1 with Yokogawa CSU-X1 Spinning Disk) using ×40 or ×63 oil-immersion objectives.

### PI3P detection

The pGEX-2TK-FYVE/HRS-WT plasmid was a gift from M. Lemmon (Yale, USA). The FYVE/HRSMut (R24A/K25A/R29A) was obtained by directed mutagenesis and both constructs were first subcloned into pmCherry-C1 (Clontech; Xho1 and BamH1 sites) and then subcloned into pGEX-4T-1 (Pharmacia Biotech; BamH1 and Sal1). The GST-mCherry-FYVE-domains (HRS) were expressed in *Escherichia coli* BL21(DE3) bacteria incubated overnight at 18 °C with 0.5 mM isopropylthiogalactoside and purified by affinity chromatography using Glutathione Sepharose 4B beads (GE Healthcare) according to the manufacturer’s instructions. The GST-mCherry-FYVE-domains (HRS) were cleaved by thrombin, dialysed against 50 mM Tris pH 8.0, 100 mM NaCl solution and concentrated (Vivaspin Colum 5–10 kDa molecular-weight cut). Glycerol (10%) was added to the final recombinant protein before rapid snap-freezing in liquid nitrogen and storage at −80 °C until use. For the PI3P detection, cells were fixed with 3.7% formaldehyde, quenched with NH_4_Cl for 10 min and permeabilized with 20 µM digitonin in PIPES-BS (20 mM PIPES pH 6.8, 137 mM NaCl and 2.7 mM KCl) for 5 min. After saturation with 10% pre-immune goat serum in PIPES-BS, the cells were incubated with the GST-mCherry-FYVE probes (50 µg ml^−1^) for 2 h at +4 °C. After three washes with PIPES-BS, the cells were then fixed a second time with 3.7% formaldehyde and the nuclei were stained with DAPI present in mounting media. Slides were imaged using an inverted microscope (Zeiss Apotome 2 or Zeiss Axio Observer Z1 with Yokogawa CSU-X1 Spinning Disk) using ×40 or ×63 oil-immersion objectives.

### PLA assays

The PLA assays were performed in HEK293T cells (acquired from the ATCC, tested bi-weekly and validated as mycoplasma-free). The assays were carried out according to the manufacturer’s instructions (Duolink in situ red starter kit mouse/rabbit; Sigma, DUO92101). Briefly, where indicated, the cells were transfected with the respective plasmids (Flag–VPS34 or Flag–BMAL1 together with GFP-expressing vector to visualize the transfected cells) 48 h before fixation with 4% paraformaldehyde for 20 min, followed by permeabilization with 0.1% Triton X-100 in PBS for 20 min at room temperature and blocking for 30 min at 37 °C. The slides were incubated with a pair of respective primary antibodies: anti-Flag (1:200; Sigma, F1804), anti-Vps15 (1:200; Genetex, GTX108953) or anti-BMAL1 (1:200; Cell Signaling Technologies, 14020S) for 1 h at 37 °C. The incubation with PLA probe PLUS and MINUS conjugated with oligonucleotides was performed for 1 h at 37 °C. The terminal steps of ligation and amplification were performed at 37 °C for 30 min and 90 min, respectively. Samples treated with PLA probes without primary antibodies served as controls for background binding (negative control). Images were acquired using an inverted microscope (Zeiss Axio Observer Z1 with Yokogawa CSU-X1 spinning disk) with a ×40 oil‐immersion objective and *Z*-stack acquisition. Quantification of the PLA signal was performed on independent fields of cells (at least 300 cells per condition) either in all cells (proximity between endogenous proteins) or in GFP^+^ cells (when at least one protein was transiently expressed). The data are presented as the number of puncta per field with the number of cells analysed specified in the figure legend.

### BrUTP labelling and detection

Primary hepatocytes and MEFs were plated on four-well EZ glass slides (Millipore). After 24 h, the MEFs were transfected with the respective plasmids of VPS15WT–Flag and VPS34WT–Flag. BrUTP labelling was performed 48 h following transfection. First, the cells were washed twice with warm PBS. The cells were then incubated with permeabilization buffer (20 mM Tris–HCl pH 7.4, 5 mM MgCl_2_, 0.5 mM EGTA, 25% glycerol, 0.1% Triton X-100 (Sigma) and 1 mM phenylmethylsulfonyl fluoride) for 3 min at room temperature. The permeabilization buffer was gently aspirated off and Transcription buffer (100 mM KCl, 50 mM Tris–HCl pH 7.4, 10 mM MgCl_2_, 0.5 mM EGTA, 25% glycerol, 2 mM ATP (Roche), 0.5 mM CTP (Roche), 0.5 mM GTP (Roche), 0.5 mM BrUTP (Sigma) and 1 mM phenylmethylsulfonyl fluoride) was added to the cells for 5 min at 37 °C. The cells were then washed once with warm PBS and fixed with 4% paraformaldehyde for 10 min. Antibodies to BrUTP (Roche, clone BMC9318) and RNA Pol2 phospho-S5 (1:1,000; Chromotek, 3E8-1) were used in immunofluorescence.

### Luciferase assay

The luciferase assay was performed in HEK293T cells. The cells were plated in 24-well plates and PEI-transfected with a mix of luciferase reporter construct (E-box-Luc; Addgene, 46324; 0.15 μg) and control plasmid expressing β-galactosidase (0.05 μg) together with BMAL1–Flag (0.15 μg) and CLOCK–Flag (0.15 μg) or as a control empty vector (0.3 μg); when indicated, the cells were co-transfected with 0.4 µg plasmid expressing VPS15WT–Flag, VPS15-E200R–Flag, VPS34WT–Flag, p300 or CBP. In the assay with co-expression of Cry1, 0.1 µg Flag–mCry1ER-pBABEpuro (Addgene, 61429) or empty vector was co-expressed. After transfection (22–24 h), the cells were collected, the extract was prepared with 1×Passive lysis buffer (Promega), and the luciferase reporter activity was measured and normalized to β-galactosidase activity as reported previously^81^.

### In vivo and in vitro bioluminescence recording

For in vivo bioluminescence recording, *Nr1d1*-luciferase-expressing adenoviral construct (*Nr1d1-Luc*) was used^82^. Luciferin administration (in drinking water), luciferase reporter delivery, bioluminescence recording as well as data analysis were performed as in ref. ^83^; briefly, 48 h following the administration of *Nr1d1-Luc* adenoviral vectors, *TtrCre*^+^;*Vps15*^f/f^ mice were transferred to a RT-Biolumicorder and the bioluminescence monitoring started. After 9 days of recording, the mice were injected with tamoxifen for five consecutive days under red light and the recording was continued until days 20–25. For the bioluminescence analyses of cells, *Vps15*^f/f^ MEFs were transduced with *Nr1d1-Luc* adenoviral vectors. After 48 h, the cells were plated for the synchronization at full confluent density. The cells were synchronized by treatment with 100 nM dexamethasone in serum-free high-glucose DMEM (Gibco) medium for 1 h. After synchronization, the medium was changed to serum-free high-glucose DMEM (Gibco) complemented with the inhibitors SAR405, PIK-III and Vps34-IN1 at a dose of 2.5 µM and 5 µM as well as 100 µM luciferin. The continuous bioluminescence recordings were performed using a LumiCycler 96 luminometer (Actimetrics), allowing the recording of 24-well plates simultaneously. To analyse the circadian parameters of time series without the variability of magnitudes, raw data were processed in parallel graphs by moving average with a window of 24 h (ref. ^84^).

### Analyses of circadian rhythmicity, plots and schema

For datasets of time series, rhythmic metabolites, transcripts and proteins were detected by implementing JTK_CYCLE^85^. The period length, phase and amplitude were detected with the non-parametric ‘MetaCycle’ (JTK_CYCLE) algorithm implemented in R^86^. No modifications to the code were made for analysis. The selected parameters were evaluated as rhythmic with *P* < 0.05. Metabolite classes and pathways were identified using the R package ‘MetaboAnalystR3.0’ and crossed with published lists^87^. For data presentation, all data plots were made with ggplot2 using R studio. Where indicated, the transcript analysis around the clock was plotted using a LOESS regression curve fitted to the log_2_-normalized data. The summary schemas were created with BioRender.com.

### Statistics and reproducibility

Data are shown are the mean ± s.e.m. The numbers of distinct samples are presented in the figure legends. One- or two-way ANOVA with post-hoc Benjamini–Hochberg correction, or unpaired two-tailed Student’s *t*-tests were applied for statistical analysis, as specified in the figure legends. For all experiments, results were considered significant for *P* < 0.05. All in vitro and in vivo assays were performed three times, unless specified otherwise in the legends. The accompanying quantification and statistics were derived from *n* = 3 independent replicates, unless specified otherwise in the legends. No data or animals were excluded from the analyses. In studies with animals, the ‘*n*’ number corresponds to an individual mouse. Power analysis was used to determine the animal numbers to take into account previously observed magnitudes of response to the in vivo deletion of a gene of interest as well as previously reported observations of circadian behaviour for the B6/C57 strain of mice (expression and metabolomics analyses). We applied >80% power and error rate 5% (two-sided type 1) to detect >1.5 effect. Experiments in cells were carried out as biological replicates and each also included technical replicates. For the biological replicates, independent preparation of depleted cells (adenoviral infection) and independent treatments were used to ensure reproducibility. For the in vivo experiments, three mice per condition were analysed unless specified otherwise in the figure legends. The animals, including those treated with tamoxifen for gene deletion, were randomly allocated into experimental groups based on genotype. The breeding was set up to obtain both genotypes in the same litter. For the studies in cells, the treatment groups were randomly assigned between plates and wells. For the quantification of all image-based analyses, the investigators were blinded to allocation during experiments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-023-01171-3.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Table 1. JTK cycle analyses for proteins and transcripts. Supplementary Table 2. GO biological process pathway analysis for Fig. 1f. Supplementary Table 3. HOMER motif analysis. Supplementary Table 4. RNA-seq normalized counts. Supplementary Table 5. GO biological process pathway analysis for Fig. 5f. Supplementary Table 6. JTK cycle analysis for metabolomics. Supplementary Table 7. In vivo bioluminescence raw data. Supplementary Table 8. Primers used.

## Data Availability

All data are available in the main text or the supplementary materials. Deep-sequencing (ChIP–seq and RNA-seq) data that support the findings of this study have been deposited in the Gene Expression Omnibus under the accession code GSE229551. Mass spectrometry metabolomics data are available as Supplementary Table 6. Source data are provided within this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Source data

Source Data Figs. 1–6. Source data.
Source Data Extended Data Figs. 1–10. Source data.
Source Data Uncropped western blots in Figs. 1–6 and Extended Data Figs. 1–7,9,10.

# Supplementary material for: Class 3 PI3K coactivates the circadian clock to promote rhythmic de novo purine synthesis
**Source:** Nat Cell Biol. 2023 Jul 6;25(7):975–88. doi: 10.1038/s41556-023-01171-3
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Softwares for data collection are listed in Methods, including: ChemiDocTM Imager (BioRad) for Western Blots revelation; Zeiss Zen Blue 3.7 Microscopy Software was used for image processing following microscopy. For in vivo bioluminescence measurements, custom made lumicycler was used (Dr. Charna Dibner Laboratory as described in PMID: 33602874) and bioluminescence pattern was monitored by a LumiCycle 96 (Actimetrics).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Data analysis   | The software packages used in this study are listed in the Methods, including: Western blot quantifications were done using ImageJ software (v. 2.1.0) and calculations in Microsoft Excel 365 (v. 2016) and GraphPad Prism9. q-PCR data analyses were done using QuantStudio 1 (ThermoFisher Scientific) and calculations in Microsoft Excel 365 (v. 2016) and GraphPad Prism9. Chip-seq and RNA-seq data were analyzed with SOAPnuke, Bowtie2 v2.4.4, SAMtools v 1.13, deepTools2, MACS2 v2.2.7.1, and R v4.1.2 ( <a href="http://www.r-project.org/foundation/">http://www.r-project.org/foundation/</a> ). Metabolite classes and pathways were identified using R package "MetaboAnalystR3.0". Rhythmicity was assessed with non-parametric "MetaCycle" (JTK_CYCLE) algorithm implemented in R. For data presentation, all data plots made with ggplot2 using R-studio. IGV_2.8.13 used for bigwig/bam file ChIP-seq visualization. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All data are available in the main text or the supplementary materials. Deep-sequencing (ChIP-seq and RNAseq) data that support the findings of this study have been deposited in the Gene Expression Omnibus (GEO) under accession code GSE229551. Mass spectrometry metabolomics data are available as Supplementary data 6. Source data have been provided in Source Data file. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

NA

Population characteristics

NA

Recruitment

NA

Ethics oversight

NA

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

For the studies in cell lines we determined the number of the experimental repetitions based on our previous studies using these lines (pubmid: 26387534; 23630012). All experiments were independently three times unless specified in the legends, and mean and the standard error from the mean were calculated.

In studies with animals, the "n" number corresponds to an individual mouse. Power analysis was used to determine the animal numbers to take into account previously observed magnitude of response to deletion of gene of interest in vivo (e.g. metabolic parameters, autophagy block for Vps15 deletion) and observations of circadian behavior for C57/B6 strain of mice previously reported (expression and metabolomics analyses). We applied >80% power and error rate 5% (two sided type 1) to detect >1.5 effect.

Data exclusions

No data or animals were excluded from the analyses.

Replication

All in vitro and in vivo assays have been performed 3 times unless specified in the legends. The accompanying quantification and statistics were derived from n=3 independent replicates unless specified in the legends. For biological replicates, independent preparation of depleted cells (adenoviral infection) were used to ensure reproducibility. For in vivo experiments, 3 mice per condition were analyzed. The numbers of replicates and mice used for each analysis is indicated in figure legends.

Randomization

For studies in cells, the treatment groups were attributed randomly between plates and wells. For studies in vivo, animals, including those treated with tamoxifen for gene deletion, were randomly allocated into experimental groups based on genotype. The breeding was set up in order of obtain both genotypes in the same litter.

Blinding

The blinding was applied for quantifications of all image-based analyses. In all treatments in vitro and in vivo, the samples were number-coded and the investigators were blinded during extract preparations for molecular analyses (e.g. transcript and protein expression, luciferase assays). Depending on the analysis, the groups were revealed either at the stage of sample quantifications and statistical analyses (e.g. qPCR, luciferase assay) or when it was essential for analysis (e.g. immunoblot of time series to include all time points/genotype/treatments in the same gel panel, immunoprecipitation or ChIP to set-up control and experimental groups with antibodies).

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

All antibodies are listed in Methods section: Vps15 (1:1000, Abnova, H00030849-M02; For Proximity ligation assay 1:200, Genetex, GTX108953), p62 (1:1000, Abnova, H00008878-M01),  $\beta$ -actin (1:5000, Sigma, A5316), Tubulin (1:1000, Sigma, T9026),  $\beta$ -catenin (1:500, BD Biosciences, 610153), Lamin A/C (1:1000, Cell Signaling, 2032), LC3 (1:1000, NanoTools, 0231-100/LC3-3-5-5F10), GAPDH (1:1000, Santa Cruz, SC-25778), REV-ERB $\alpha$  (1:1000, Cell Signaling, 13418S), BMAL1 (for IHC 1:250 and for Chip 4 $\mu$ g/IP, Abcam, ab3350; for WB 1:1000 and IF 1:200, Cell Signaling, 14020S), CLOCK (1:1000, Cell Signaling, 5157), HIS-Tag (1:1000, Proteintech, 66005-12-Ig), IPOA5 (1:1000, Proteintech, 18137-1-AP), Cry1 (1:500, Origene, TA342728), RNA Pol II total (1:1000 Active Motif, 39097), RNA Pol II phospho-Serine5 (1:1000, Chromotek, 3E8-1), RNA Pol II CTD phospho-Serine5 (1:1000, Abcam, ab5408), Vps34 (1:1000, Cell Signaling, 4263), Flag (1:1000, Sigma, F1804), Hsp90 (1:1000, Proteintech, 13171-1-AP), Histone H3 (1:3000, Cell Signaling 4499), normal-IgG Rabbit (Cell Signaling, 3900), normal-IgG Mouse (Santa Cruz, sc-2025), anti-Rabbit IgG HRP-linked Antibody (1:5000, Cell Signaling 7074), Anti-Mouse IgG HRP-linked Antibody (1:5000, Cell Signaling 7076), Donkey anti-Rabbit IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor Plus 488 (1:200, ThermoFisher, A32790), Donkey anti-Mouse IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor Plus 488 (1:200, ThermoFisher, A32766), Donkey anti-Rabbit IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor Plus 568 (1:200, ThermoFisher, A10042), Donkey anti-Mouse IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor Plus 568 (1:200, ThermoFisher, A10037), Goat anti-Rat IgG (H+L) Highly Cross-Absorbed Secondary Antibody, Alexa Fluor Plus 647 (1:200, ThermoFisher, A-21247).

### Validation

The validation information for the antibodies used in this study are available on the websites of the respective commercial providers as well as in published studies. No custom-made antibodies were used in this study. In addition, for anti-Vps15, anti-Vps34 and anti-Bmal1 antibodies, the specificity in WB, IP and IF assays was validated in our laboratory in human and mouse cell models upon knock-down (siRNA or shRNA)/KO and overexpression of respective cDNA constructs. The molecular weight markers were used to identify proteins of the expected molecular weight for the target proteins.

The links to the manufacturer's website for used antibodies could be found below:

Vps15 Abnova - Validated in WB, IF, IHC and ELISA: [https://www.abnova.com/products/products\\_detail.asp?catalog\\_id=H00030849-M02](https://www.abnova.com/products/products_detail.asp?catalog_id=H00030849-M02)

Vps15 Genetex - Validated in WB, KD/KO, Protein overexpression: <https://www.genetex.com/Product/Detail/PI3-kinase-p150-antibody-C1C3/GTX108953>

p62 Abnova - Validated in WB, ELISA, IF, IHC, IP: [https://www.novusbio.com/products/p62-sqstm1-antibody-2c11\\_h00008878-m01](https://www.novusbio.com/products/p62-sqstm1-antibody-2c11_h00008878-m01)

B-Actin Sigma - Validated in IHC, ELISA, IF, WB: <https://www.sigmaaldrich.com/FR/en/product/sigma/a5441>

Tubulin Sigma - Validated in IF and WB: <https://www.sigmaaldrich.com/FR/en/product/sigma/t9026>

B-Catenin BD Biosciences - Validated in WB, IF, IHC, IP: <https://www.bdbiosciences.com/en-fr/products/reagents/microscopy-imaging-reagents/immunofluorescence-reagents/purified-mouse-anti-catenin.610153>

Lamin A/C Cell Signaling - Validated for WB and IHC: <https://www.cellsignal.com/products/primary-antibodies/lamin-a-c-antibody/2032>

Histone H3 Cell Signaling - Validated for WB, IHC, IF, Flow Cyt: <https://www.cellsignal.com/products/primary-antibodies/histone-h3-d1h2-xp-rabbit-mab/4499>

LC3 Nanotools - Validated for WB, ICC, IHC: <https://www.labome.com/product/Nanotools/0231-100-LC3-5F10.html>

GAPDH Santa Cruz - Validated for WB, IHC, IF: <https://www.scbt.com/p/gapdh-antibody-fl-335>

Rev-Erba Cell Signaling - Validated for WB, IP, ChIP: <https://www.cellsignal.com/products/primary-antibodies/rev-erba-e1y6d-rabbit-mab/13418>

Bmal1 Abcam - Validated for WB, ICC: <https://www.abcam.com/products/primary-antibodies/bmal1-antibody-ab3350.html>

Bmal1 Cell Signaling - Validated for WB, IP, ChIP: <https://www.cellsignal.com/products/primary-antibodies/bmal1-d2l7g-rabbit-mab/14020>

Clock Cell Signaling - Validated for WB and IP: <https://www.cellsignal.com/products/primary-antibodies/clock-d45b10-rabbit-mab/5157>

His-Tag Proteintech - Validated for WB, IP, IF: <https://www.ptglab.com/products/His-Tag-Antibody-66005-1-Ig.htm>

IPOA5 Proteintech - Validated for WB, ELISA, IP, IHC, IF: <https://www.ptglab.com/products/KPNA1-Antibody-18137-1-AP.htm>

Cry1 Origene - Validated for WB and IHC: <https://www.origene.com/catalog/antibodies/primary-antibodies/ta342728/cryptochrome-i-cry1-rabbit-polyclonal-antibody>

RNA Pol II Active Motif - Validated for ChIP, WB, IF, ICC: <https://www.activemotif.com/catalog/details/39097/rna-pol-ii-antibody-mab>

RNA Pol II pSer5 Chromotek - Validated for WB and ChIP: <https://www.citeab.com/antibodies/2452247-3e8-rna-pol-ii-ser5-p-antibody-3e8>

RNA Pol II pSer5 Abcam - Validated for WB, ChIP, ELISA, ICC, Dot Blot, Flow Cyt. IF: <https://www.abcam.com/products/primary-antibodies/rna-polymerase-ii-ctd-repeat-ysptps-phospho-s5-antibody-4h8-chip-grade-ab5408.html>

Vps34 Cell Signaling - Validated for WB and IP: <https://www.cellsignal.com/products/primary-antibodies/pi3-kinase-class-iii-d9a5-rabbit-mab/4263>

Flag Sigma - Validated for WB, IP, IF, ICC, IHC: [https://www.sigmaaldrich.com/FR/en/product/sigma/f1804?gclid=Cj0KCQjw9deiBhC1ARIsAHLjR2AI28S1O1XODfRmBg7nS1dpYv\\_1hvWPg695SGJdQtx\\_7Kbk3iCCnkMaAmzhEALw\\_wcB&gclid=aw.ds](https://www.sigmaaldrich.com/FR/en/product/sigma/f1804?gclid=Cj0KCQjw9deiBhC1ARIsAHLjR2AI28S1O1XODfRmBg7nS1dpYv_1hvWPg695SGJdQtx_7Kbk3iCCnkMaAmzhEALw_wcB&gclid=aw.ds)

HSP90 Proteintech - Validated for WB, IP, IHC, IF, Flow Cyt, ELISA: <https://www.ptglab.com/products/HSP90-Antibody-13171-1-AP.htm>

IgG Rabbit Cell Signaling - Validated for WB, IF, IHC: <https://www.cellsignal.com/products/primary-antibodies/rabbit-da1e-mab-igg-xp-isotype-control/3900>

IgG Mouse Santa Cruz - Validated for WB, IHC, IF: <https://www.scbt.com/p/normal-mouse-igg>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)

HEK293T (CRL-3216) and AML12 (CRL-2254) cells were acquired from ATCC. Mouse embryonic fibroblasts (MEFs) were generated by our laboratory from Vps15f/f and Vps34 f/f mice. MEFs were obtained from a pool of embryos from two different females and were passaged every three days before spontaneous transformation. The MEF line proliferating after p25 was considered spontaneously immortalized.

Authentication

All members of our laboratory are trained on the Best Laboratory Practices and safe experimenting including cell line culture in order to prevent contamination with different cell types (ICLAC guidelines). HEK293T and AML12 cell lines were obtained from ATCC and were not further authenticated. For MEFs Vps15f/f or Vps34f/f knock-out was verified by western blots following Cre infections in every experiment.

Mycoplasma contamination

All cell lines used were bi-weekly tested for contaminations with mycoplasma using commercial PCR Mycoplasma Detection Kit (ABM, #G-238). All tests were negative.

Commonly misidentified lines  
(See [ICLAC](#) register)

No misidentified lines were used in this study

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

Liver specific Vps15 knockout mouse line AlbCre+;Vps15f/f was derived from the strain #022624 (Jackson Laboratory, USA) crossed with AlbCre+ mice as reported (Nemazany et al., Nature Comm, 2015). Inducible hepatocyte-specific Vps15 knockout TtrCre+;Vps15 f/f line was generated by our laboratory as described in the methods sections. Animals of 5 week old for AlbCre+;Vps15f/f and 12-16 week old for TtrCre+;Vps15f/f were used for the experimentation. All animals used in the study were fed ad libitum standard chow diet (Teklad Global 2918, 18% protein, irradiated) and kept under 12h/12h (8am/8pm) light on/off cycle under an ambient temperature (+21-22C) and humidity ranging between 50-60%. Animals were sacrificed at indicated time points in text, figures and figure legends. All animal studies were performed by authorized users in compliance with ethical regulations for animal testing and research.

|                         |                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Wild animals            | No wild animals were used.                                                                                                     |
| Reporting on sex        | Male and female mice were used in this study as it is specified in figure legends.                                             |
| Field-collected samples | The study did not involve samples collected in the field.                                                                      |
| Ethics oversight        | The study was approved by the ethical committee of University Paris Cité (authorization number APAFIS#32312 and APAFIS#14968). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | The data are deposited in the Gene Expression Omnibus (GEO) under accession code GSE229551                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Files in database submission                                       | <p>ChIP-Seq files:</p> <p>ChIP_Bmal1_Vps15LKO_rep1.bed<br/>ChIP_Bmal1_Vps15LKO_rep2.bed<br/>ChIP_Bmal1_WT_rep1.bed<br/>ChIP_Bmal1_WT_rep2.bed<br/>ChIP_H3K27ac_Vps15LKO_rep1.bed<br/>ChIP_H3K27ac_Vps15LKO_rep2.bed<br/>ChIP_H3K27ac_WT_rep1.bed<br/>ChIP_H3K27ac_WT_rep2.bed<br/>ChIP_Vps15_rep1.bed<br/>ChIP_Vps15_rep2.bed<br/>Input_WT.bed<br/>Input_Vps15LKO.bed</p> <p>ChIP_Bmal1_Vps15LKO_rep1.fq.gz<br/>ChIP_Bmal1_Vps15LKO_rep2.fq.gz<br/>ChIP_Bmal1_WT_rep1.fq.gz<br/>ChIP_Bmal1_WT_rep2.fq.gz<br/>ChIP_H3K27ac_Vps15LKO_rep1.fq.gz<br/>ChIP_H3K27ac_Vps15LKO_rep2.fq.gz<br/>ChIP_H3K27ac_WT_rep1.fq.gz<br/>ChIP_H3K27ac_WT_rep2.fq.gz<br/>ChIP_Vps15_rep1.fq.gz<br/>ChIP_Vps15_rep2.fq.gz<br/>Input_WT.fq.gz<br/>Input_Vps15LKO.fq.gz</p> |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Not applicable.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |

### Methodology

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | n=2 mice per condition were sequenced and analyzed.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Sequencing depth        | Average of 30million (100bp-Paired End) clean reads following filtering low quality reads, N reads, and adapter sequences.                                                                                                                                                                                                                                                                                                                                                                                                             |
| Antibodies              | Vps15 Abnova, H00030849-M02. Bmal1 Abcam, ab3350. H3K27ac Cell Signaling, #8173.                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Peak calling parameters | ChIP-Bmal1 with the following parameter: callpeak -t -c -f BAM -g mm -p 0.01<br>H3K27ac peak calling was performed using: callpeak -t -c -f BAM -g mm --broad<br>Vps15 was performed using: callpeak -t -c -f BAM -g mm -p 0.001 --broad --nomodel                                                                                                                                                                                                                                                                                     |
| Data quality            | Data filtering was performed with SOAPnuke to remove adaptor sequences and low-quality reads. Data filtering parameter was: SOAPnuke filter -l 5 -q 0.5 -n 0.1 -Q 2 -c 40.                                                                                                                                                                                                                                                                                                                                                             |
| Software                | Sequencing was performed with the DNBSEQ-400 sequencer (Beijing Genomics Institute, China). All data were analyzed with the pipeline: Bowtie2 for alignment to mm10, SAMtools for indexing and sorting SAM files, MACS2 for peak calling, R package Diffbind (V3.10.0) for differential peak calling, R package ChIPseeker and clusterProfiler for peak annotation and GO/KEGG pathway enrichment. Motif analysis was performed using HOMER, (findMotifsGenome.pl -mask -size 200). IGV_2.8.13 used for bigwig/bam file visualization. |

# Supplementary material for: Class 3 PI3K coactivates the circadian clock to promote rhythmic de novo purine synthesis
**Source:** Nat Cell Biol. 2023 Jul 6;25(7):975–88. doi: 10.1038/s41556-023-01171-3

Uncropped blots Fig. 1. Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

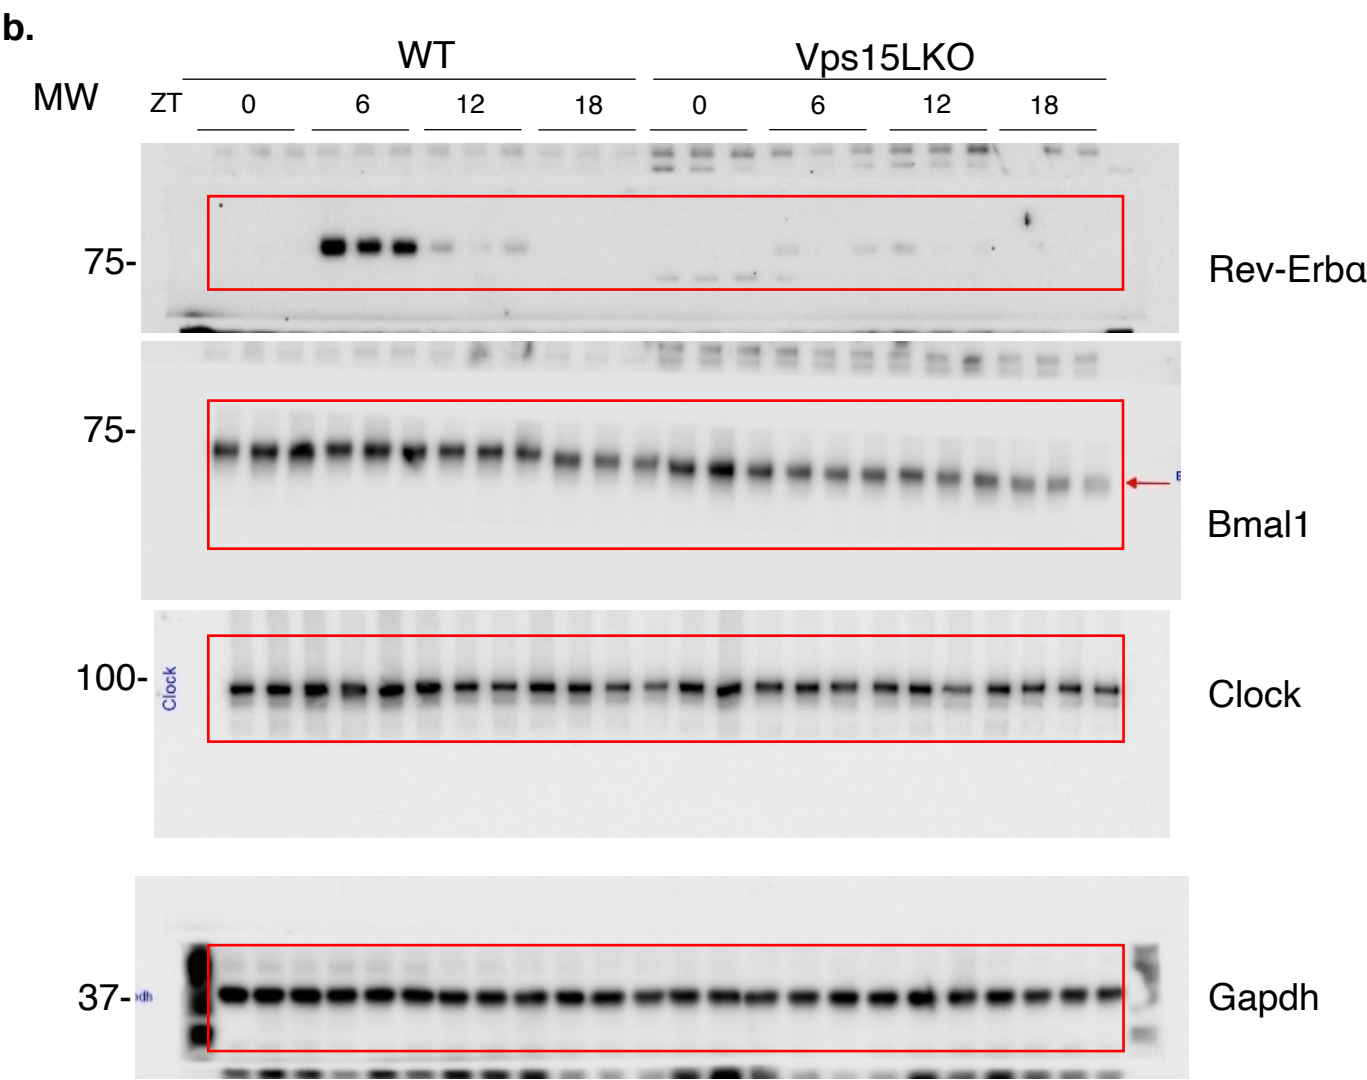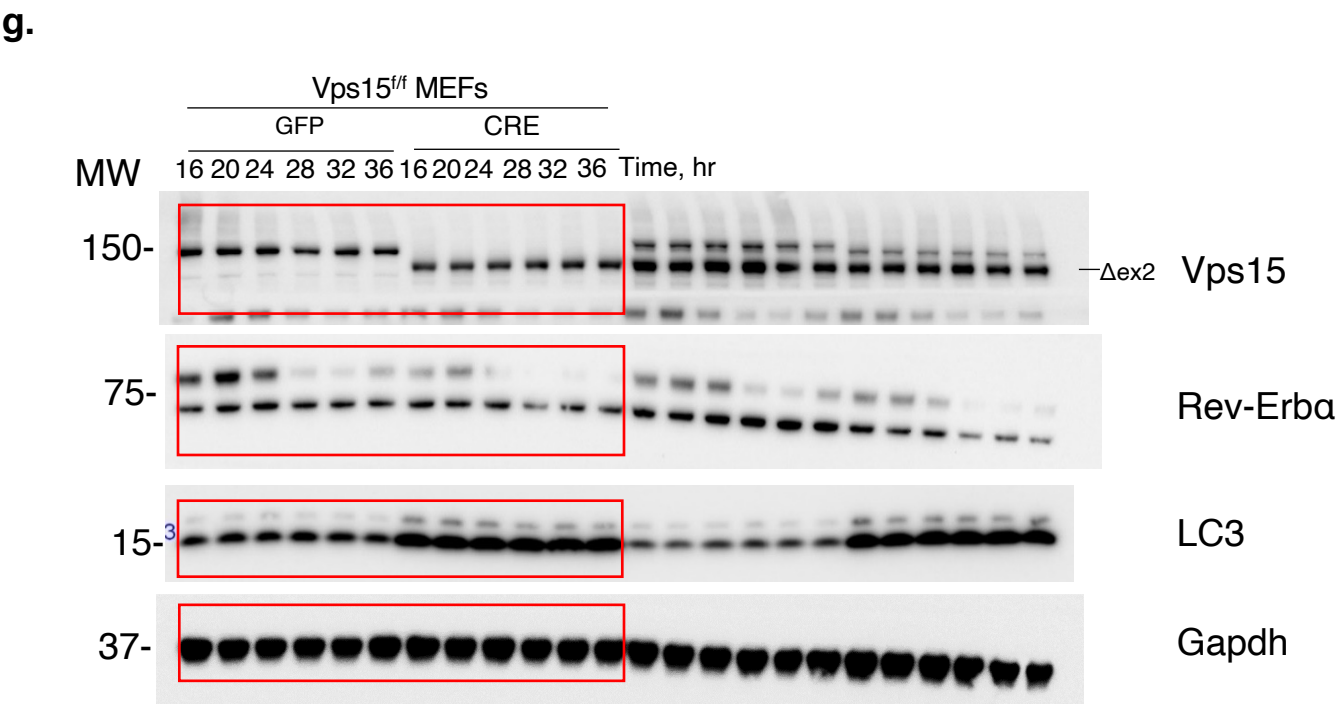

Uncropped blots Fig. 2. Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

a.

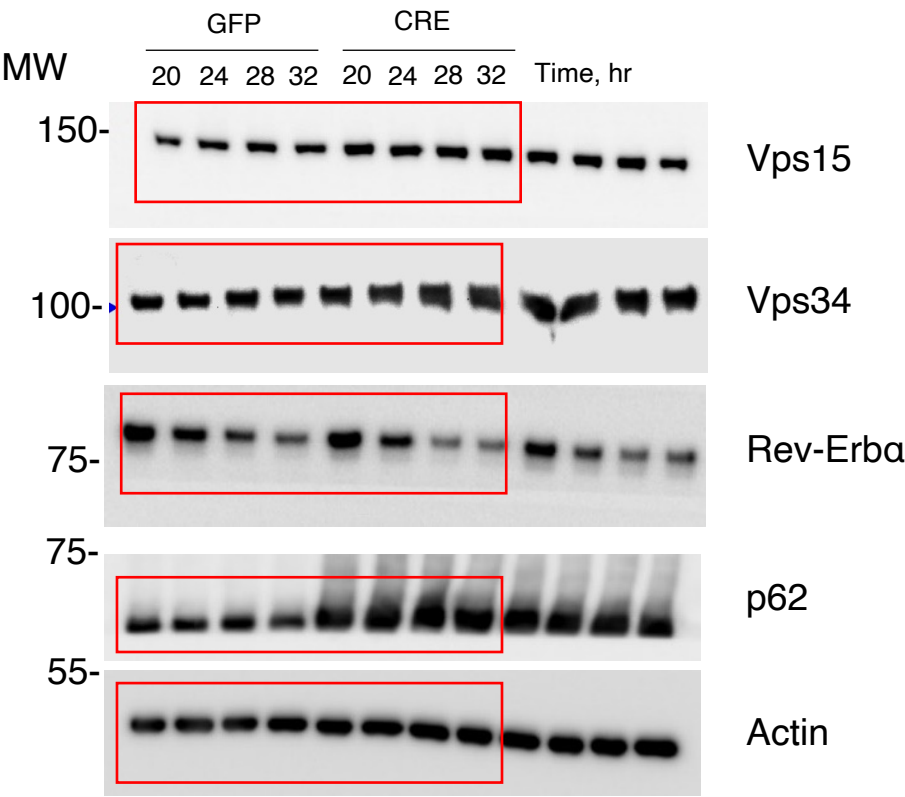

d.

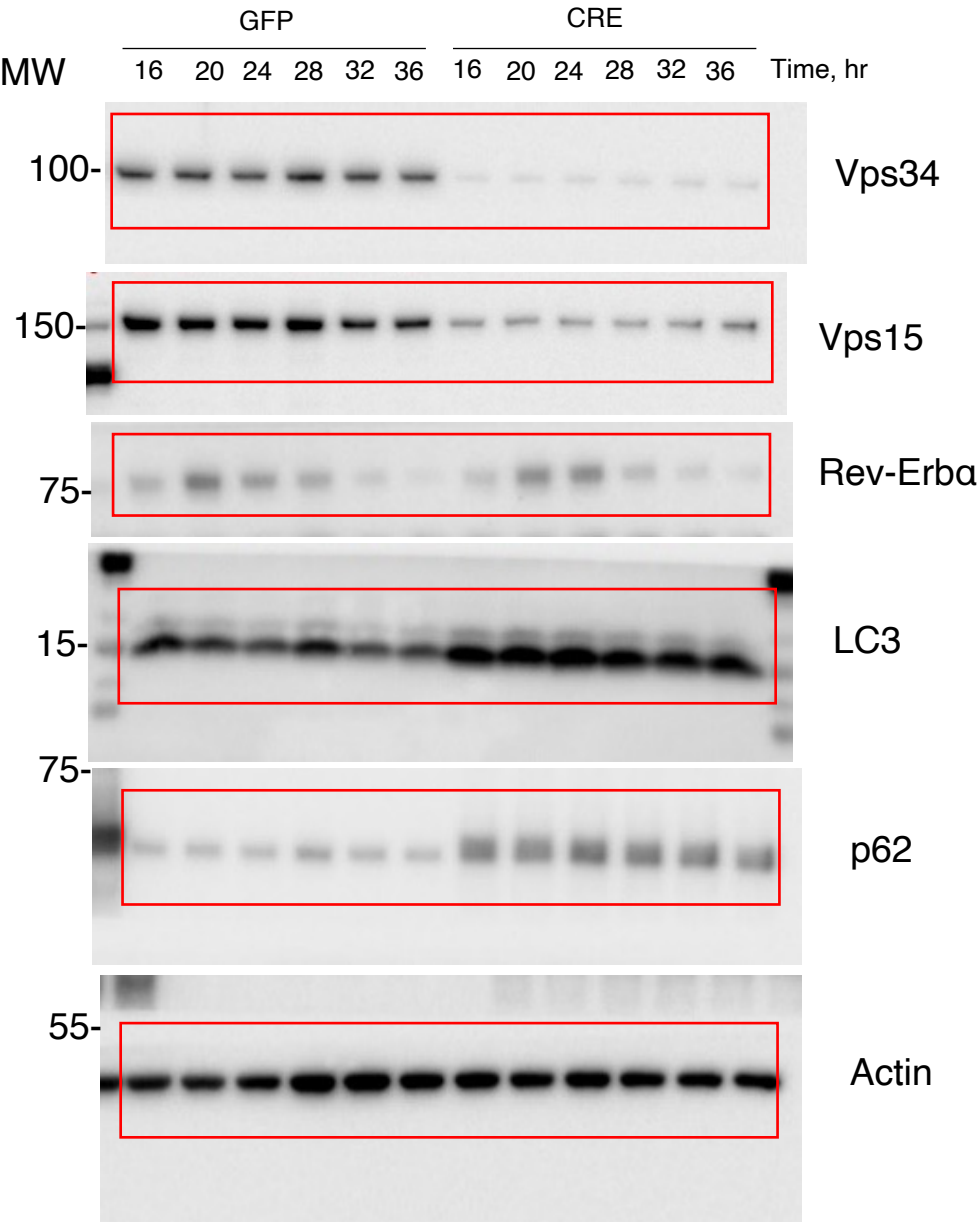

**Uncropped blots Fig. 3.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

a.

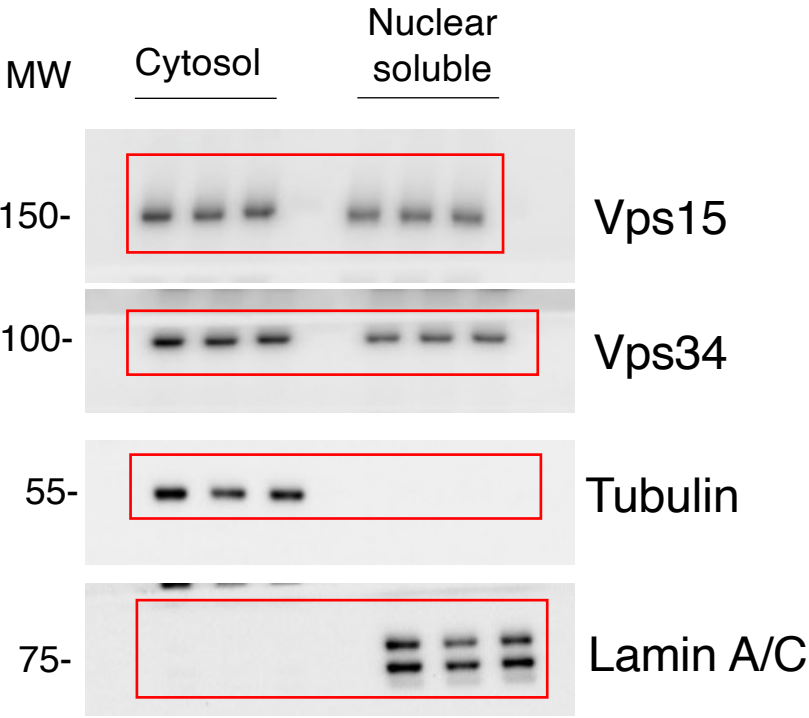

d.

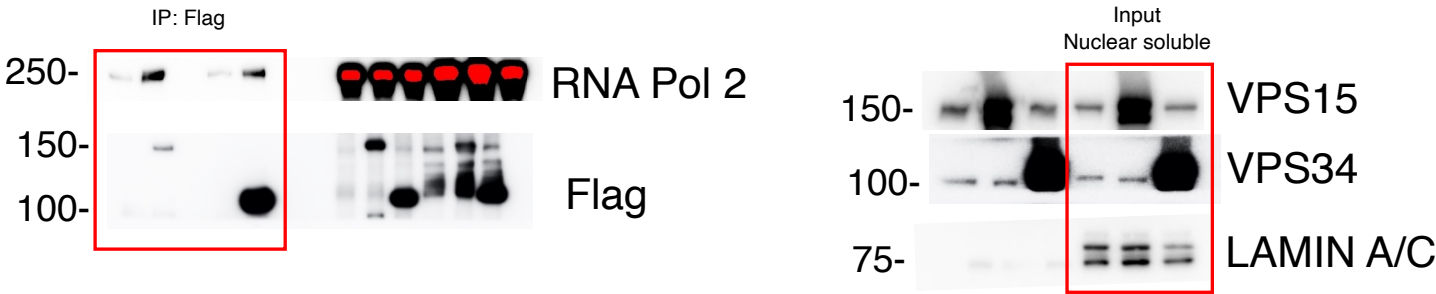

f.

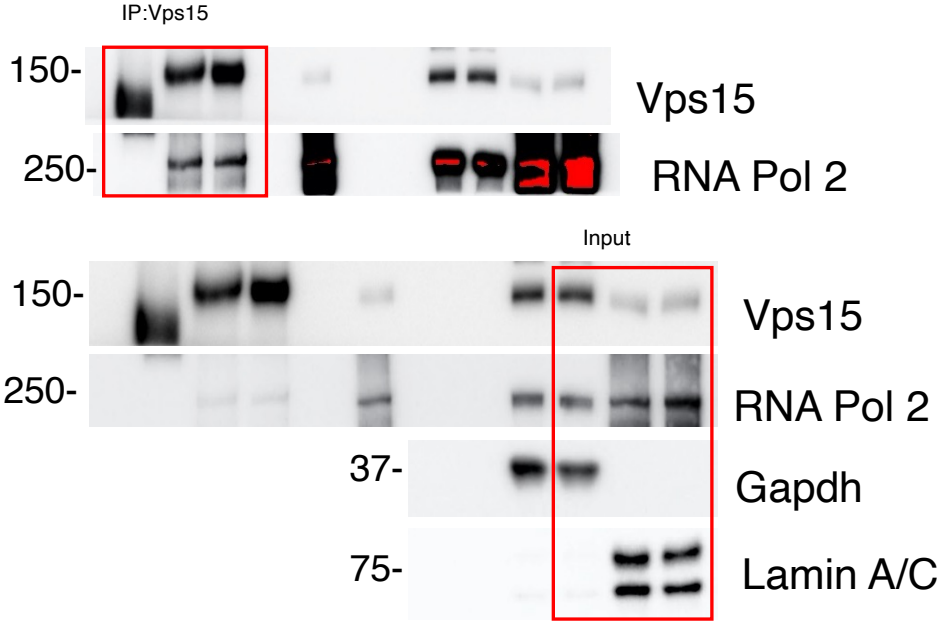

g.

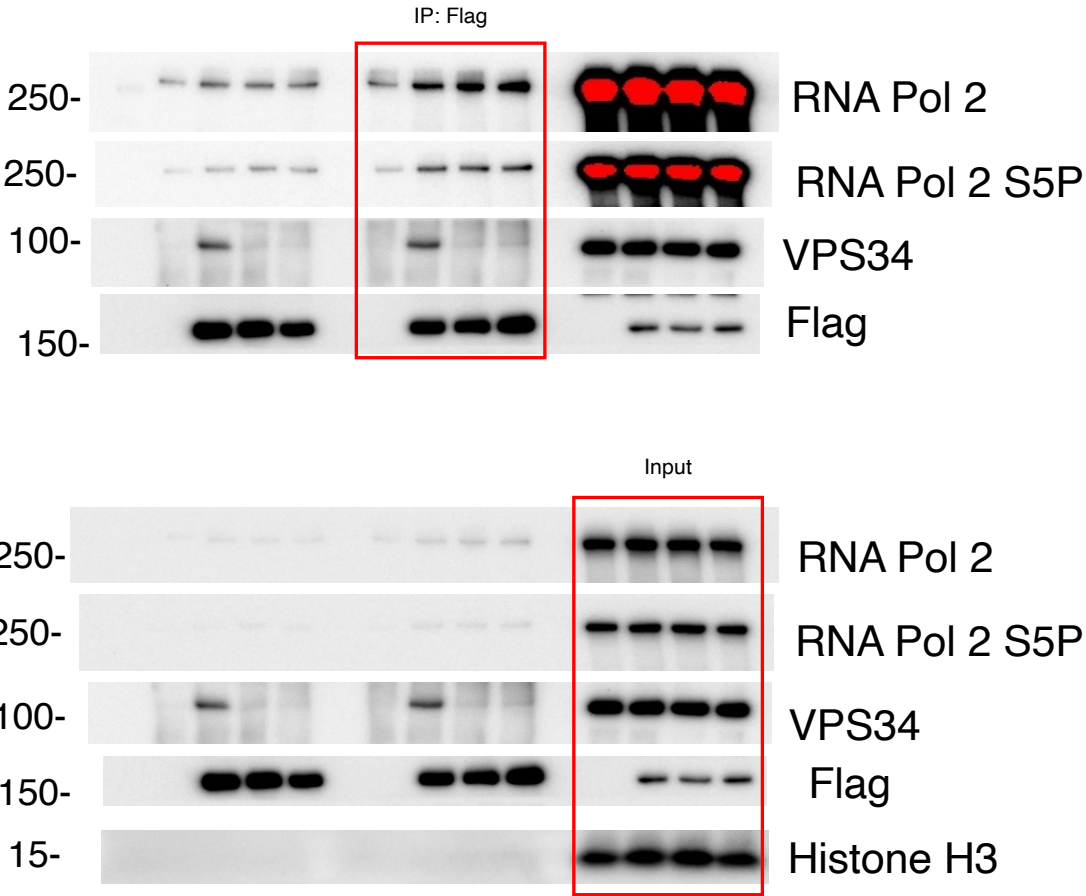

**Uncropped blots Fig. 4.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

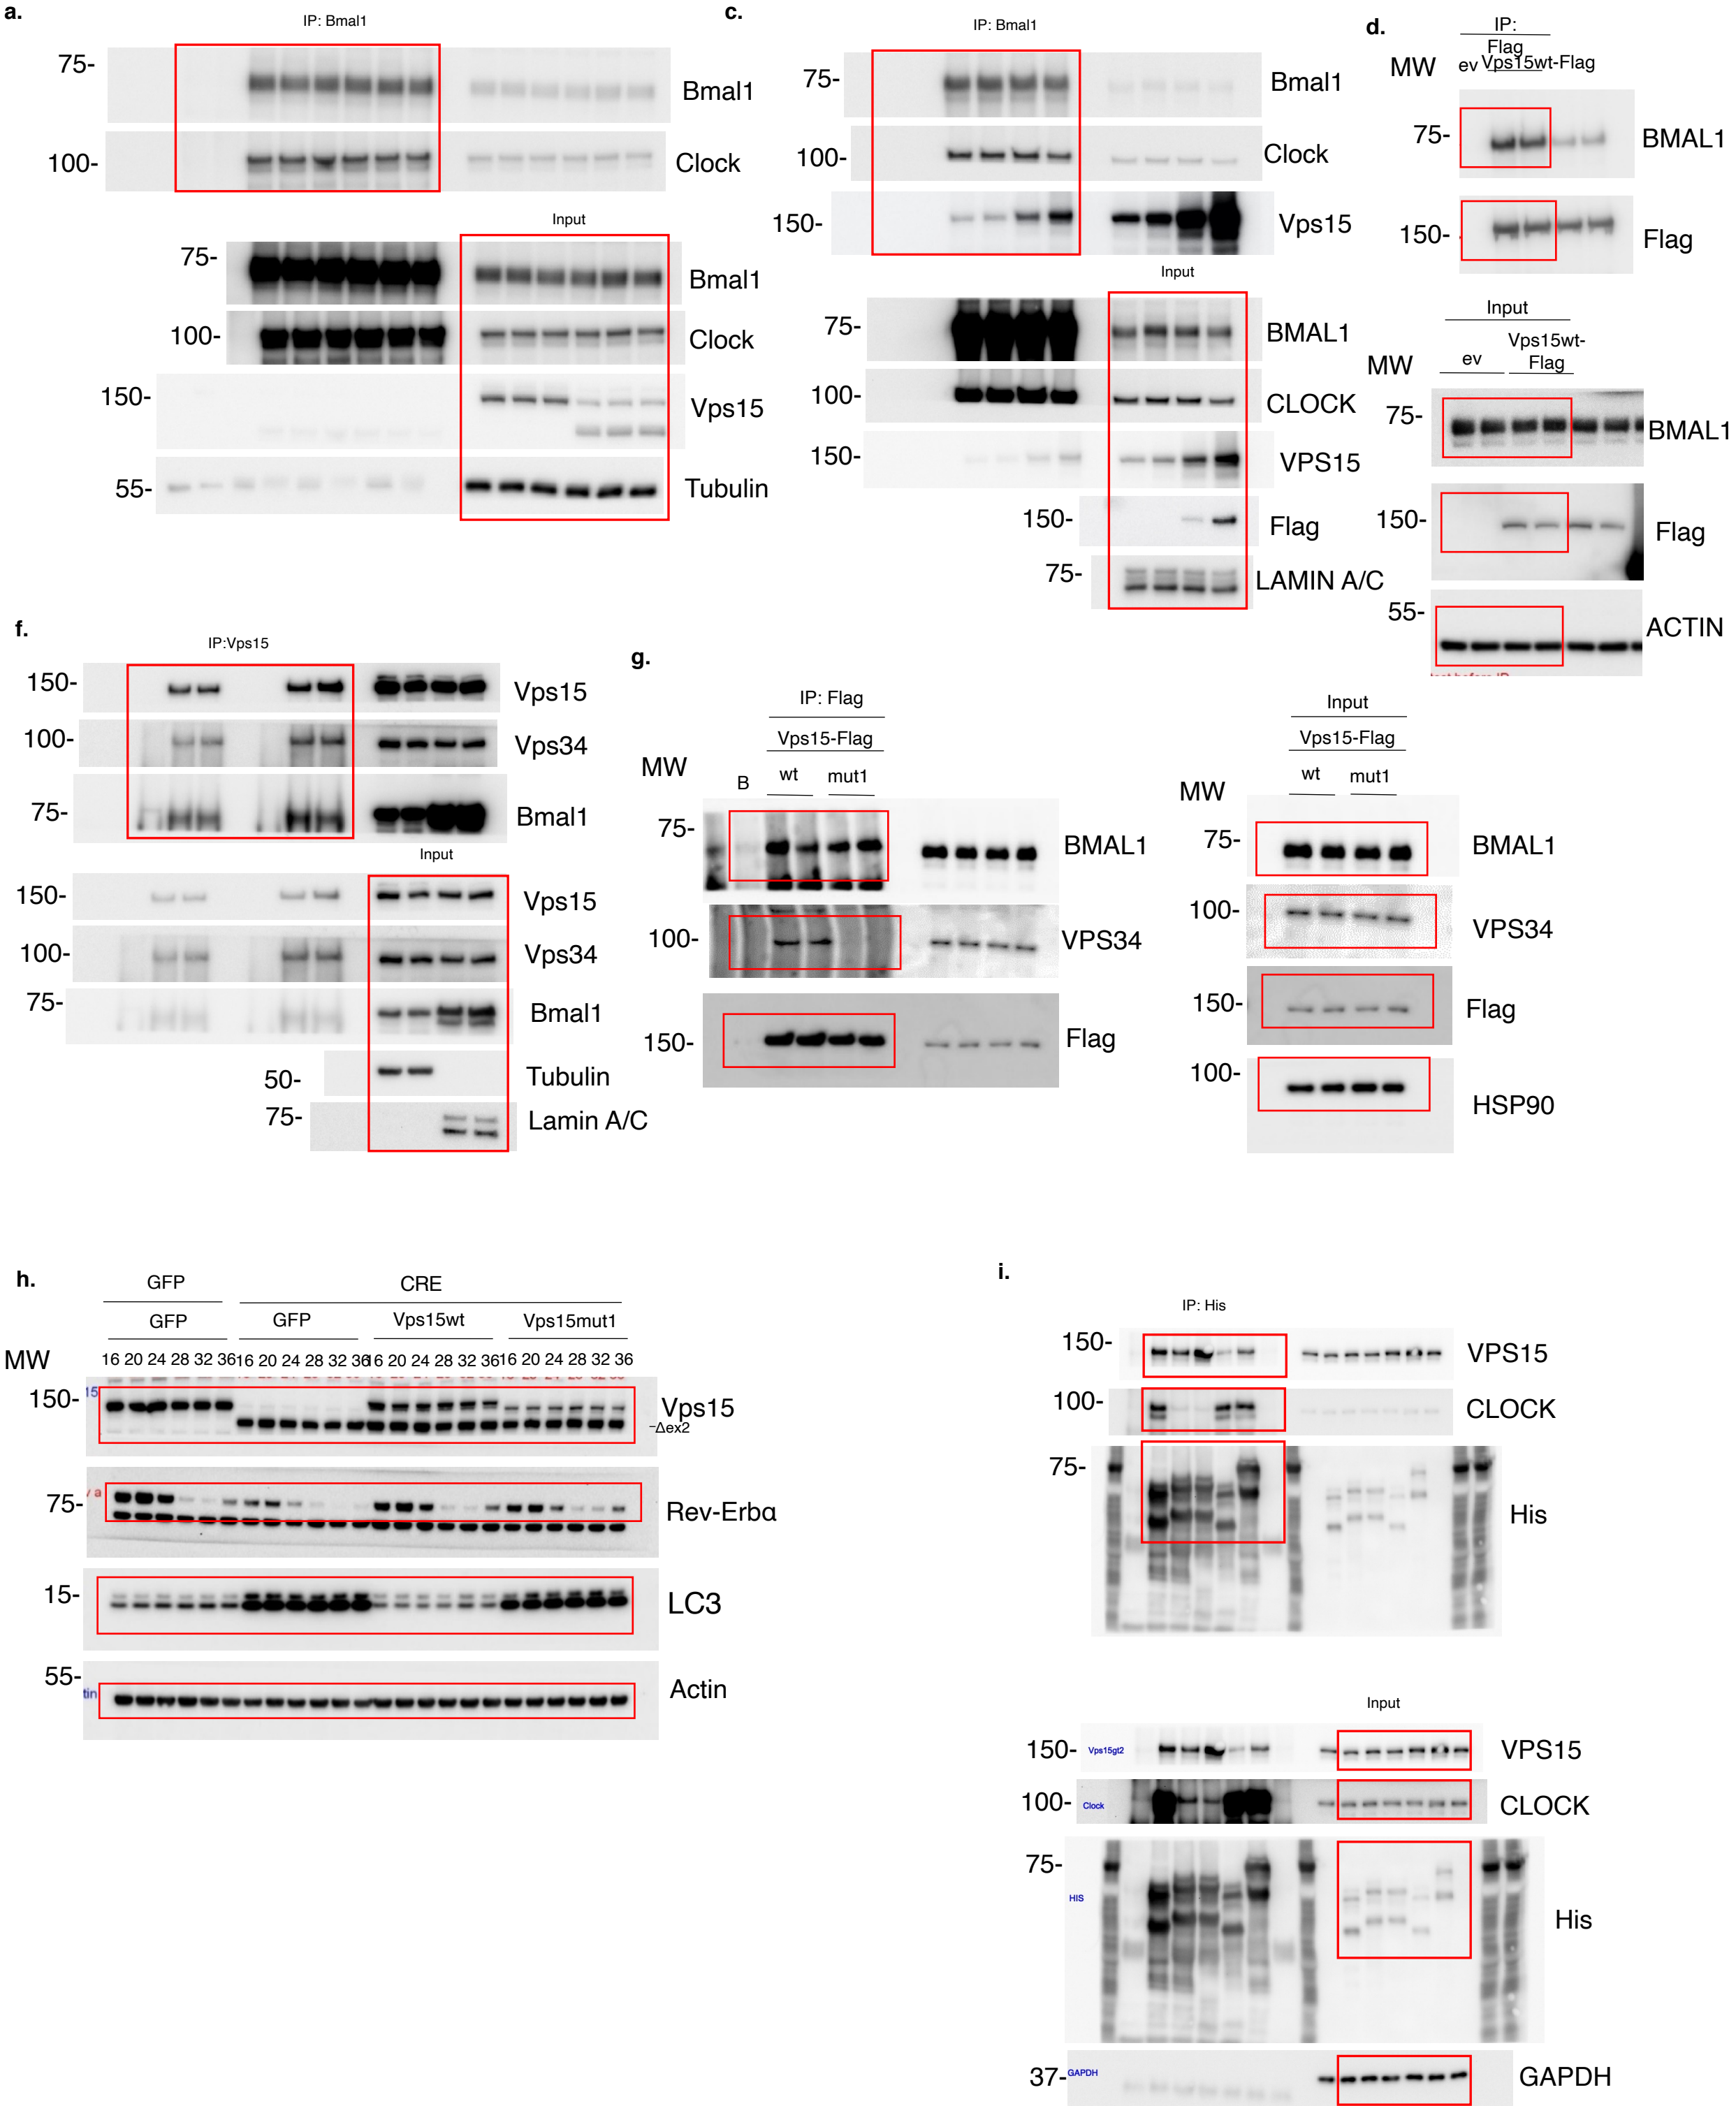

Uncropped blots Fig. 5. Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

a.

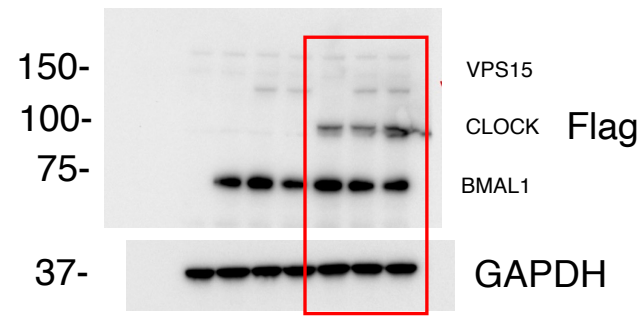

b.

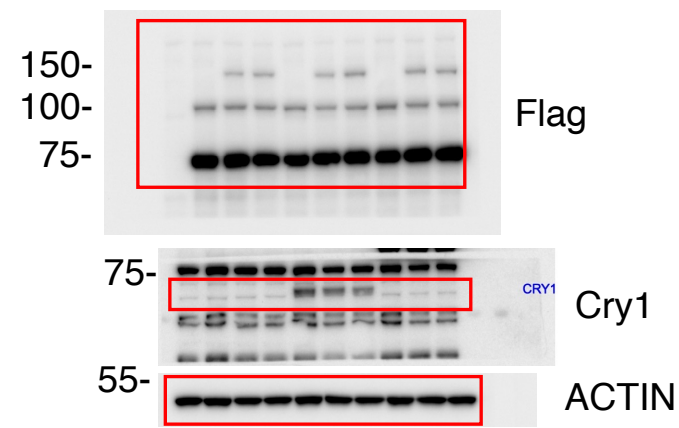

**Uncropped blots Fig. 6.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

**f.**

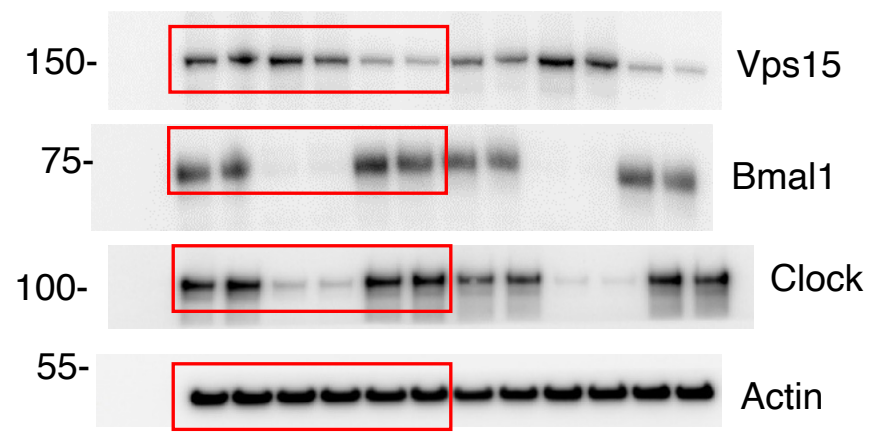

**Uncropped blots Extended Data Fig. 1.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

a.

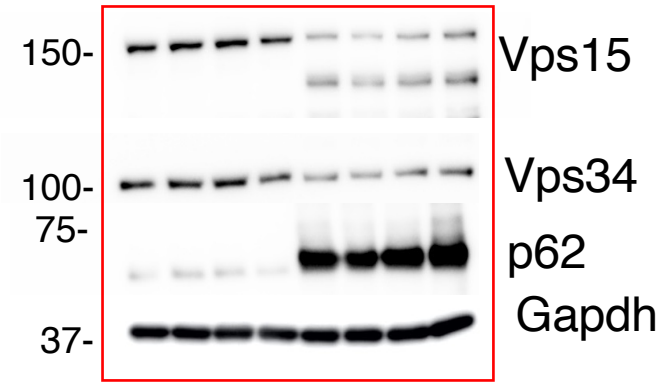

e.

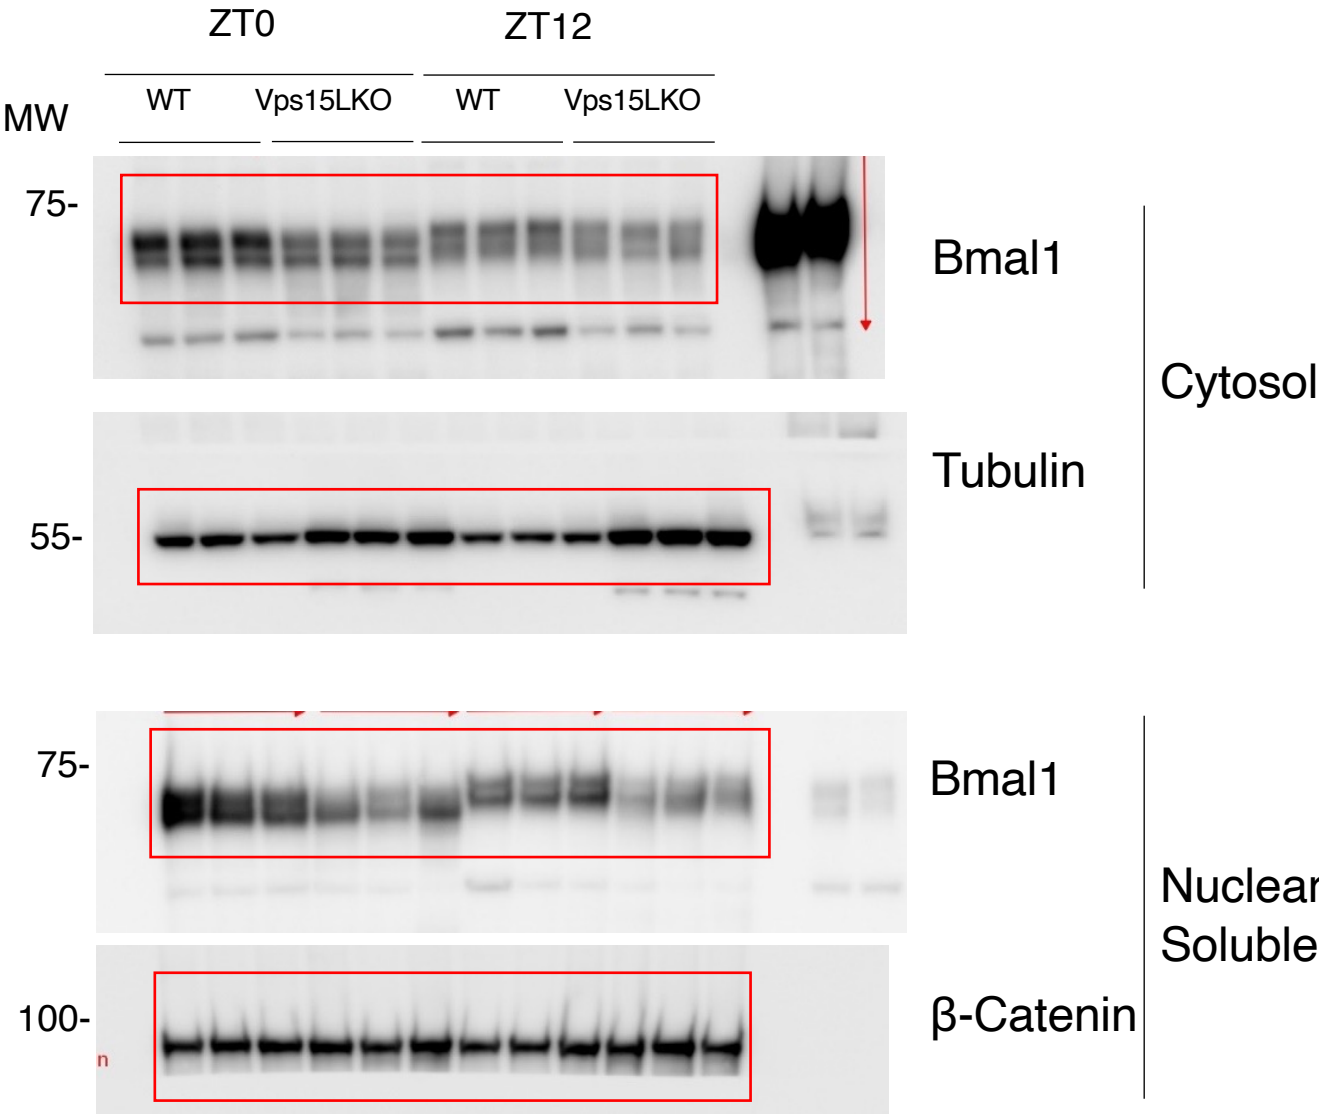

f.

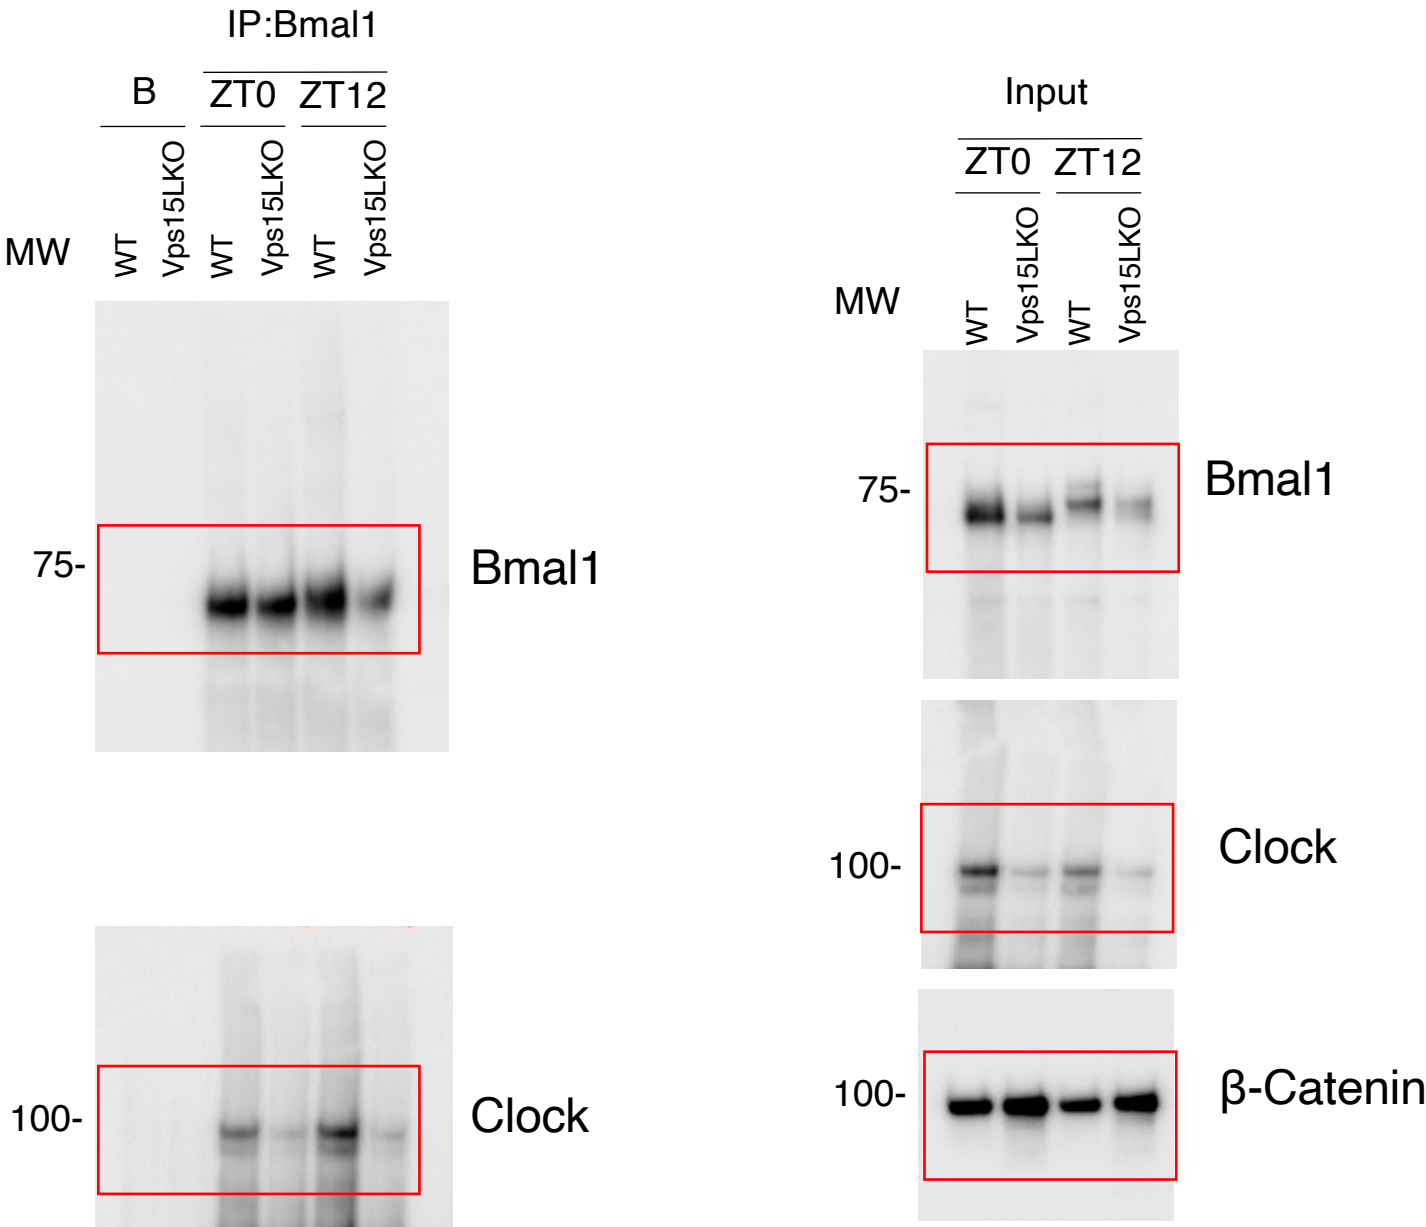

Uncropped blots Extended Data Fig. 2. Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

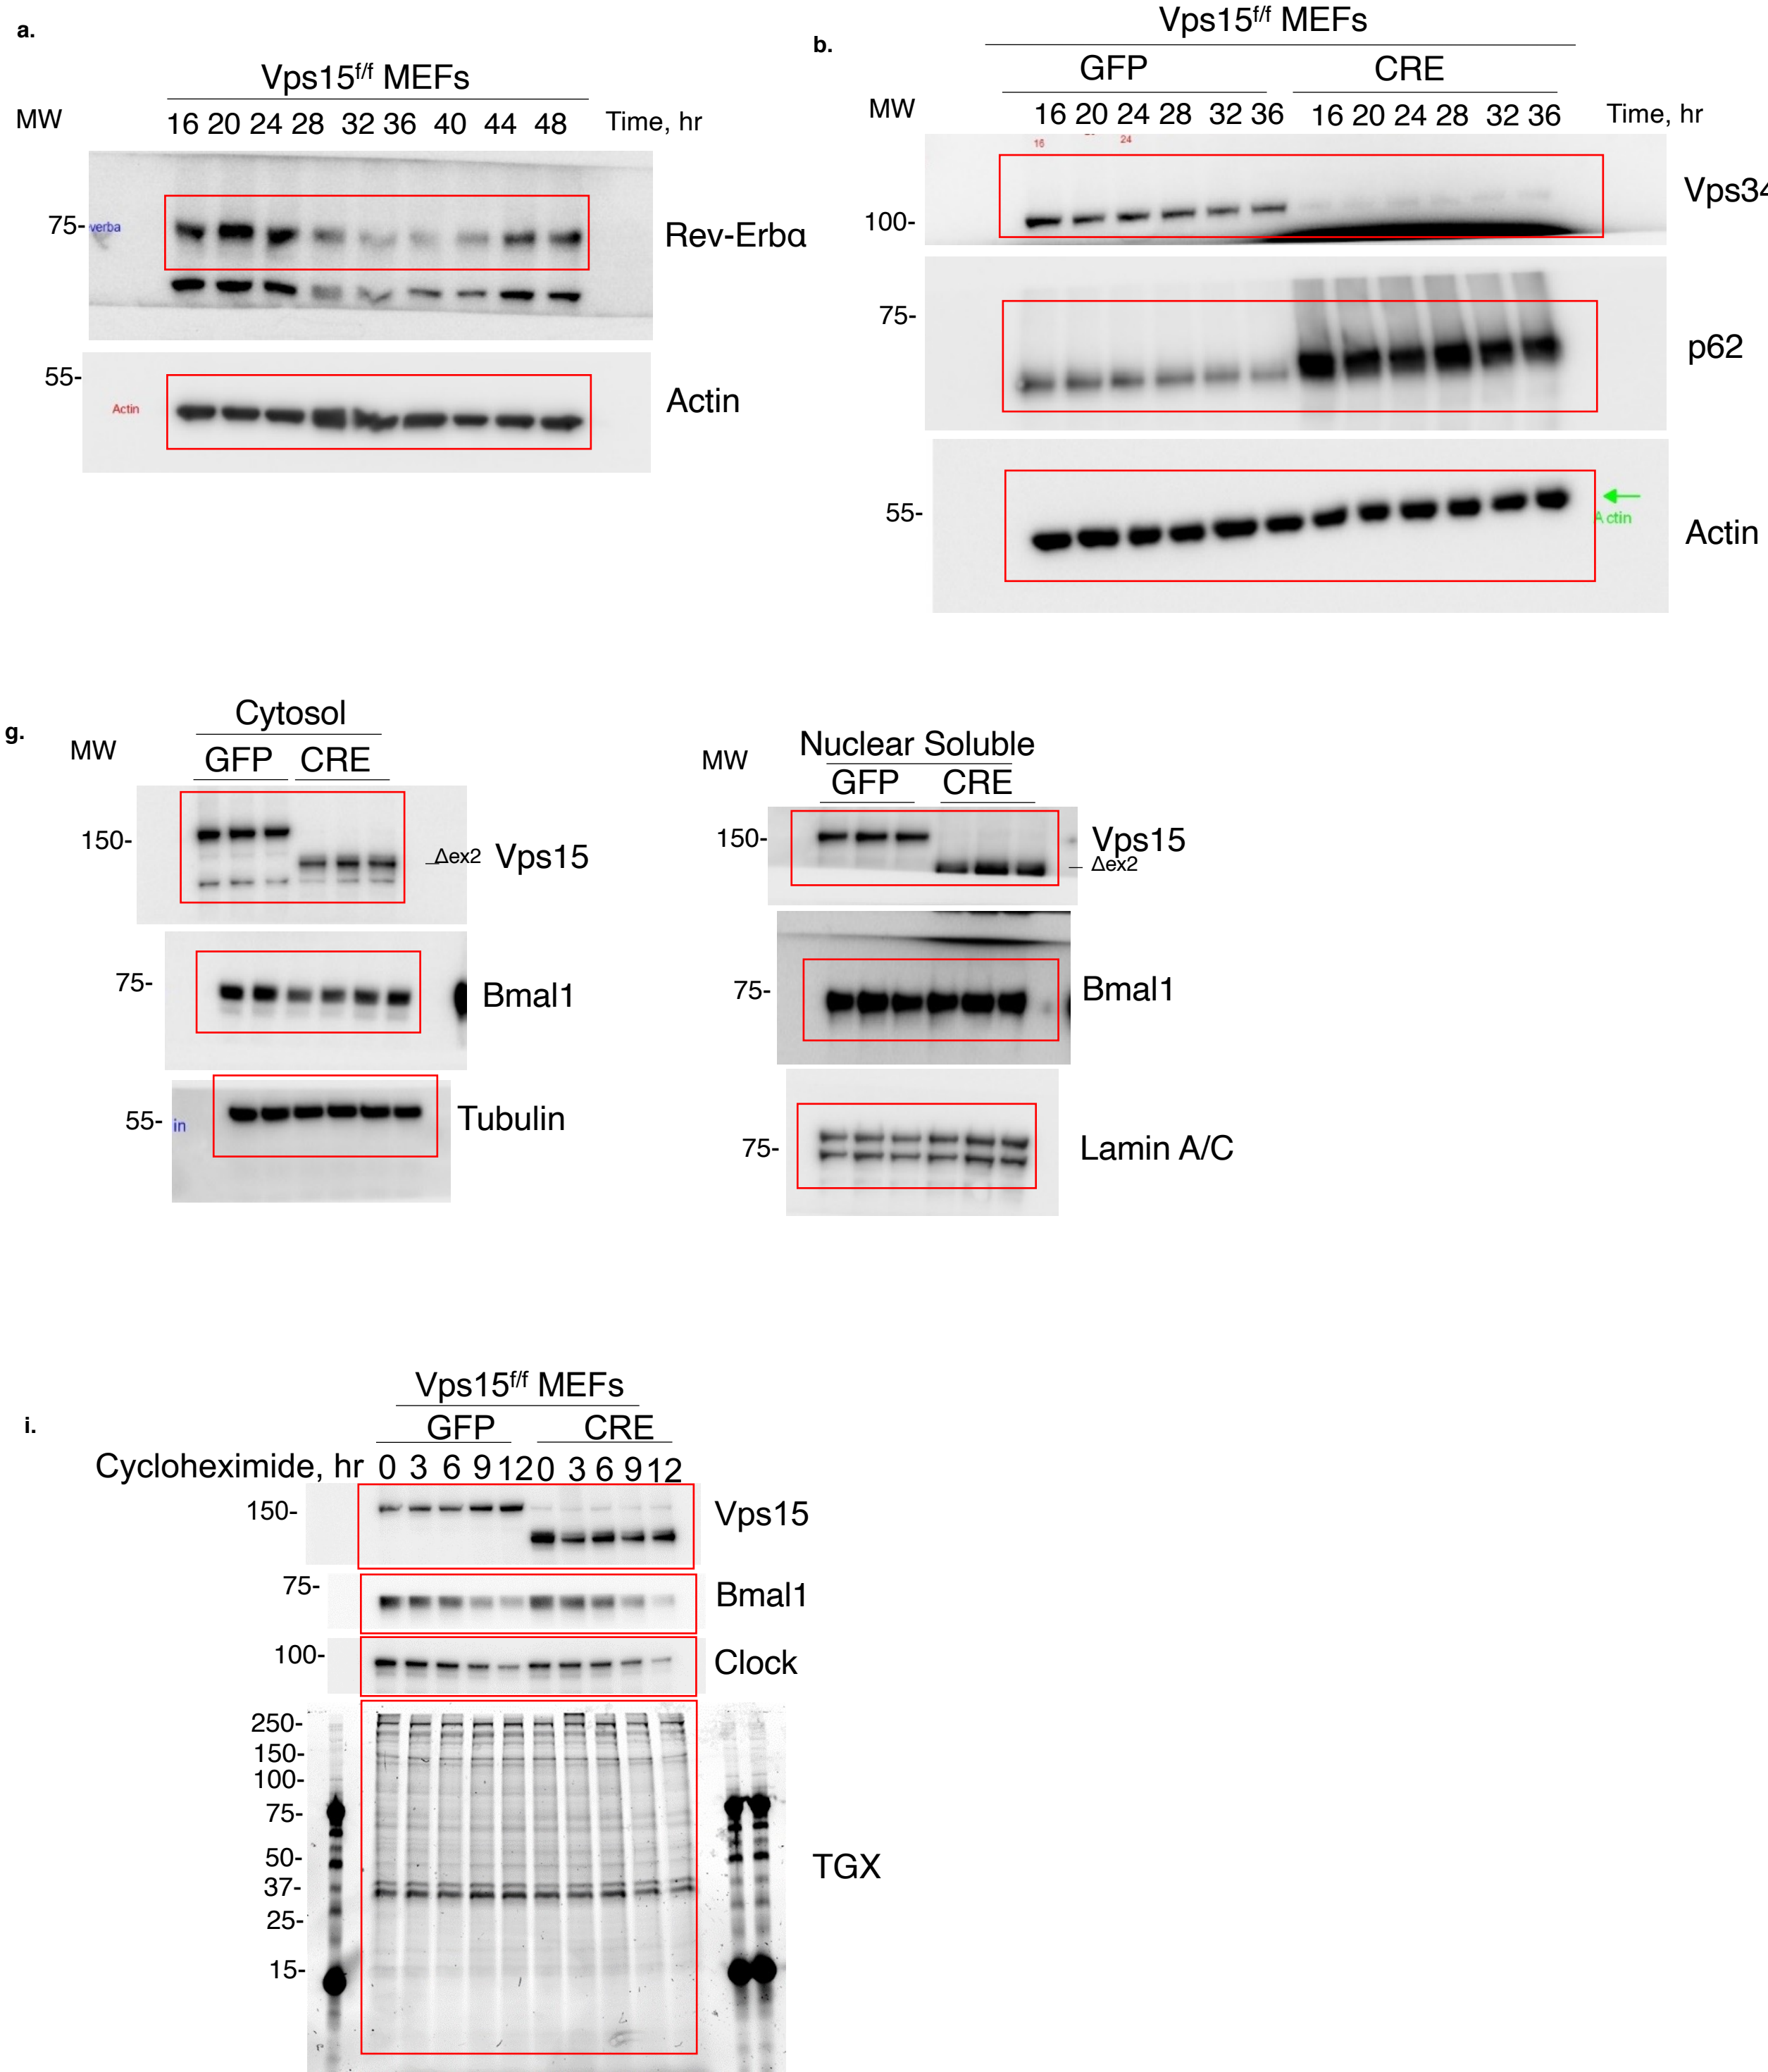

**Uncropped blots Extended Data Fig. 3.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

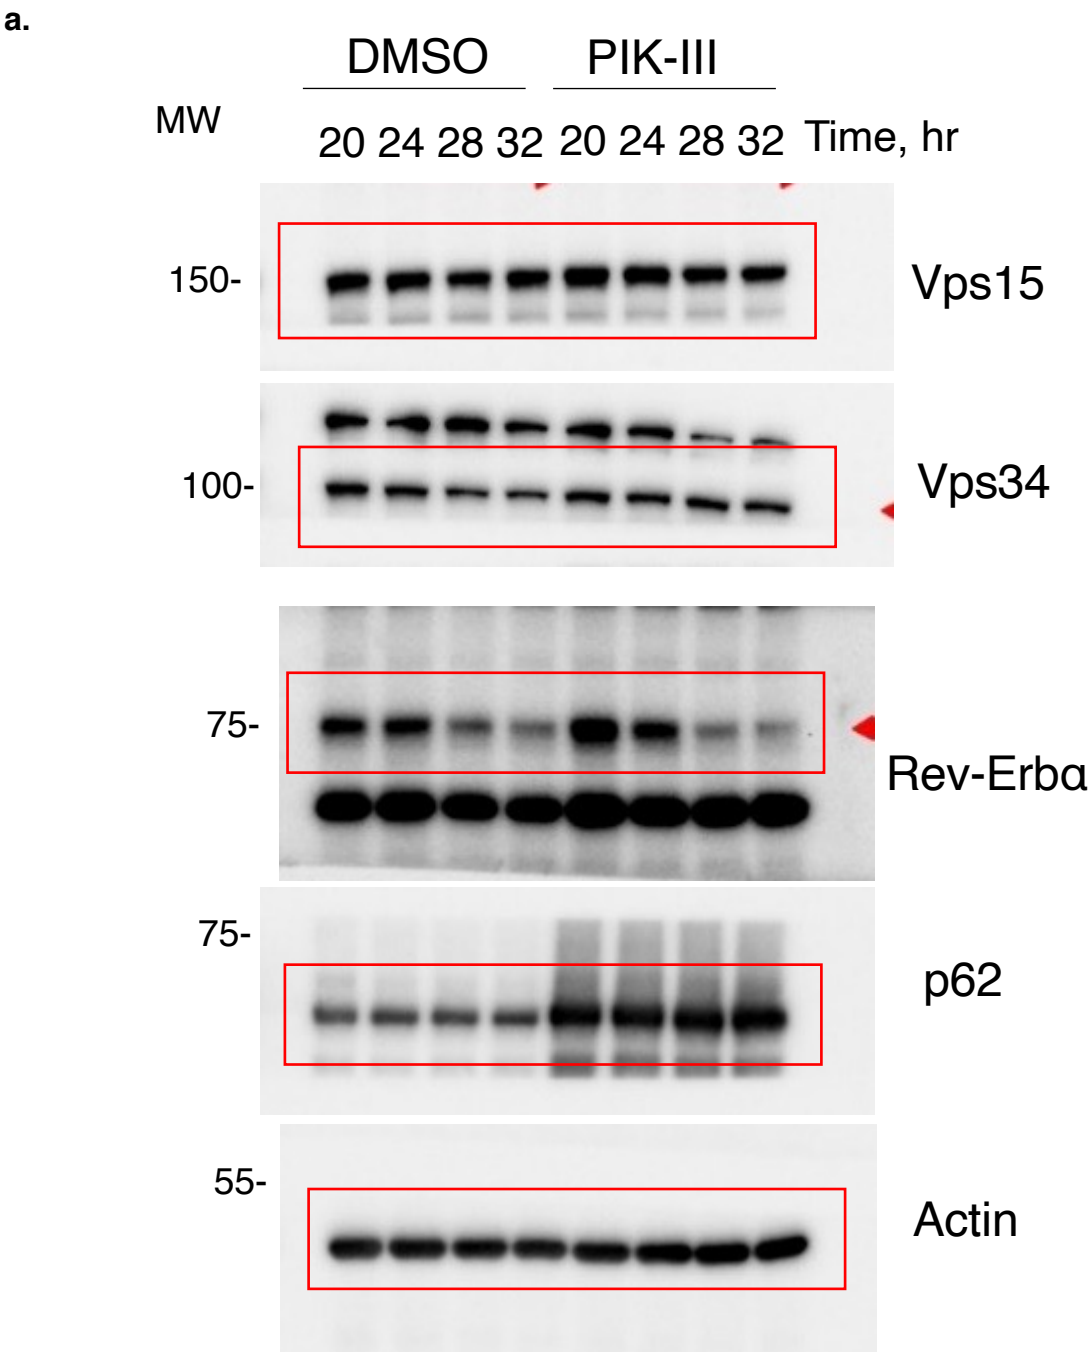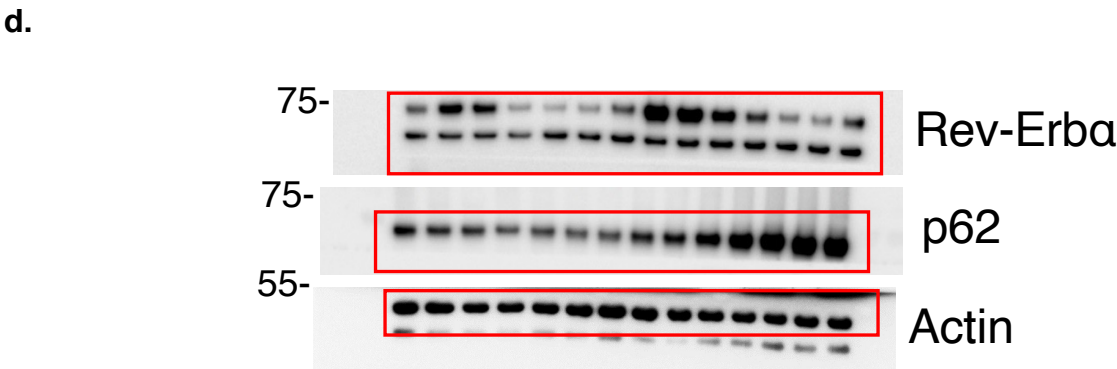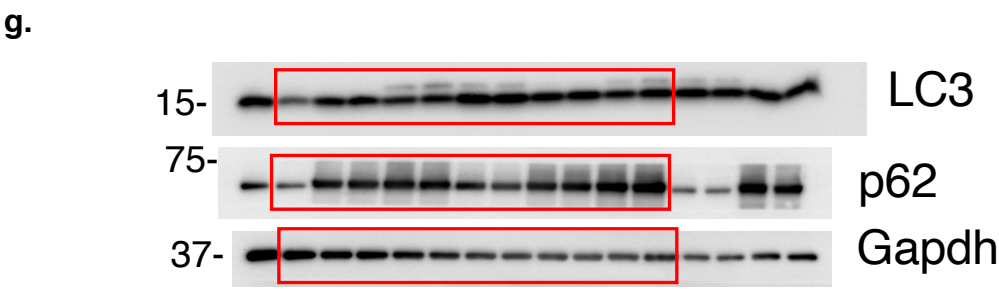

**Uncropped blots Extended Data Fig. 4.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

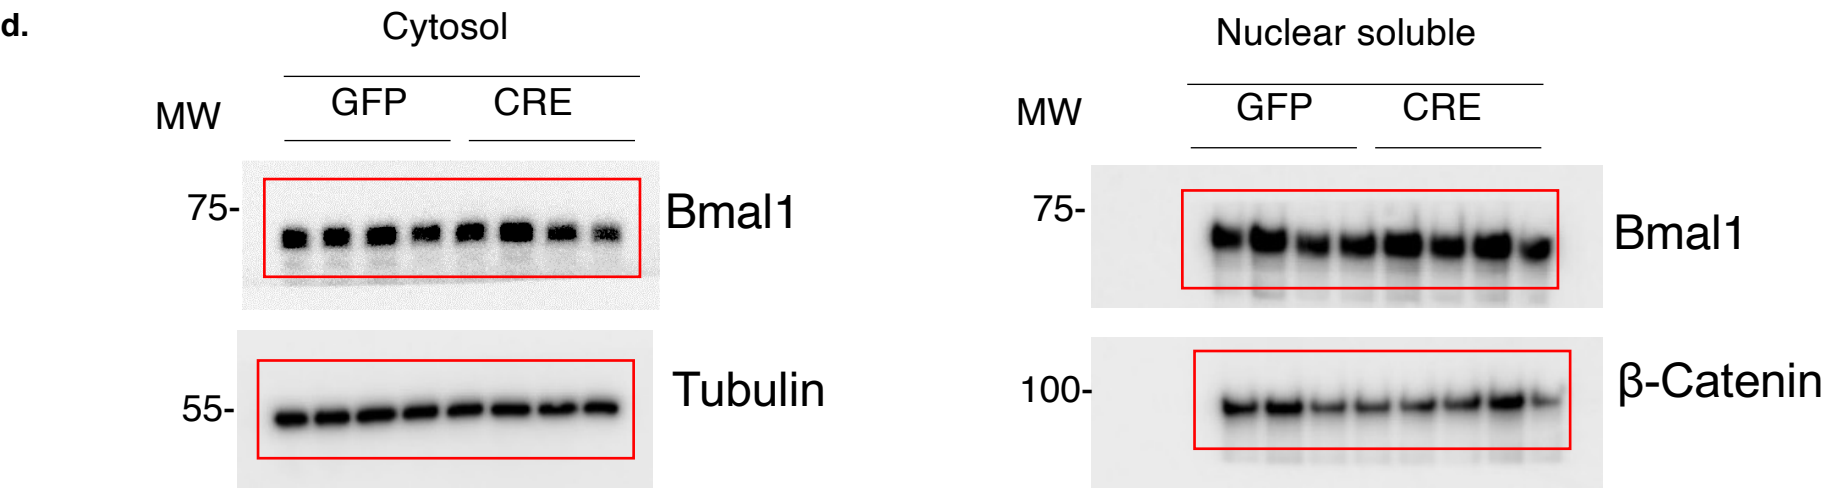

**Uncropped blots Extended Data Fig. 5.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

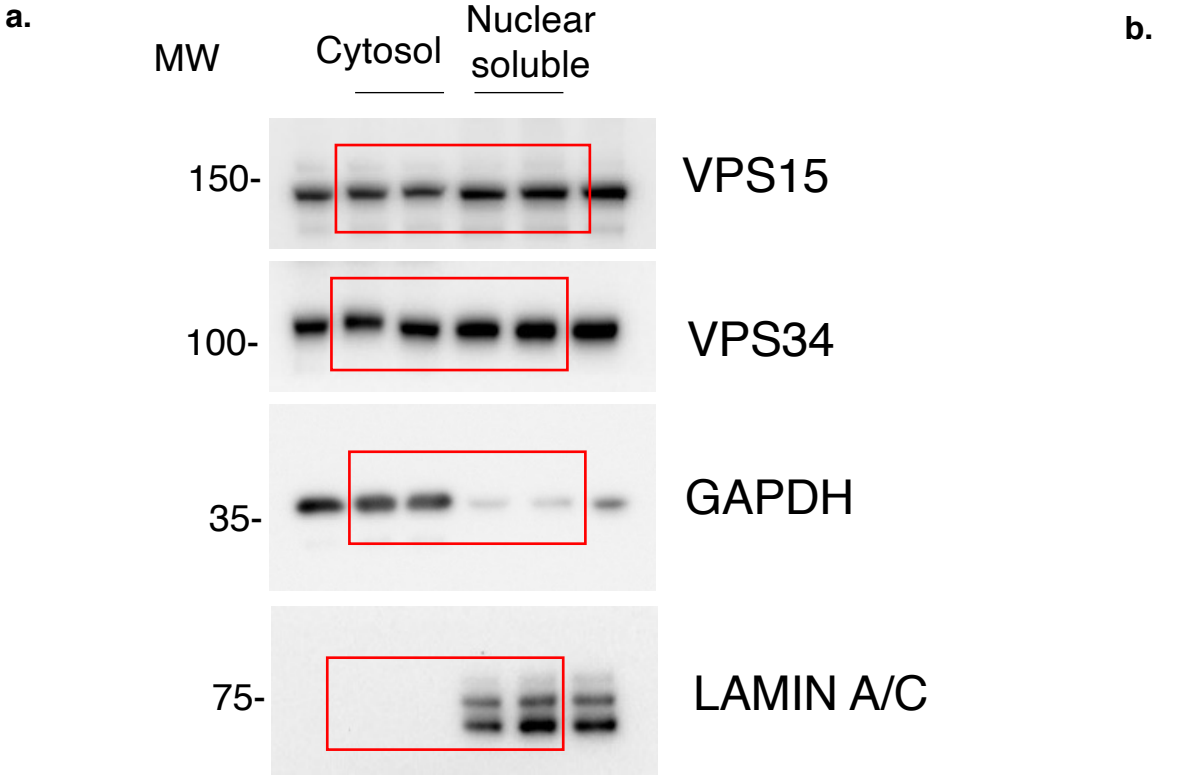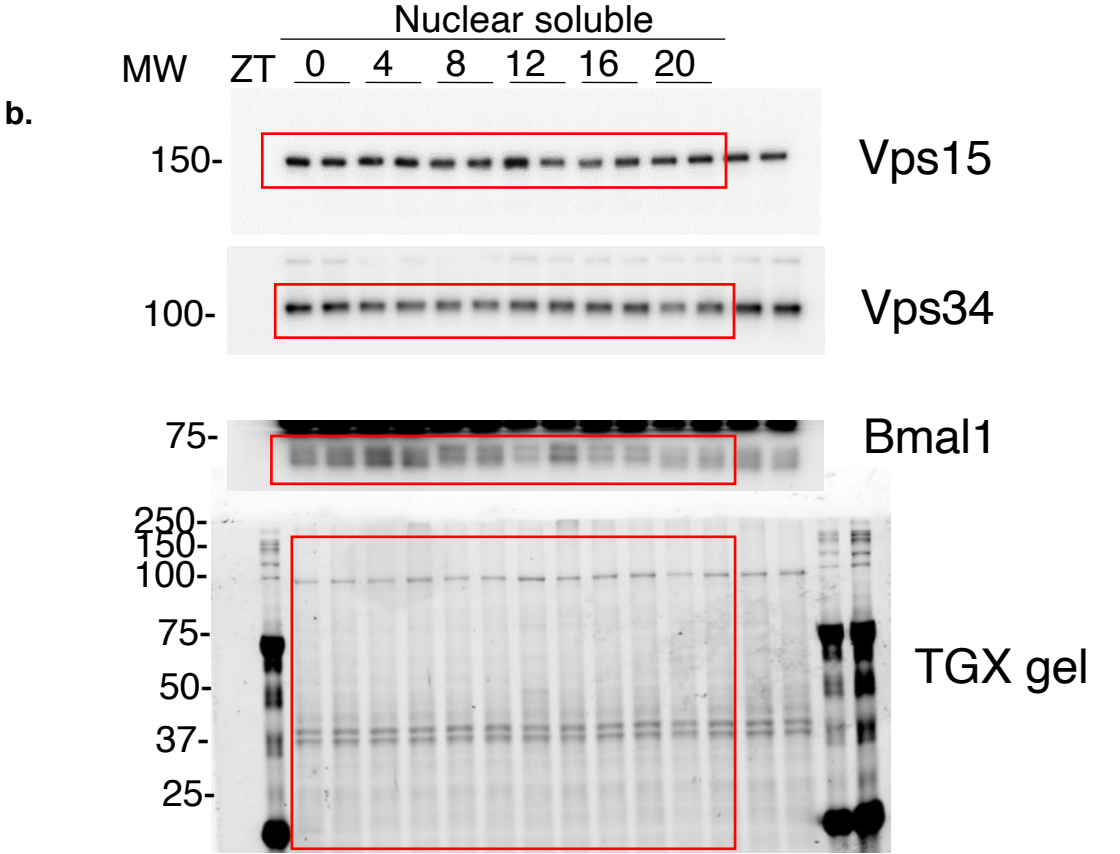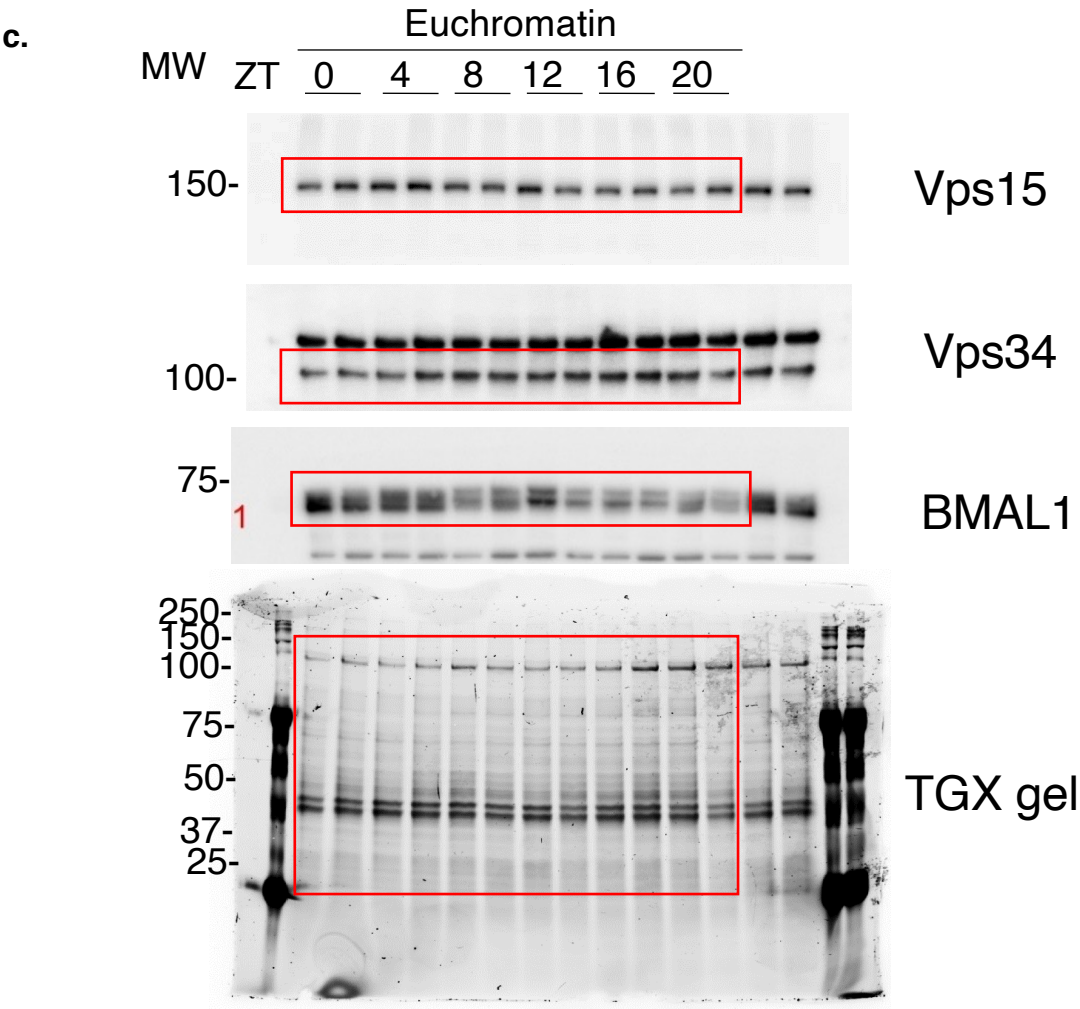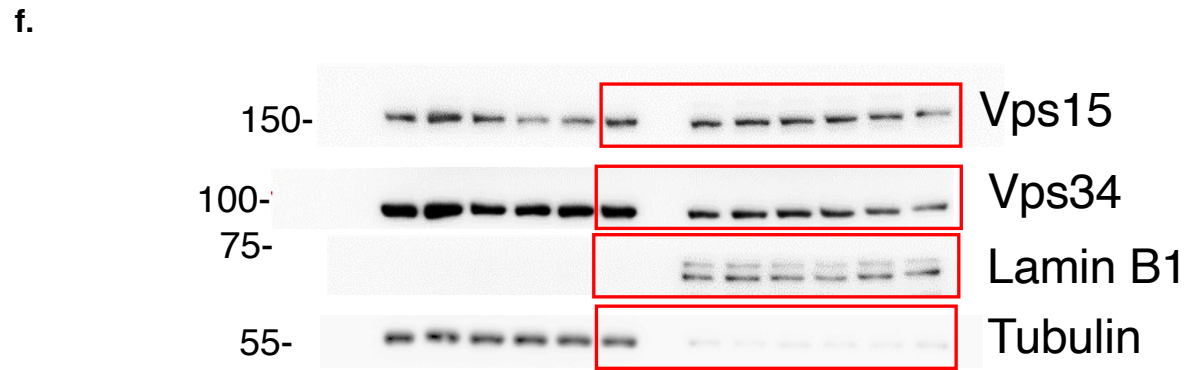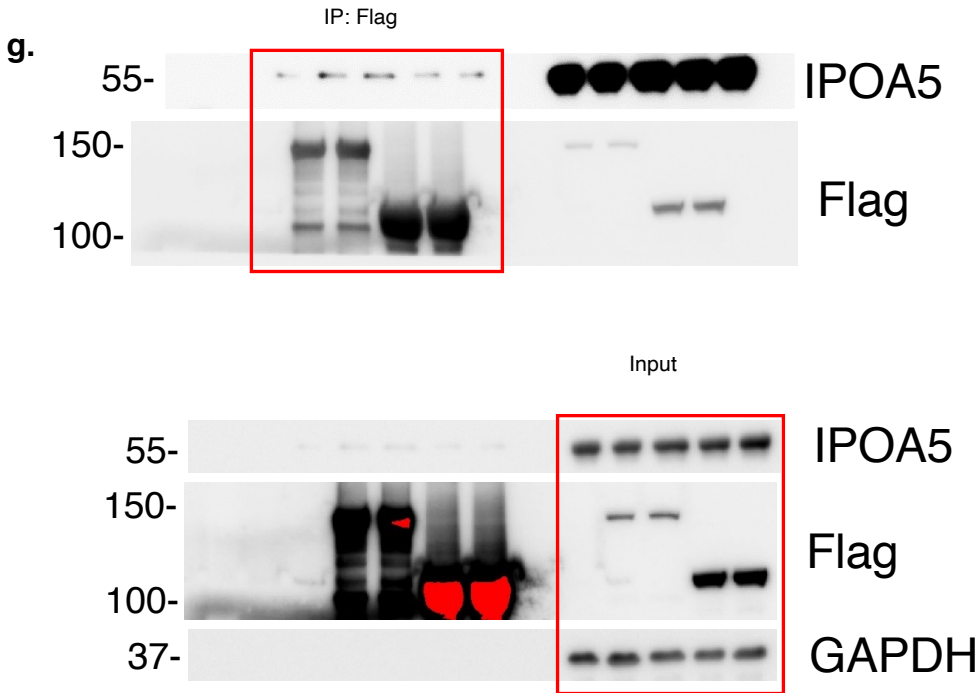

**Uncropped blots Extended Data Fig. 6.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

**b.**

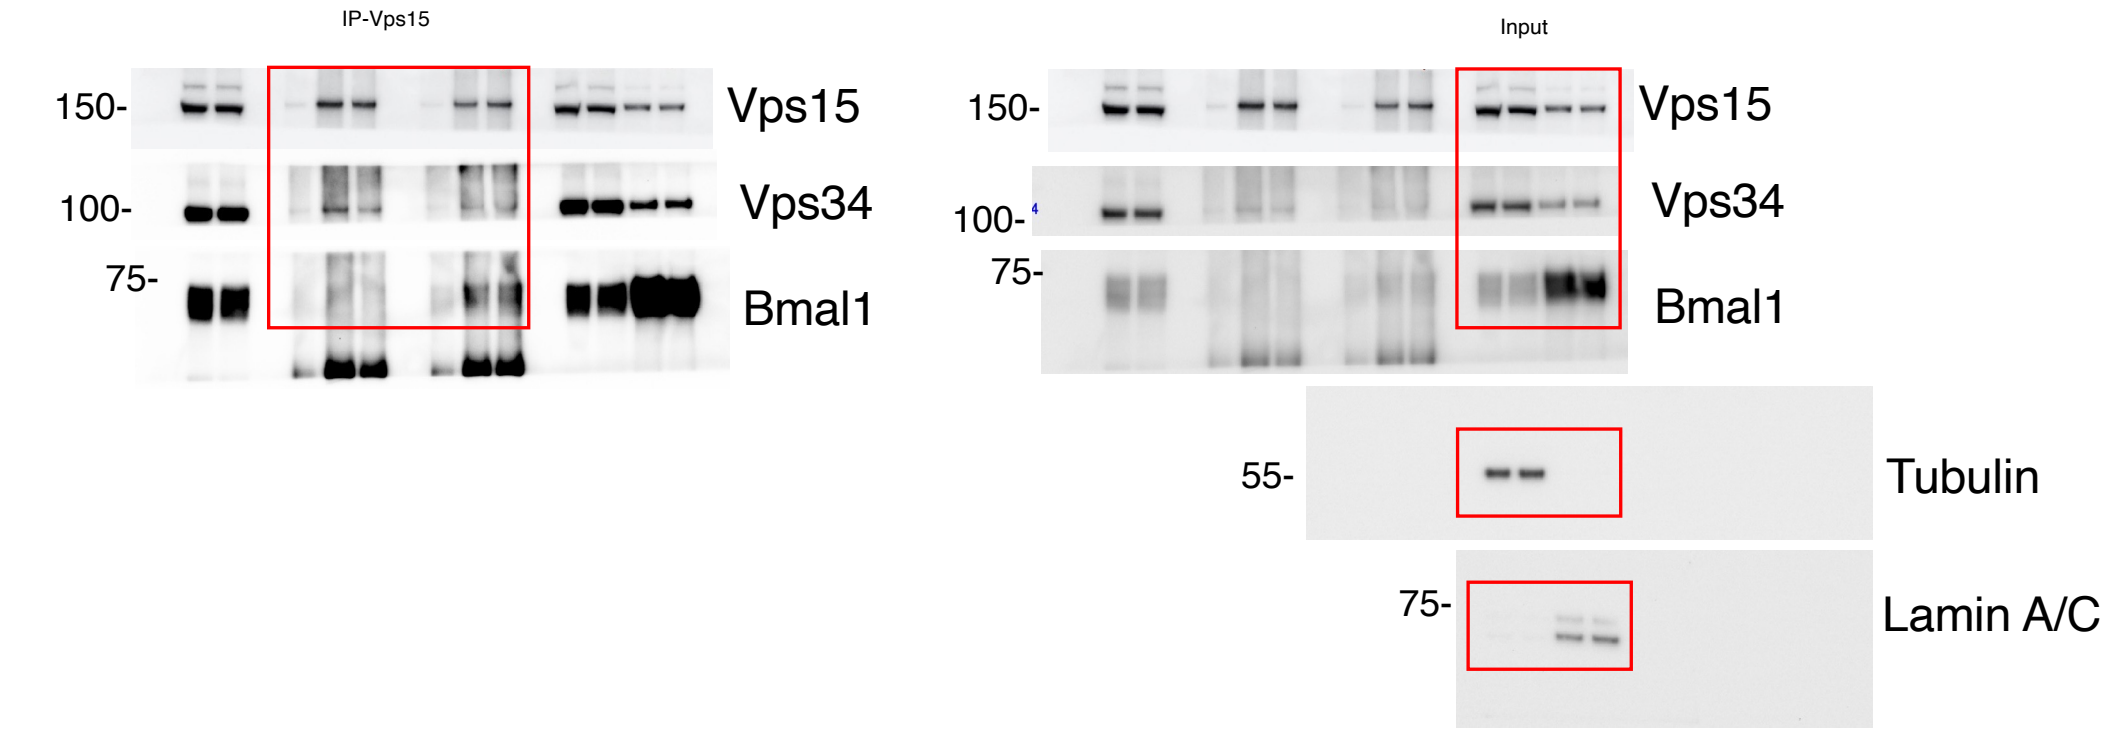

**e.**

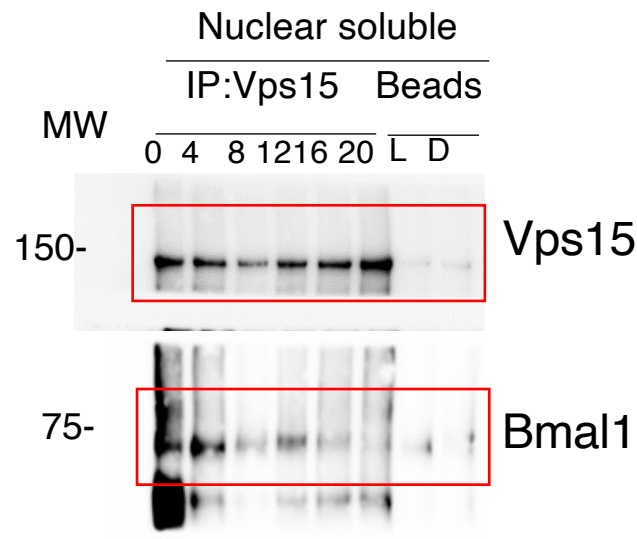

**f.**

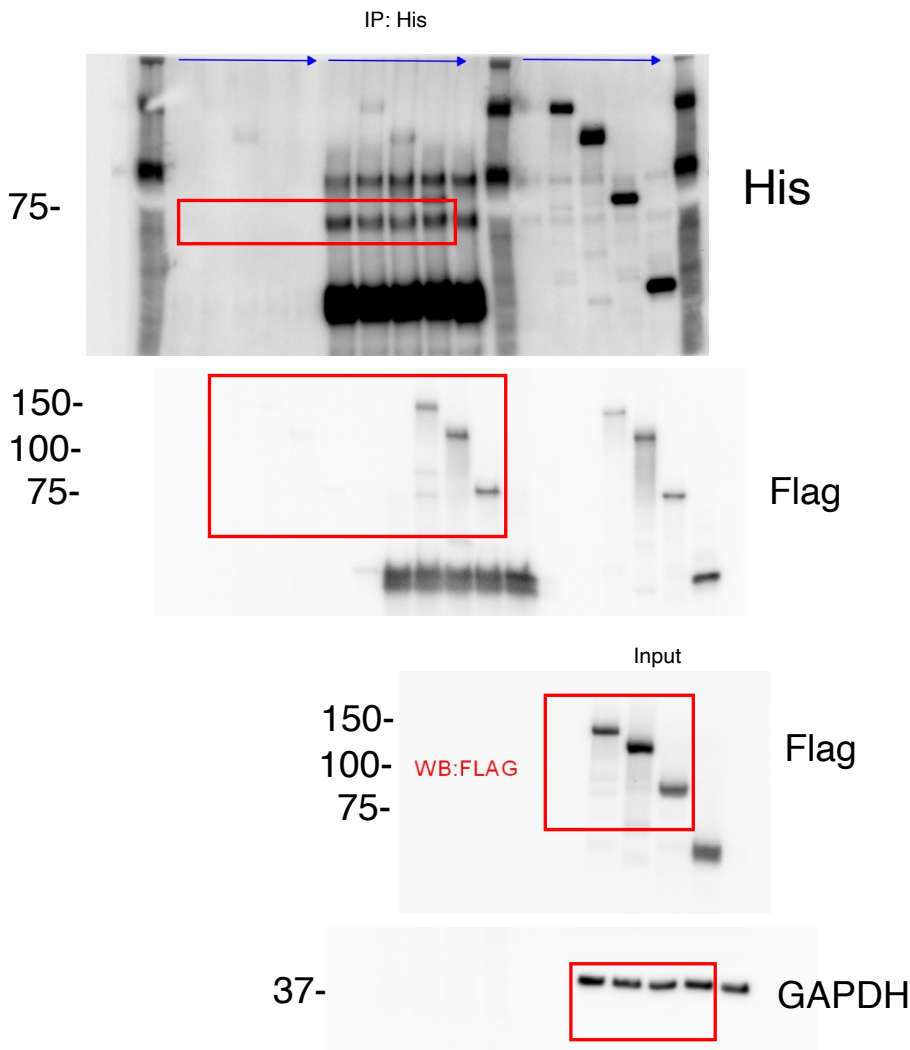

**Uncropped blots Extended Data Fig. 7.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

**b.**

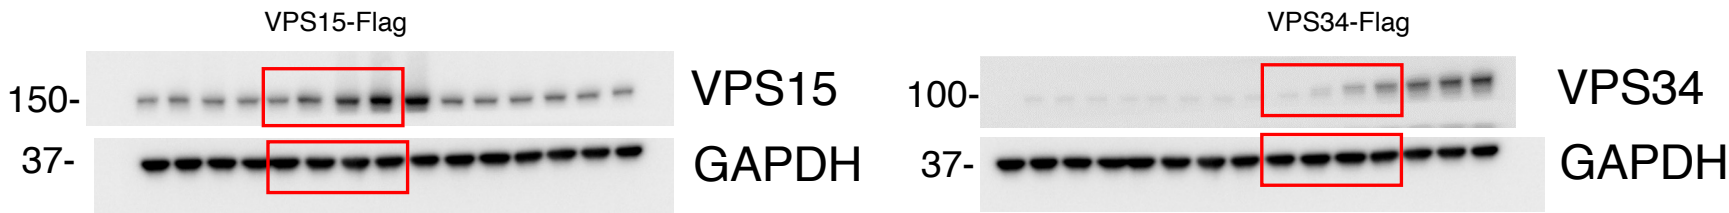

**d.**

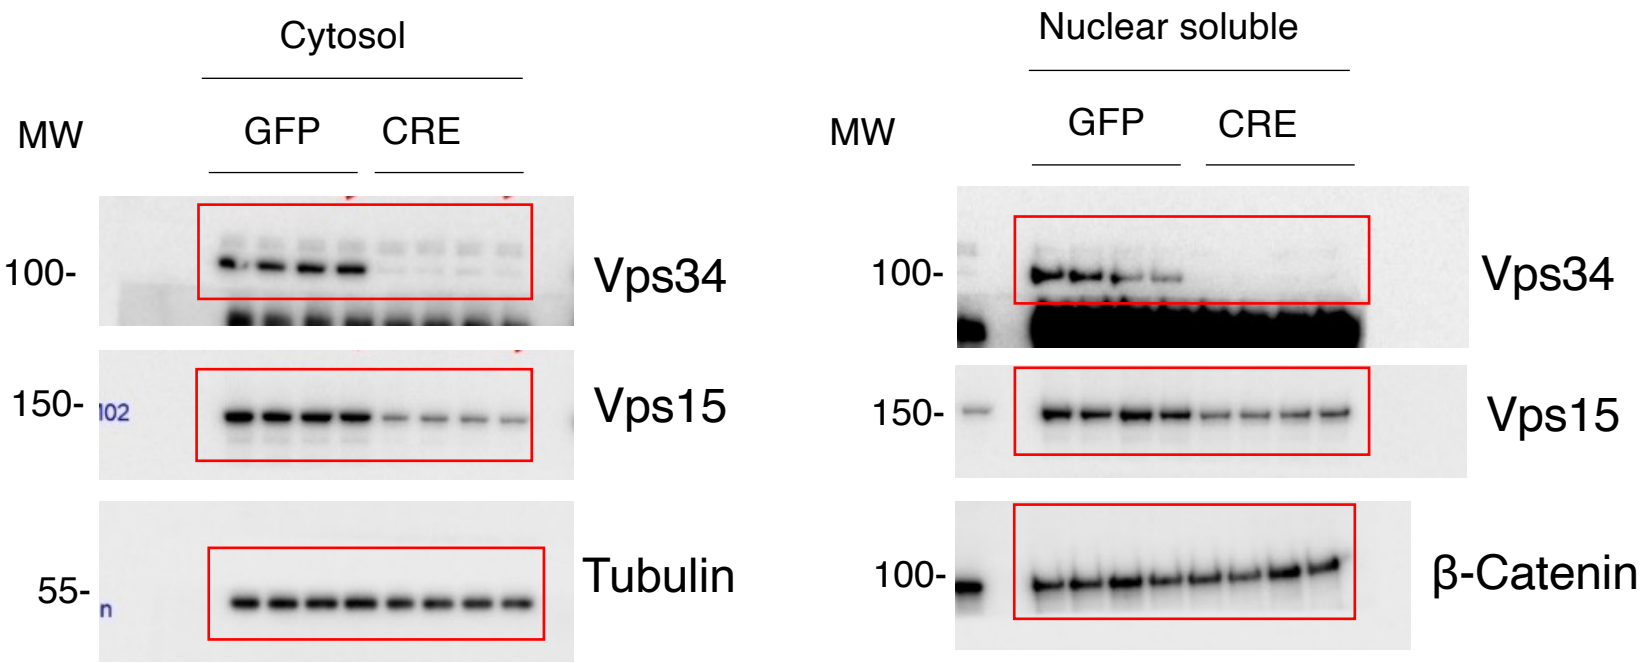

**e.**

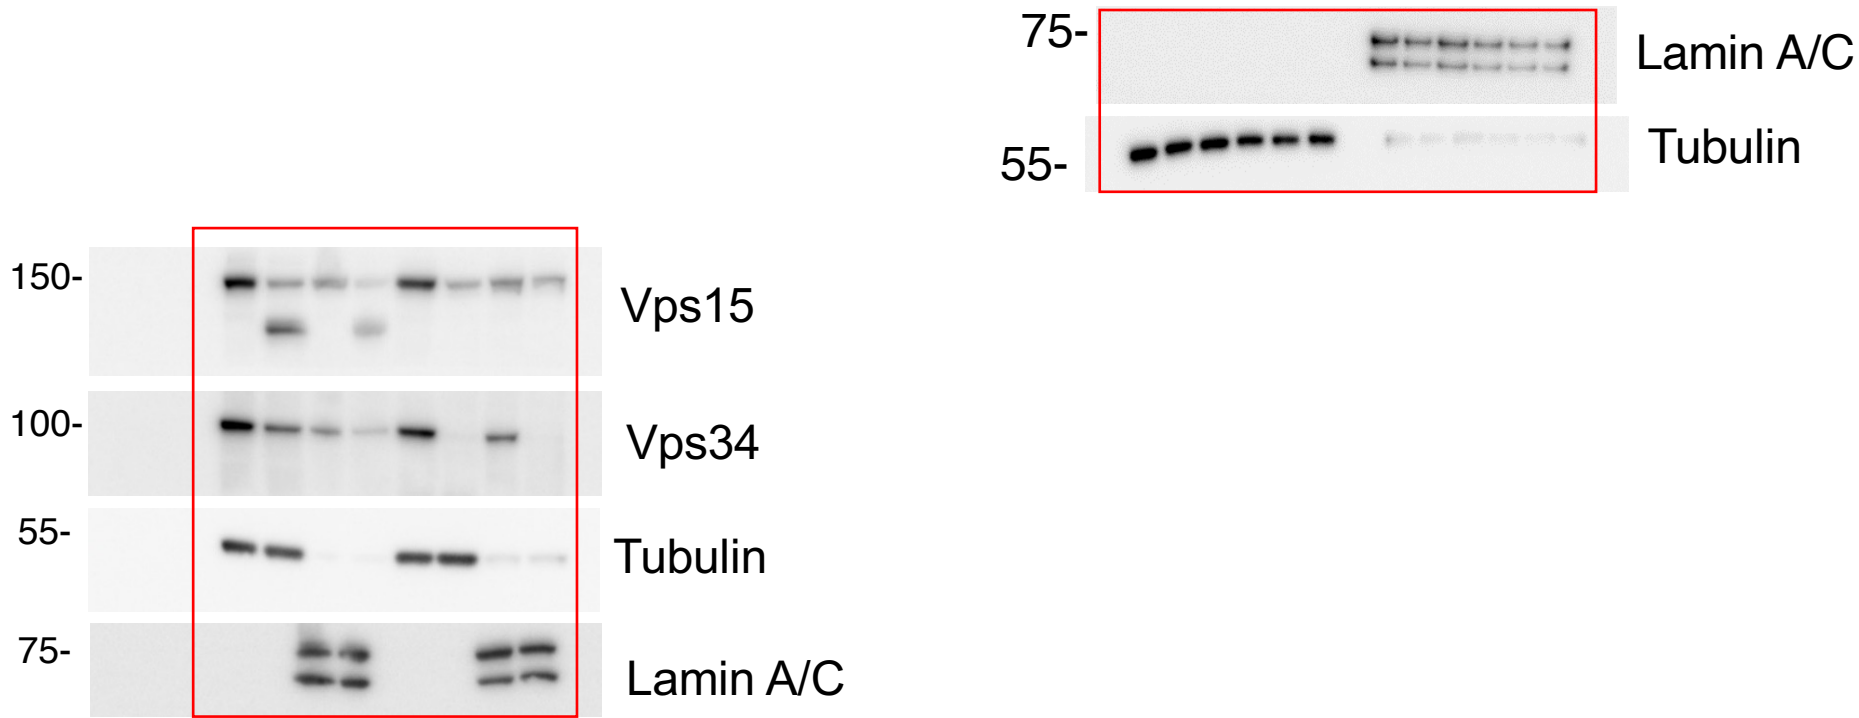

**Uncropped blots Extended Data Fig. 9.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

**a.** **b.**

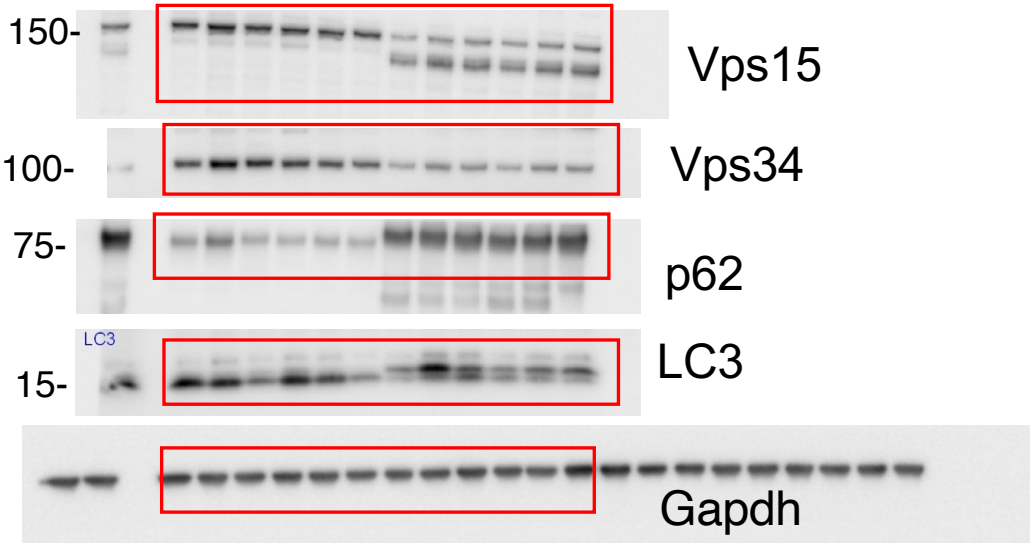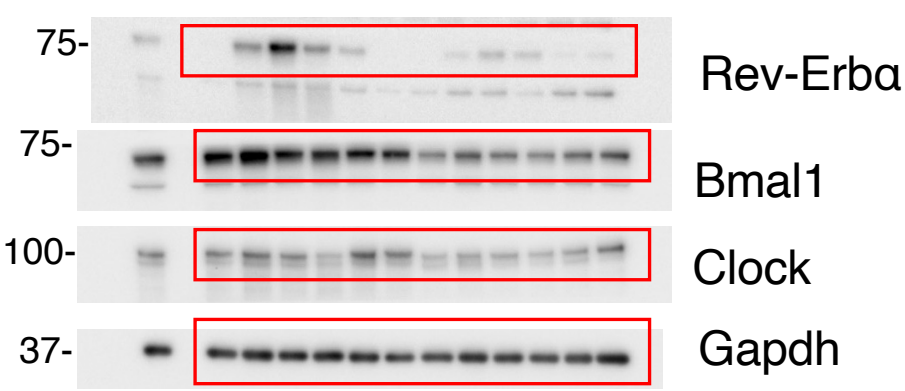

**c.**

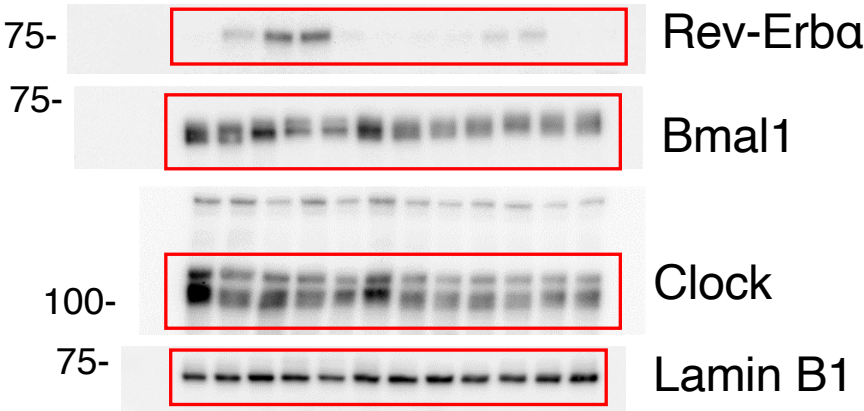

**Uncropped blots Extended Data Fig. 10.** Red square indicates the section shown in the main figures. Molecular weight is shown on the left.

**b.**

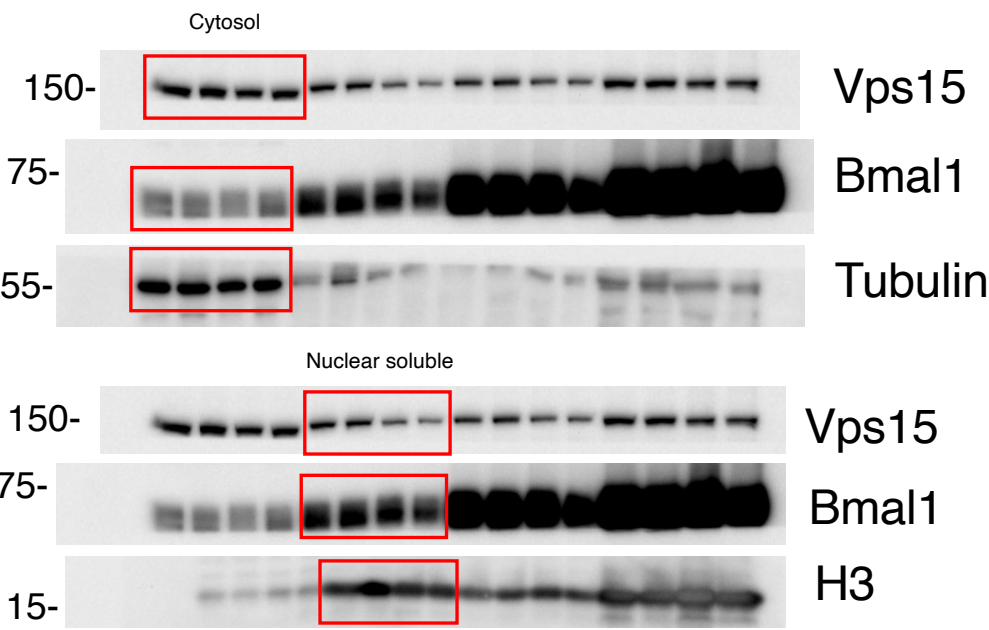

**Supplement:** Source Data — Uncropped western blots in Figs. 1–6 and Extended Data Figs. 1–7,9,10.

How the deposited data were processed for this re-analysis (not part of the article)

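The RNA-Seq data cover the livers of 3 WT and 3 Vps15LKO male mice of 5 weeks at ZT6, each as 1 library. The genotype and the replicate number of each library come from the sample labels, which give numbers 1 to 3 in both genotypes, and the columns of the table carry the same names. The age and ZT come from the methods. The replicate numbers name different mice. The paper states that its breeding aimed at litters holding both genotypes, but it ties no replicate number to a litter. Replicate number was therefore not used as a block in the comparisons given in the text. The sets of genes from the Vps15 and Bmal1 ChIP–Seq experiments were not analysed here, so the set of 371 genes was not rebuilt.

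The authors filtered the reads with SOAPnuke, mapped them to GRCm38 with HISAT2, counted them per gene with featureCounts and normalized the counts with DESeq2. The versions of these tools and the strand and multi-mapping settings of the counting are not stated in the text. The deposited values are a signal, the read count per gene divided by 1 size factor per library, for 56305 genes without a filter. All values above 0 (100% in each library) were whole multiples of the value of 1 read, so whole reads were recovered. The size factors computed by DESeq2 from the recovered reads over all genes were the same as the authors'. The recovered reads sum to between 16137093 and 18110223 per library. No interval for counting error is given for single genes, because the spread between mice includes it. A group whose libraries all hold 3 reads or fewer was taken to be at the floor, and a fold against it is given as a lower bound. Gene symbols and coordinates come from GENCODE release M21, which uses the authors' build and matched 55227 of the genes.

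The normalized counts were taken as deposited. Genes with at least 20 normalized counts in at least 3 of the 6 livers were kept, as in the P50 filter of the methods, though the authors computed their flags from counts normalized to the mean coverage, which left 15430 genes. log2(normalized count + 1) was compared between genotypes with limma 3.58.1 (lmFit and eBayes with a trend) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes. A gene was called at an adjusted p under 0.05 and a fold of at least 1.2 in either direction, the fold used for Supplementary Table 4. In all, 20 gene lists, 7 for the metabolic and clock genes of the text and the others for cell types and regulators, were tested with camera in limma at an inter-gene correlation of 0.01. The lists were written by hand with part of Supplementary Table 4 at hand, so the tests were repeated on the genes outside that part. The genes named in the text are those whose transcript or protein the paper measures in liver, the enzymes of de novo purine synthesis, the sex chromosome genes used to check the labels, and the 5 largest rises and the 5 largest falls among called genes with a mean of at least 100 normalized counts and no overlap between genotypes. Npas2, Hpx, Serpina3k and Alb fall outside this rule and were chosen after their values were seen.

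The comparison was first tested on simulated data, counts with 200 genes changed by known folds. Over 14280 genes that passed the filter, 94.4% of the 198 changed genes among them were recovered, with 5 false calls (2.60% of the calls). In the livers, 66.5% of the tested genes were called. With so few changed genes, the simulation does not give the rate of false calls for the livers. Nor does it test how the scaling between libraries behaves when most genes change. The chi-square per gene between replicates of 1 genotype lay between 14.6 and 40.8 for the 6 pairs, so no library was a copy of another.

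The alternatives tried were pseudocounts of 0.1 and 10, other filters, other scalings (TMM, upper quartile, quantile normalization), limma without a trend, edgeR 4.0.16, DESeq2 1.42.0 and limma voom on the recovered reads, other thresholds, each replicate left out in turn, replicate number as a block, an inter-gene correlation estimated for each list, and fry in place of camera. Scaling to the same total of reads in every library and thinning the Vps15LKO reads were added after the data were seen. On the recovered reads, edgeR called 10205 genes. Tables were prepared with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.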

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

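The tests of the proliferation and fetal liver lists, of the splits of the livers for the gene lists, and of total-read scaling were chosen after results had been seen. The groups hold 3 mice each, so no mouse was tested for standing apart from its group.

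Gene lists that the paper does not discuss lay above their level in WT liver. In Vps15LKO liver the median log2 fold change was 3.17 for 30 proliferation genes, all 30 of them called higher, 3.83 for 13 fetal liver genes, all 13 called higher, 3.44 for 13 cholangiocyte and progenitor markers, all 13 called higher, 2.22 for 19 stellate cell and fibroblast markers, 18 of them called higher and 1 lower, and 2.11 for 20 macrophage markers, 18 of them called higher. The counts of genes called higher were the same when p was adjusted over each list alone, and 1 macrophage marker was then called lower. The adjusted p-values from camera in limma with Benjamini-Hochberg adjustment were 2.55e-09 for proliferation, 1.42e-06 for the fetal and the cholangiocyte lists, 2.68e-07 for the stellate list and 1.56e-08 for the macrophage list. These p-values rest on an assumed inter-gene correlation. With a correlation estimated for each list, the adjusted p was 0.422 for proliferation, 0.406 for the fetal, cholangiocyte and macrophage lists and 0.236 for the stellate list, and over all alternatives the adjusted p ran from 1.37e-13 to 0.422 for proliferation, from 2.51e-09 to 0.406 for the fetal, from 3.74e-09 to 0.406 for the cholangiocyte, from 3.66e-12 to 0.406 for the macrophage and from 2.87e-10 to 0.236 for the stellate list. Of the 10 splits of the 6 livers into 3 and 3, 3 gave as many lists past the threshold as the 13 of the real split, and the others gave at least 11. Among the 4 splits that part all 3 same-numbered pairs, 1, the real one, gave 13 lists, and the 6 others part 1 pair. Each of the 9 other splits leaves 2 livers of one genotype against 1 in each group, so part of the genotype difference stays in it. The mean size of the list medians was 1.53 in the real split and at most 0.702 in the others.

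The lists were written with part of Supplementary Table 4 at hand, which contained some of these genes. Over the genes outside that part, the median was 3.47 for 21 proliferation genes (adjusted p = 1.73e-07, limma camera) and 3.89 for 9 fetal liver genes (adjusted p = 5.93e-05, limma camera), with all of them called higher. Over the 4 other scalings tried the median ran from 2.68 to 3.87 for proliferation and from 3.40 to 4.54 for the fetal genes, of which total-read, upper-quartile and TMM scaling raise all genes and can only add to a rise. The lowest of these medians are those with quantile normalization. With at least 20 normalized counts in every liver, which removes genes that are low in WT liver, the median of the proliferation list was 1.67. Thinning the Vps15LKO reads until 1 read was worth as many normalized counts as in the WT libraries left 0.982 of the number of called genes. GC content and transcript length accounted for 2.32% of the variance of log2 fold change. RNA from other cells is a further explanation. Its test asked whether the lists of macrophages, stellate cells, cholangiocytes and endothelial cells all rose, and 3 of the 4 did, while the 16 endothelial markers had a median of −0.12, which was 0.15 with quantile normalization and 0.61 under total-read scaling. Of the endothelial markers, 8 were called lower and 6 higher, and more RNA from the other cells does not require them to rise. The rises of the macrophage, stellate and cholangiocyte lists cannot be told apart from a larger number of these cells. More dividing cells would raise the proliferation list (2.55e-09 in camera) and a return to a fetal liver programme the fetal list (13 of 13 called higher), but these values are the rises themselves and do not test either explanation.

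The 29 Nrf2 targets had a median log2 fold change of 1.16, with 21 called higher and 2 lower (adjusted p = 5.62e-05 from camera in limma with Benjamini-Hochberg adjustment). The test was whether the list rises, as it would if p62 accumulation, which the paper reports at the protein level, activated Nrf2. Over the 24 genes outside that part of Supplementary Table 4, the median was 0.78 (adjusted p = 0.00132, limma camera). The transcript of p62 itself, Sqstm1, had a log2 fold change of 0.87. Under the alternatives the median of the list ran from 0.85 to 1.89, and with an estimated inter-gene correlation its adjusted p was 0.478, within a range from 6.96e-10 to 0.478. Activation of Nrf2 is a candidate explanation, which cannot be told apart from a change in the mix of cells with these data.

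The 5 genes with the largest rises were not discussed in the paper. Their log2 fold changes were 10.84 for Slc7a11, 10.76 for H19, 10.43 for Mir675, 10.36 for Tekt5 and 10.24 for Gm27786, each with no overlap between the genotypes in the 6 livers. Slc7a11, Tekt5 and Gm27786 had no reads in the WT libraries, and Mir675 had at most 1, so their log2 fold changes are uncertain. That of Slc7a11 ran from 7.52 to 14.16 over the alternatives. As lower bounds, the rises were at least 473-fold for Slc7a11, at least 336-fold for Tekt5, at least 312-fold for Gm27786 and at least 819.8-fold for Mir675. Mir675 lies within H19 on the same strand and Gm27786 within it on the other strand. The strand setting of the counting is not stated, so the 3 cannot be taken as separate signals. Slc7a11 was also a member of the Nrf2 list and H19 of the fetal list. Slc7a11 overlaps pseudogenes and antisense genes, whose reads cannot be told apart from its own without strand. For Tekt5, no biological explanation was tested.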

How the results depend on the processing

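The alternatives to the processing given here were set before the data were examined, apart from total-read scaling and thinning of the Vps15LKO reads, which were chosen after the data were seen.

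The number of called genes stayed within 1.5 times of 10262 under every alternative but a fold of at least 2, which gave 5185 genes, 1957 lower and 3228 higher. It was 9098 to 10222 across the 6 fits that each left out one mouse, with 4450 to 5070 lower and 4648 to 5152 higher. The percent of called genes that were lower, 49.7%, was 48.8% to 50.1% in those fits. It was 47.0% with TMM scaling, 42.4% with upper-quartile scaling, 55.3% with quantile normalization, 47.3% with edgeR, 48.5% with DESeq2, 47.4% with limma voom, 43.6% without a filter, 56.5% with at least 20 normalized counts in every liver, 37.7% at a fold of at least 2 and 48.3% at an adjusted p under 0.01. With total-read scaling it was 14.3% (1712 lower and 10299 higher). Total-read and upper-quartile scaling move all genes in 1 direction, and relative to the median of all genes the de novo purine list stood at −0.10 with and without them.

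The share of the authors' readable list called in the same direction, 95.8%, was 83.7% with at least 20 normalized counts in every liver, 93.4% with TMM, 88.8% with upper-quartile scaling, 79.9% with quantile normalization, 92.9% without a trend, 93.8% with edgeR, 94.0% with DESeq2 and 93.6% with limma voom. The cause was not tested.

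Of the gene lists, the de novo purine list changed direction under upper-quartile scaling (0.0014) and total-read scaling (0.60), the purine interconversion list (0.52) and the triglyceride list (0.27) under total-read scaling, and the endothelial list under upper-quartile scaling (0.0074), quantile normalization (0.15) and total-read scaling (0.61). With an inter-gene correlation estimated for each list, which leaves medians as they were, 13 lists no longer passed the threshold: amino acid catabolism (−1.88), cholesterol synthesis (−0.82), E-box targets (−1.25), fatty acid oxidation (−1.21), hepatocyte markers (−1.78), male-biased genes (−4.08), PPARalpha targets (−1.08), Nrf2 targets (1.16), macrophage (2.11), stellate cell (2.22), cholangiocyte (3.44), proliferation (3.17) and fetal liver genes (3.83). The PPARalpha list did not pass with quantile normalization either (−0.80). With fry, the Rev-Erb list (−0.77), the de novo purine list (−0.12), the female-biased list (0.63) and the lysosome and autophagy list (0.24) passed. The female-biased list also passed without a filter (1.16), and the lysosome and autophagy list with at least 20 normalized counts in every liver (0.24), with quantile normalization (0.56) and with total-read scaling (0.97).

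Of the named genes, under total-read scaling the log2 fold change became positive for Pik3r4 (0.19), Pik3c3 (0.33), Map1lc3b (0.50), Per1 (0.23), Per3 (0.16), Cry1 (0.15), Prps1 (0.21), Gart (0.43), Uty (0.36), Kdm5d (0.55) and Eif2s3y (0.25). With quantile normalization the direction changed for Map1lc3b (0.24), Prps2 (−0.037) and Pfas (−0.31), and with thinned reads for Pfas (−0.0024). Across the 6 fits that each left out one mouse, Prps2 ran from −0.024 to 0.13 and Pfas from −0.041 to 0.13. Under total-read and upper-quartile scaling, the lists and genes that changed direction did so with the shift of all genes. For the other settings, the cause was not tested. In all other combinations of a named gene and an alternative, the direction was kept, with 18 no longer called and 11 newly called.

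The livers with the same replicate number were different mice, and their deviations from the genotype means had a mean correlation of 0.00908. With replicate number as a block, 10048 genes were called, 4983 lower and 5065 higher, and the 20 lists kept their side of the threshold.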

Differences from the paper's values

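The paper gives about 41 clean reads per sample in multiples of 1000000. The median number of reads counted on genes was 18.0 per library, also in multiples of 1000000 (17991476 reads). Clean reads and reads counted on genes are different measures. For RNA-Seq, the paper does not state whether clean reads were counted as single ends or as pairs, so the size of the gap is not known. No alternative set before the data were examined changes the number of reads, so none closes the gap.

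Of the 1489 genes of Supplementary Table 4 that could be compared, 63 were not called here in the same direction, and 43 of the 63 were not tested because of the filter on low counts. With an unadjusted p of at most 0.05 in place of the adjusted p, 96.6% of the genes compared were called in the same direction, and without the filter on low counts 96.4%, against 95.8% in the main setting. Both alternatives were set before the data were examined.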

Other observations

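The tests of total-read scaling, of the genes with most reads, of the proliferation and fetal liver lists, of the splits for the gene lists and of lists matched on expression were chosen after results had been seen.

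The percent of called genes that were lower depends on the scaling of the libraries. Of the 10 splits of the 6 livers into 3 and 3, 1, the real one, gave as many as 10262 called genes. The other 9 gave 0 called genes, with 9 to 117 genes at an unadjusted p under 0.05. Of the 10 splits, 4 part all 3 same-numbered pairs, the real one among them, and the 6 others part 1 pair. With 10 splits the share cannot go under 0.1, so the number of splits cannot settle the question. Total-read scaling moved that percent by 35.4 percentage points. Under it, the 5163 higher genes were all called higher again, and of the 5099 lower genes 761 were called higher. The 10 genes with most reads took a smaller share of the reads in Vps15LKO livers, with a gap of 3.47 percentage points between the lowest WT and the highest Vps15LKO library, and Alb alone took 9.34% to 9.96% in WT and 4.86% to 6.61% in Vps15LKO livers. The size factors of DESeq2 hold the typical gene constant, so a fall of the most abundant hepatocyte transcripts and a rise of all others in share of the reads could give the same table. Whether the 5099 lower genes fell in amount per cell cannot be told apart from the scaling in these data, in which no spike-in is described, while 1712 genes were lower under both scalings. Thinning the Vps15LKO reads to the size factors of the WT libraries left 0.982 of the number of called genes, so the different worth of 1 read does not account for that number. GC content with transcript length accounted for 2.32% of the variance of log2 fold change.

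Lists matched on mean expression were drawn to see whether the metabolic and clock lists fell only because highly expressed genes tended to fall. Of the 4 lists that passed, 3 had a median below the 2.5 percentile of 10000 random lists, namely amino acid catabolism (0%), E-box targets (0.03%) and fatty acid oxidation (1.50%). Cholesterol synthesis lay at 5.49%, so its fall cannot be told apart from that of other genes with the same expression level. The de novo purine list lay at 45.1%, in the middle of the random lists.

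Hepatocyte markers fell, with a median log2 fold change of −1.78 over 37 genes, 33 of them called lower (adjusted p = 4.46e-09 from camera in limma with Benjamini-Hochberg adjustment). More RNA from other cells is a candidate explanation. Of the 4 lists of other liver cells, 3 rose, and the endothelial list was mixed, with 8 genes called lower and 6 higher. More RNA from the other cells does not require endothelial genes to rise, so the endothelial list does not decide this. One dilution factor for all hepatocyte genes was tested by the interquartile range of their log2 fold changes, which was 1.18, above the 0.5 set as the limit, so a single factor does not describe them. Hpx had a log2 fold change of 0.48 and Serpina3k of −3.93, both chosen after their values were seen.

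The 12 E-box targets of Bmal1–Clock fell less than the hepatocyte markers, with a median 0.53 higher on the log2 scale. TMM, upper-quartile and total-read scaling move both lists alike and cannot change this order. With quantile normalization, which can, the order was reversed, and the E-box targets fell more, with a difference in medians of −0.35 (−0.89 against −0.54). In the main setting the fall of the E-box targets cannot be told apart by its size from a smaller share of hepatocyte RNA. The 6 genes repressed through Rev-Erb were tested for release from Rev-Erb repression, which would raise most of them when Nr1d1 and Nr1d2 fall. Of the 6, 1 was called higher (Npas2, log2 fold change 1.92, named after its value was seen), fewer than most of the list, which release from Rev-Erb repression would raise. Under total-read scaling 2 of the 6, Npas2 and Arntl, were called higher. The list had a median of −0.77 (adjusted p = 0.319, limma camera), and −0.05 under total-read scaling.

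The paper's RT–qPCR at ZT6 used 4 mice per genotype that are not stated to be those sequenced. Its ratio of Vps15LKO to WT means was 0.254 for Nr1d1, 0.185 for Dbp, 0.424 for Nr1d2 and 0.284 for Per2, each without overlap, where the folds from the RNA-Seq counts were 0.391 for Nr1d1, 0.408 for Dbp, 0.583 for Nr1d2 and 0.603 for Per2. For Bmal1 (Arntl), 1 of the 6 genes repressed through Rev-Erb, the paper's ratio was 2.86 without overlap. The RNA-Seq counts of Arntl were 118, 38.7 and 66.1 in WT and 84.0, 126 and 96.9 in Vps15LKO livers, a log2 fold change of 0.58 that was not called (adjusted p = 0.186 from limma with Benjamini-Hochberg adjustment). It was called without WT replicate 1, the highest of the WT livers (log2 fold change 0.98), and under total-read scaling (1.30). For Clock the paper's ratio was 0.802 with overlapping values, and the RNA-Seq fold was 0.509 without overlap. Under total-read scaling, Clock (log2 fold change −0.25), Nr1d2 (−0.051) and Per2 (−0.0059) were no longer called, while Nr1d1 and Dbp were still called lower. For Ppat the paper's ratio was 0.595 and the RNA-Seq fold 0.463. The folds are on the log2(normalized count + 1) scale.

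Lower expression of the whole pathway of de novo purine synthesis was tested as a hypothesis. The list did not pass (adjusted p = 0.321 from camera in limma with Benjamini-Hochberg adjustment), with 4 of 8 genes lower and Atic higher, against 2 lower and 5 higher under total-read scaling. Ppat and Paics, which are neighbours with overlapping 5′ ends, were lower under each scaling tried. With fry, which tests the list on its own, the adjusted p was 0.00099, in a range from 0.00099 to 0.638 over the alternatives.

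The 23 PPARalpha targets had a median of −1.08, with 15 lower and 5 higher (adjusted p = 0.0183, limma camera with Benjamini-Hochberg adjustment). Lower PPARalpha activity is a candidate explanation that cannot be told apart from the fall of hepatocyte transcripts, and the list did not pass with quantile normalization. The 46 lysosome and autophagy genes did not pass (median 0.24, 21 higher and 13 lower, adjusted p = 0.102, limma camera), so the test of activation of lysosomal transcription was not met in the main setting. The median of this list lay at the 99.99 percentile of 10000 random lists matched on mean expression, whose medians had a central 95% range from −0.66 to −0.08, so activation of lysosomal transcription is not ruled out.

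The 27 male-biased liver genes had a median of −4.08, with 24 lower (adjusted p = 6.85e-10, limma camera with Benjamini-Hochberg adjustment). The 27 female-biased genes had a median of 0.63, with 13 higher and 7 lower (adjusted p = 0.106, limma camera), so the rise that a loss of the male pattern would bring to the female-biased list did not pass the threshold. Livers of female mice were tested as a technical explanation, and 0 of the 3 Vps15LKO libraries had high Xist with low Y-linked genes. Xist had at most 5 reads in any library, and Ddx3y had 1019 ± 83.3 normalized counts in WT and 612 ± 52.8 in Vps15LKO livers (SD, n = 3). Among the male-biased genes are Mup genes with near-identical copies, whose separate values are uncertain.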
